# Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution

**DOI:** 10.1186/1471-2164-14-450

**Published:** 2013-07-05

**Authors:** Gang Fang, Karla D Passalacqua, Jason Hocking, Paula Montero Llopis, Mark Gerstein, Nicholas H Bergman, Christine Jacobs-Wagner

**Keywords:** Cell cycle phylogenomics, *Caulobacter crescentus*, Co-expression network, Functional modules, Selective pressure

## Abstract

**Background:**

The genetic network involved in the bacterial cell cycle is poorly understood even though it underpins the remarkable ability of bacteria to proliferate. How such network evolves is even less clear. The major aims of this work were to identify and examine the genes and pathways that are differentially expressed during the *Caulobacter crescentus* cell cycle, and to analyze the evolutionary features of the cell cycle network.

**Results:**

We used deep RNA sequencing to obtain high coverage RNA-Seq data of five *C. crescentus* cell cycle stages, each with three biological replicates. We found that 1,586 genes (over a third of the genome) display significant differential expression between stages. This gene list, which contains many genes previously unknown for their cell cycle regulation, includes almost half of the genes involved in primary metabolism, suggesting that these “house-keeping” genes are not constitutively transcribed during the cell cycle, as often assumed. Gene and module co-expression clustering reveal co-regulated pathways and suggest functionally coupled genes. In addition, an evolutionary analysis of the cell cycle network shows a high correlation between co-expression and co-evolution. Most co-expression modules have strong phylogenetic signals, with broadly conserved genes and clade-specific genes predominating different substructures of the cell cycle co-expression network. We also found that conserved genes tend to determine the expression profile of their module.

**Conclusion:**

We describe the first phylogenetic and single-nucleotide-resolution transcriptomic analysis of a bacterial cell cycle network. In addition, the study suggests how evolution has shaped this network and provides direct biological network support that selective pressure is not on individual genes but rather on the relationship between genes, which highlights the importance of integrating phylogenetic analysis into biological network studies.

## Background

Advances in next-generation sequencing methodologies have significantly reduced the time and cost constraints of determining genome-wide expression levels of various organisms, including bacteria. These technologies present major advantages over hybridization-based microarrays [1,2]. Along with high throughput, they allow single-nucleotide resolution as well as quantification of absolute RNA abundance. These benefits combined with strand-specificity and greater dynamic range in gene expression measurement have provided great insight into the transcriptional landscape of various bacteria under different growth conditions [2]. However, no deep RNA sequencing (RNA-Seq) studies have so far reported a transcriptome analysis of a bacterial cell cycle, which would provide an important step toward understanding the genetic pathways involved in bacterial multiplication.

The ease of obtaining synchronized cell populations of the Gram-negative bacterium *Caulobacter crescentus* through a physical method [3] has made this organism a prominent bacterial model for analyzing the cell cycle [4]. The cell cycle of *C. crescentus* has also generated interest because of its inherent association with a developmental process [5,6]. Each division produces two distinct daughter cells: a flagellated and piliated “swarmer” (SW) progeny and a slightly longer, stalk-containing “stalked” (ST) progeny (Figure 1). SW cells, which can be isolated from an asynchronous culture using a simple gradient centrifugation method [3], are in G1 phase as they cannot replicate their single chromosome until they grow to a similar size to their ST siblings [7]. Following flagellum ejection and pili retraction, DNA replication initiates and a polar stalk develops to produce a ST cell (Figure 1). After some growth, cell constriction is initiated and a new flagellum is built at the pole opposite to the stalk. Completion of cytokinesis followed by cell separation results in the production of the SW and ST progeny. The SW cell then reiterates the aforementioned cell cycle whereas the ST cell skips the G1 phase and initiates the S phase immediately.

**Figure 1:**
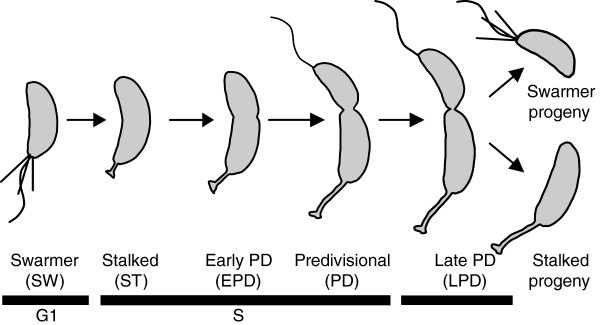
**The *C. crescentus *cell cycle.** Cartoon showing the different stages of the *C. crescentus* cell cycle: swarmer (SW), stalk (ST), early predivisional (EPD), predivisional (PD), and late predivisional (LPD). Each stage corresponds to the time point (0, 30, 60, 90 or 120 min following the cell synchrony) taken for RNA-Seq analysis.

Decades of single-gene studies in *C. crescentus* have uncovered regulatory components and molecular mechanisms that govern the cell cycle and the spatial and temporal biogenesis of different organelles and molecular machineries. Following the resolution of the *C. crescentus* genome [8,9], a variety of “omics” and modeling studies have been undertaken to understand the *C. crescentus* cell cycle at a system level [10-17]. Important studies have led the way to understanding the transcriptional cascades generated by the oscillatory expression of cell cycle master regulators [10,12,18-20].

In this work, we took advantage of the benefits of RNA-Seq to provide absolute measures of gene expression during the *C. crescentus* cell cycle, using biological replicates for each cell cycle stage. We uncovered novel properties of gene expression and regulation, identified over 1,500 cell cycle-regulated genes, and organized them into a co-expression network. Furthermore, we expanded phylogenomics [21] to co-expression network study by comparing network and gene evolutionary properties, and discovered strong correlations between co-expression and evolution.

## Results and discussion

### Single-nucleotide resolution whole-genome mapping of RNA-Seq

To examine the cell cycle transcriptome of *C. crescentus*, cells grown in the M2G minimal medium were subjected to Ludox (percoll) density centrifugation to isolate swarmer (G1 phase) cells, which were then re-suspended in M2G medium to resume cell cycle progression synchronously. Samples were collected for RNA extraction at 5 different time points (0, 30, 60, 90, and 120 min) following synchronization, with each time point corresponding to a different cell cycle stage referred to as swarmer (SW), stalked (ST), early predivisional (EPD), predivisional (PD), and late predivisional (LPD) (Figure 1). By performing synchronies on different days, we obtained a total of three biological replicates of each cell cycle stage. 

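The 15 libraries covered swarmer (SW), stalked (ST), early predivisional (EPD), predivisional (PD) and late predivisional (LPD) cells, 3 replicates of each stage, with 30 min between stages and SW at 0 min. The deposited values were the authors' normalized coverage of 3970 genes, where coverage is the mean number of weighted reads over each base of the segments kept for a gene. The replicates of a stage ranked the genes alike, with Spearman's rho from 0.928 to 0.978 across genes, which are not independent replicates. The pilin gene pilA, whose product builds the polar pili, stood at 4085 ± 810 in SW (mean ± SD, n = 3) and 235 ± 156 in ST. Averaged over genes, coverage per library lay between 370 and 529 in SW, 278 and 465 in ST, 264 and 467 in EPD, 286 and 352 in PD, and 329 and 466 in LPD. According to the methods, reads were mapped to the NA1000 chromosome, segments whose CV between replicates was over 1 were removed, and genes at or under 1000x and over 1000x were normalized separately. All 3 replicates of a stage shared an individual flow cell, so that flow cell and stage cannot be separated. Stages were compared here with limma on log2(coverage + 1), over the 3676 genes with a mean coverage of at least 1, with p adjusted by the Benjamini-Hochberg method. For its stage means the paper left out 1 replicate each of SW, ST and EPD; folds listed in Table S3 equal those computed without SW replicate 1, ST replicate 1 and EPD replicate 2 for 703 of 703 genes held with no stage at 0, within 2%.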

The extracted RNAs were labeled in a strand-specific manner and sequenced using the SOLiD platform. In total, we obtained over 600 million (M) SOLiD RNA-Seq reads. Fifty bp-long reads were trimmed of 10 bp from the 3′ end, and 300 M of these reads were mapped on the genome of *C. crescentus* NA1000 (also known as CB15N). This resulted in a single nucleotide resolution transcriptome composed of 15 sets of mappings with a sum of 962x coverage per nucleotide. Figure 2A shows a bird’s eye view of the whole transcriptome, and Figure 2B shows the RNA-Seq mapping details of the two asparagine tRNAs, both using the SW cell stage as an example. When comparing biological replicates, we found that, in some regions, the mapping was less consistent than in others, and that the regions of low consistency were correlated with enriched GC content (data not shown), as previously reported [1]. Since the *C. crescentus* genome is GC-rich (67%), traditional quantitative methods such as calculating mean coverage on genes or RPKM (Reads Per Kilobase per Million mapped reads) may reduce the accuracy of gene expression quantification [1]. Therefore, we employed a dynamic segmentation algorithm based on coefficient of variation (CV; standard deviation/mean) analysis of the replicates to locate and discard low consistency mapping regions, and we only used the highly reliable mapping regions to calculate gene expression values (Figure 2C; see methods). The level of gene expression was then calculated as the average coverage of retained nucleotides within the gene. With this quantification method, we obtained an average coverage of 278x (mean of replicates) for gene expression. 

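Transfer and ribosomal RNA genes took most of the coverage. The 51 tRNA genes held 60.5% of the coverage summed over all genes, and the 6 rRNA genes 25.3%. Each gene entered the sum with its mean per base, whatever its length, so these are not shares of the reads. They therefore do not measure the depletion of rRNA before sequencing. All 92 non-coding RNA genes together held 88.4%, from 84.0% to 91.3% in single libraries. The mean over genes was 362 for the 12 samples behind the paper's stage means and 376 for all 15, with an SD of 80.2 between libraries. The median gene had a coverage of 12.6. Without the 73 genes over 1000x, which held 90.1% of the sum, the mean was 38.1. Another 97 genes were listed at 0 in every library.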

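Few genes carried very high coverage and most carried little in each of the 5 stages. In SW cells 1775 genes had a stage mean of at least 13.3, the lower limit chosen by the fit, and the exponent of the distribution above it was 1.72 (bootstrap SE 0.0237). The exponents of the later stages were 1.75 in ST (SE 0.0246), 1.77 in EPD (0.0224), 1.77 in PD (0.0237) and 1.77 in LPD (0.0247). Fitted to single libraries, the exponents of a stage had SDs between 0.00576 in LPD and 0.0473 in SW, n = 3. The fits took 1774 genes in ST, 1740 in EPD, 1769 in PD and 1907 in LPD. A fit to all genes from 1x gave 1.36 in SW and 1.37 in ST.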

We found that the distribution of gene expression for each cell cycle stage follows a power-law distribution (Figure 2D and Additional file 1: Figure S1), in agreement with the evolutionary conserved power-law organization of genome-wide expression levels [23]. The whole transcriptome data, with raw mapping results and normalized gene expression values, are provided in Additional files 2, 3, 4: Table S1a-c.

**Figure 2:**
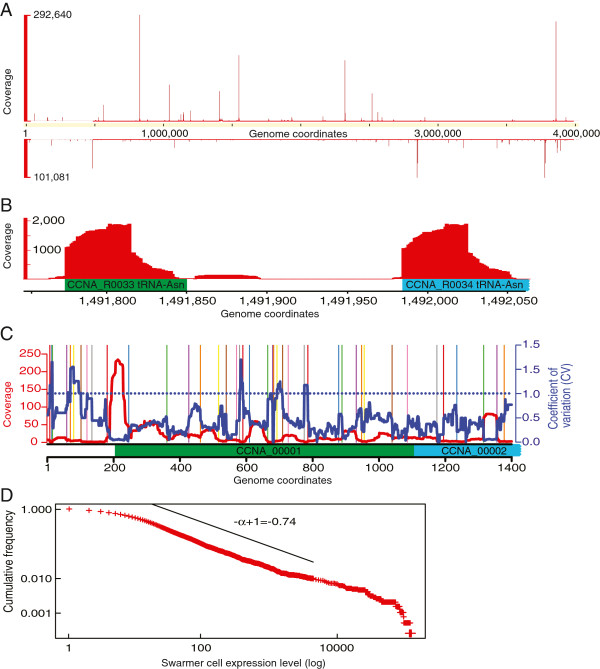
**RNA-Seq mapping results. (A)** A bird’s eye view of global RNA-Seq mapping on each strand using the SW time point as an example. Spikes are mostly non-coding RNAs (ncRNAs). **(B)** Example of a normalized RNA-Seq mapping. Two annotated tRNA-Asn are represented by the green and cyan boxes. The two DNA sequences of tRNA-Asn are identical, which leads to RNA-Seq reads being “ambiguously” mapped to two locations. Therefore, the expression value was calculated by dividing the amount of reads by two. **(C)** Scheme illustrating the gene expression quantification algorithm. RNA-Seq coverage (the red curve) and CV (blue curve) per nucleotide are plotted. The colored vertical bars border the dynamic programming segmentations based on the CV curve. In this particular case, CV is divided into 42 segments. We adopted a threshold of CV =1.0 (horizontal dotted blue line) to filter out segments with CV<1.0, allowing us to keep quality segments for gene expression quantification. **(D)** Distribution of gene expression values (using the SW cell as an example) follows a power-law distribution. The probability density *p*(*e*) ∽ *e*^- *a*^, where e is gene expression, is best fitted with α=1.74 (according to Clauset et al’s algorithm [22]). This panel shows the cumulative distribution Pr(E>e) of gene expression along with the power law fit exponent -α+1=-0.74. Genes with expression ranging from 15x to about 1000x (indicated by the slant) fall into the power-law distribution, in good agreement with a previous report [23].

### Genes cluster into three groups according to their expression level

Past RNA-Seq studies have shown that the distribution of expression levels in bacteria is continuous, without an obvious breaking point between background transcription and biologically relevant expression [24,25]. While this continuum in gene expression levels was confirmed in our study (Additional file 1: Figure S1), we found that CV analysis of replicates as a function of gene expression can identify global patterns of gene expression and regulation (Figure 3A). The CV, which is defined as the ratio of the standard deviation to the mean, was used here as a convenient way to quantify both “signal”, from regulated expression, and “noise”, from background transcriptional activity. Background transcription due to random binding of the RNA polymerase is expected to generate low amounts of RNA and to be poorly consistent across replicates, thereby generating a high CV value. Conversely, transcription that is biologically relevant should have higher expression and lower CV value, the latter because of a higher reproducibility between biological replicates. Plotting the CV values for all genes as a function of their average expression (Figure 3A) reveals that the genes fall into three groups. 

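Weakly expressed genes varied most between replicates. Of the 1010 genes with a mean under 5x, the 913 with coverage had a mean CV of 0.440 (SD 0.0424 over the 5 stages), the 2887 genes from 5x to 1000x one of 0.241 (SD 0.0296), and the 73 genes over 1000x one of 0.292 (SD 0.0566). The mean CV of the genes under 5x was 0.377 over the 12 samples. It was 0.244 when genes with a 0 in any library were left out, close to that of the middle group. Grouped by the highest stage mean, the sizes were 737 (640 with a CV), 3140 and 93 genes, with mean CVs of 0.495, 0.247 and 0.290.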

The first group consists of 738 genes, or almost a fifth of the genome, that have a low expression level (with the maximal expression being below 5x) and an average CV value of 0.38. In this group (expression <5x), the CV negatively correlates with expression (Figure 3A, red line). This negative correlation no longer exists for other genes with expression values above 5x. 

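Under 5x, genes with more coverage varied less between replicates: Spearman's rho of CV against mean coverage was -0.509 over 913 genes. From 5x to 1000x it was -0.06, still below 0, with p = 0.0024 (two-sided permutation test, 100000 resamples), 0.0024 after adjustment over the 5 CV tests. Under 5x the p was 1e-05, the smallest that the resamples can give, and 1.7e-05 adjusted. Both relations ran across genes, which are not independent replicates. Without genes that held a 0, rho under 5x turned to 0.083 (p = 0.061), and that from 5x to 1000x was -0.024 (p = 0.20). In the same permutation test, the relation from 5x to 1000x was lost without SW replicate 2 (p = 0.080) or EPD replicate 1 (p = 0.061), and when genes were placed by their highest stage mean (p = 0.75).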

The enrichment of high CV values for genes with expression values below 5x suggests that it includes transcriptional noise. While small integers tend to generate higher CV values, gene phylogeny and essentiality analyses (see below) further support the notion that this first group primarily includes background transcription. In Figure 3A, the CV curve reaches a plateau at about 0.23 for expression values between 5x and 1000x. This plateau defines the second group of genes, which consists of 3,136 genes or 79% of the *C. crescentus* genome. The constant low CV value suggests that expressions of most genes follow the same shape of distribution and are under precise biological regulation. Interestingly, the CV curve slightly increases when the expression levels rise above 1000x. This third group of genes, which consists of 90 highly expressed genes (2.3% of the genome), had an average CV of 0.29. 

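Genes over 1000x varied more between replicates than genes from 5x to 1000x, by 0.0507 in mean CV (p = 7.3e-04, 9.1e-04 adjusted over the 5 CV tests, two-sided permutation test). The group holds 20 protein-coding genes beside its non-coding RNAs. Without EPD replicate 3 the difference was 0.0241 (permutation p = 0.11). Stage by stage the CV of the group was 0.313 in SW, 0.357 in ST, 0.321 in EPD, 0.247 in PD and 0.220 in LPD.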

A statistical test (t-test, p<1e-10) confirmed that this group of genes indeed had higher CV values than the second group, which includes the majority of genes. Fifty-four of the 90 highly expressed genes are non-coding RNAs (including 48 tRNAs). 

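Of the 73 genes with a mean over 1000x, 53 were non-coding RNAs, among them 42 tRNAs. These 53 had a mean CV of 0.324, and the tRNAs 0.328, against 0.205 for the protein-coding genes of the group, a difference of 0.119 (permutation p = 1e-05, the smallest possible). Over the whole genome 88 of the 92 non-coding RNAs had coverage and a mean CV of 0.428, and 3785 of the 3878 other genes one of 0.286. That difference of 0.143 had the same p, 1.7e-05 after adjustment.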

When we considered these 54 RNAs alone, their average CV increased to 0.31, suggesting that these highly expressed RNAs may be under less stringent regulation than most genes; while they have strong promoters, the cells may not (or may not need to) have an efficient mechanism to maintain the precise amount of such RNA species within the cell.

**Figure 3:**
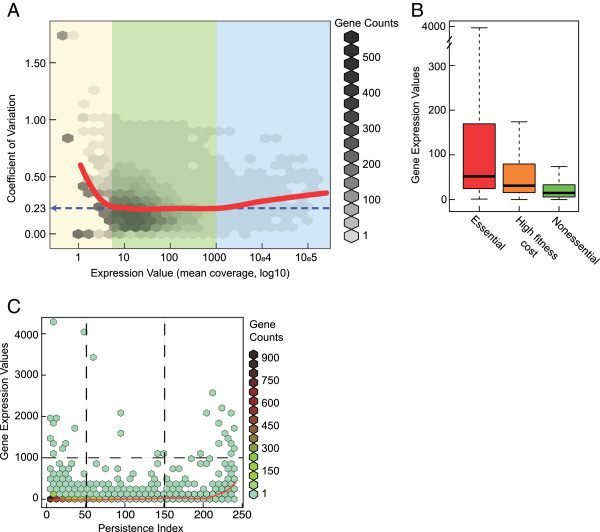
**Relationship between gene expression, essentiality and persistence. (A)** Genes are classified into three groups based on their expression levels and CV. Here data from 5 cell cycle time points were pooled for the analysis of gene expression and CV from 3 replicates. The background hexbin density plot describes the relationship between CV and expression values for all genes. The red curve is a local regression of CV values as a function of expression (using the LOESS R package). Based on this fitting, genes are classified into three groups indicated by different colors. Most genes fall into the group in the middle, where their average CV remains constant at 0.23 (the blue dotted arrow). The group on the left has, on average, high CV, and shows negative correlation between CV and expression. This group is suggested to include background transcription noise. The group on the right consisting of highly expressed genes also shows significantly higher CV. **(B)** Gene expression versus essentiality. Box and whisker plot of expressions grouped by essential, high-fitness-cost and nonessential genes. **(C)** Hexbin plot showing genes expression versus persistence. The red trend curve is a local regression of median expression versus PI (LOESS R package). The horizontal bar distinguishes the highly expressed genes (>1,000x) from the others, whereas the vertical bars delineates less conserved (PI < 50) genes from persistent (PI >150) genes.

A recent genome-wide transposon insertion study in *C. crescentus* has identified 480 essential or high-fitness-cost genes [14]. As shown in Figure 3B, we found that gene essentiality is correlated with gene expression as the essential genes generally had higher expression values (median = 52x) than non-essential genes (median = 15x), with the high-fitness-cost genes having intermediate values (median = 31x, ANOVA test, p<1e-10). 

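Essential genes were the most strongly expressed of the 3 classes in the part of Table S3 held here, which ends within the gene list. The median of the mean coverage over the 12 samples was 44.8 for 263 essential genes, 26.5 for 76 high-fitness-cost genes and 10.5 for 1660 nonessential genes. Over all 15 samples the medians were 46.4, 25.6 and 10.5. By the highest stage mean of the 12 samples they were 58.7, 34.8 and 14.7. Under that measure 2 essential, 4 high-fitness-cost and 364 nonessential genes stayed under 5x. Because the table was held only in part, no test across the classes was run.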

Only 4 essential and 6 high-fitness-cost genes fell to the group of poorly expressed genes (Additional file 5: Table S2). 

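Table S2 lists 4 essential and 9 high-fitness-cost genes, and none of these 13 reached 5x in any stage. The essential genes were miaA, whose product modifies tRNA, with a highest stage mean of 4.5 over 12 samples and 4.33 over 15, the adenosine deaminase gene CCNA_00231 (4 and 4), and the hypothetical genes CCNA_00380 (4 and 4) and CCNA_03274 (1 and 1). In SW the coverage of miaA was 4.33 ± 0.577 and in PD 2 ± 0 (n = 3). Among the high-fitness-cost genes, CCNA_02869, CCNA_01428, CCNA_01720 and CCNA_01953 were listed at 0 in each of the 15 libraries.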

Their essentiality was determined based on colony formation on solid rich growth medium [14]. The low expression levels of these genes under our experimental conditions (exponential-phase liquid cultures in minimal medium) suggests that their essentiality may be specific to growth conditions.

Gene essentiality as determined by laboratory mutagenesis are dependent on experimental contexts, and only identifies genes whose inactivation results in rapid lethality or high-fitness cost under the tested conditions. On the other hand, gene persistence, which measures how widely conserved a gene is among extant species [26], informs about the importance of a gene in natural environments, with competitions, under harsh conditions, and over 3 billion years of natural evolution [27]. Therefore, we also compared the gene expression levels with evolutionary gene persistence. To obtain a persistence index (PI) [26] of each *C. crescentus* gene, we first determined the distribution of orthologs among 236 bacterial species selected to represent an unbiased phylogenetic tree (see methods). The expression level of each gene was then plotted as a function of its PI (Figure 3C), with PI>150 and PI<50 used as borders to distinguish “persistent” genes that have been retained in most species during evolution (with over 150 orthologs among the 236 selected genomes) from the “less conserved” genes (with less than 50 orthologs). We found that poorly expressed genes, as a group, have been poorly conserved during evolution as among the 738 genes with low expression (<5x), 675 of them (92%) had PI<50, and only 6 poorly expressed genes had a PI>150 (Additional file 5: Table S2). 

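The 6 persistent genes that Table S2 lists as poorly expressed all stayed under 5x. Over the 12 samples their highest stage means were 4.5 for miaA (PI 216), 4 for CCNA_00144 (PI 188), a coproporphyrinogen-III oxidase, and 4 for CCNA_00231 (PI 185). The DNA repair gene mutY (PI 159) reached 2.5, the methionine gamma-lyase gene CCNA_03271 (PI 164) 1.33, and CCNA_00620 (PI 187), an aminotransferase, 0.333. Of the 44 module genes that peaked under 5x, 43 had a PI under 50. The PI was held only for module genes and the genes of Table S2.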

When considering all genes, chi-square test clearly showed that as expected [27], the persistent genes overall display a higher expression than less conserved genes (p<1e-10). 

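Persistent genes had more coverage among the module genes, the set for which a PI was held. The median coverage over the 12 samples was 16.2 for 1284 genes with a PI under 50, 27.7 for 203 genes with a PI from 50 to below 150, and 48.6 for 106 genes with a PI of at least 150. Spearman's rho of coverage and PI was 0.226 (two-sided permutation p = 1e-05, the smallest possible; 1 relation tested). The relation ran across genes, which are not independent replicates, and the interquartile ranges of the classes overlapped: 8.39 to 33.6 at low PI and 24.4 to 98.2 at high PI.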

The positive correlation between expression and persistence in very broadly conserved genes (PI>200, Figure 3C) is in good agreement with the toolbox model of bacterial evolution [28]. Interestingly, however, we observed a few highly expressed (>1000x) genes that were present almost equally among both persistent and poorly conserved genes (Figure 3C). In fact, when we only examined highly expressed (>1000x) genes, there was no longer a correlation between PI values and expression levels (i.e., t-test of gene expressions from the two groups PI<50 and PI>150 shows no difference). This indicates once again that highly expressed genes tend to behave distinctly from the rest of the genome; they are under different regulatory and evolutionary constraints than most genes.

### Identification of 1,586 differentially expressed genes

To identify cell cycle-regulated (CCR) genes, we used the baySeq package. This program took the gene expression values from the biological replicates across the 5 cell cycle time points, and estimated posterior likelihoods of differential expression via an empirical Bayesian method [29]. Through this analysis (see methods), we identified 1,586 genes (Additional file 6: Table S3) that we will hereafter refer to as CCR genes. 

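Across the 5 stages, expression of 1686 of 3676 tested genes (45.9%) differed at an adjusted p under 0.05 in limma, and of 1021 at one under 0.01. The 12 samples gave 1919. The genes that the paper placed in co-expression modules made up most of them: 1303 of 1584 tested (82.3%) were called, against 383 of 2092 outside the modules (18.3%). The modules had been built from these same samples, so the overlap is not independent evidence. On simulated data of the same spread, 49% of genes with 2-fold changes and 91% of those with 4-fold changes were called, with 9 false calls beside 200 changed genes. The changed genes were drawn only from those above about 5x on average and were far fewer than the genes called here. The shares therefore do not describe all tested genes. Leaving out 1 library at a time gave between 1233 and 1739 genes. The count includes 113 of the 114 genes that were listed at 0 in every replicate of at least 1 stage and had a highest stage mean of at least 5x.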

We note that a small fraction of our CCR genes are likely to be false positives due to the potential stresses (e.g., cold shock) associated with the cell cycle synchronization technique (see Additional file 7: SI and Additional file 8: Table S9). 

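Of the 4 cold shock protein genes, cspA, cspB and cspD were called over the stages, and cspA and cspB were listed at 0 in each of the 3 EPD libraries. The coverage of cspA (3152607 to 3152816 on the chromosome, assembly ASM2200v1) was 1043 ± 459 in SW, 273 ± 65 in ST, 1532 ± 1344 in PD and 415 ± 319 in LPD (n = 3). That of cspB was 210 ± 115 in SW, 45.7 ± 23.9 in ST, 121 ± 117 in LPD, and 0 in each of the 3 PD libraries. Their drop from SW to ST, -1.84 for cspA (adjusted p = 0.042) and -2.12 for cspB (0.018) on the log2 scale, was no longer called over the 12 samples, where it was -1.74 (adjusted p = 0.16) and -1.75 (0.14). The call also ended for both genes, with changes of -1.55 to -1.99, without SW replicate 3 (0.15 and 0.090), ST replicate 1 (0.087 and 0.071) or ST replicate 2 (0.12 and 0.060). For cspA alone the call ended without filter (0.069), with quantile normalization (0.086), and without SW replicate 1, ST replicate 3, EPD replicate 1, EPD replicate 3, PD replicate 2 or LPD replicate 1 (0.051 to 0.096). The call of cspD across the stages (adjusted p = 0.020), at 17 ± 8.19 in SW and 58 ± 28.6 in PD, came with none between successive stages (0.086 from SW to ST); cspC, at 2128 ± 228 in SW, was not called (0.095).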

Most genes whose transcription is induced with the method are expected to display a peak expression in the first time point (i.e., the SW/G1 cell stage) with a lower expression profile in subsequent time point samples. The presence of these method-induced genes does not, however, affect our conclusions because we obtain similar results when the whole set of SW/G1-specific genes is excluded from all the analyses (including those described below, see Additional file 7: SI).

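The step from SW to ST had the most genes called, and the step from PD to LPD the fewest. SW cells were taken straight after the cold synchronization, which by the paper's account may itself change some genes. Each stage also had its own flow cell. Neither can be separated from the stage here. From SW to ST, 702 genes rose and 500 fell (limma, adjusted p under 0.05). Between ST and EPD 268 rose and 151 fell, between EPD and PD 143 rose and 69 fell, and between PD and LPD 11 rose and 5 fell. Among the increases at the first step were the stalk protein gene stpB (2707489 to 2708913, assembly ASM2200v1), from 2.67 ± 1.15 to 99.3 ± 15.9 (log2 change 4.80, SE 0.27, adjusted p = 3.1e-08), and dgcA, which makes the second messenger cyclic di-GMP, from 0.333 ± 0.577 to 39.7 ± 14.6 (4.95, 2.1e-07). Genes of branched-chain amino acid synthesis, CCNA_01610 and CCNA_02185, were listed at 0 in each of the 3 SW libraries and stood at 122 ± 12.5 and 81.7 ± 21.7 in ST. Both had 20x or more in LPD too, and such a 0 cannot be read as no transcript. Whether these genes rose is therefore unknown. At the second step malA fell from 141 ± 75.7 to 6.67 ± 3.51 (log2 change -4.18, SE 0.44, 1.5e-05), and the log2 changes of CCNA_02368 and CCNA_02369 were -3.70 and -3.35. The outer membrane gene ompW (1582599 to 1583243) rose from 1.33 ± 1.15 in EPD to 214 ± 192 in PD (6.30, SE 0.82, 2.0e-04). The TonB-dependent receptor gene CCNA_01585 rose from 1 ± 0 in PD to 6 ± 2.65 in LPD (1.74, 0.0023).

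**Figure D1:**
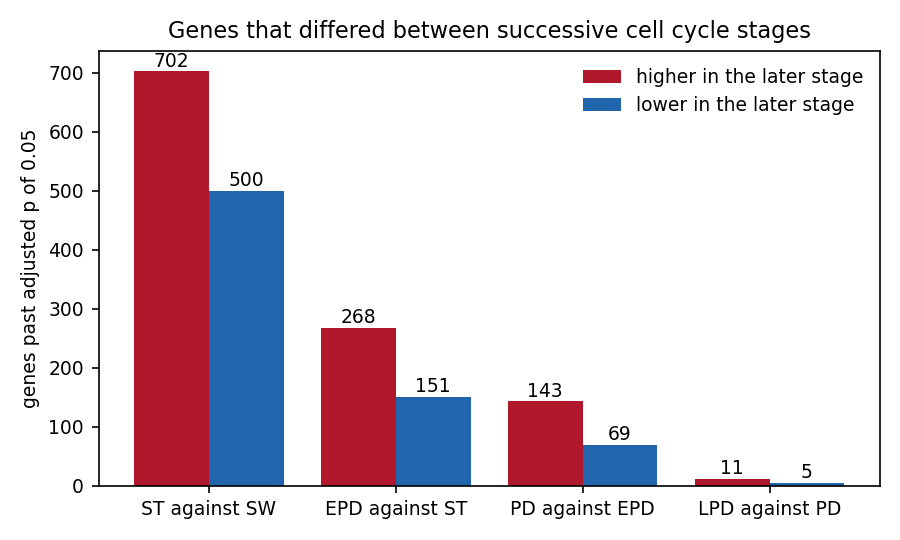
Genes that differed between successive stages in limma at an adjusted p under 0.05, of 3676 tested. Bars give the number of genes higher (red) or lower (blue) in the later stage of each pair.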

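The counts at the last steps moved most with the samples used. Between EPD and PD 366 genes were called over the 12 samples, and 117 to 130 without EPD replicate 1 or 3 or any PD replicate: 117 without EPD replicate 1, 130 without EPD replicate 3, and 124, 120 and 119 without PD replicate 1, 2 and 3. For LPD against PD the 11 that rose and 5 that fell became 19 and 41 over the 12 samples, 18 and 60 without EPD replicate 1, 18 and 57 without EPD replicate 2, 8 and 10 without LPD replicate 1, 7 and 2 without LPD replicate 2, and 7 and 1 without PD replicate 3, so that the direction of most calls depended on the samples. Once the 114 genes listed at 0 in a whole stage, with a highest stage mean of at least 5x, were left out, a setting chosen after the data had been seen, CCNA_01585 alone passed; those genes include cspB and the cytochrome oxidase genes ccoO and ccoQ, each listed at 0 in all 3 PD libraries. Scaling shifted the direction too: with quantile normalization 154 genes rose and 125 fell from EPD to PD, and 10 rose and 25 fell from PD to LPD. The median log2 change of all genes from PD to LPD was 0.13, and -0.01 after median ratio scaling; from ST to EPD it was -0.05, and -0.11 after quantile normalization.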

A variety of cell cycle expression patterns were observed among the 1,586 CCR genes (see Figure 4A for 6 examples, and Additional file 9: Figure S2 for all the other CCR genes). For verification, we used 47 experimentally identified CCR genes as a gold reference (Additional file 10: Table S4). All of these genes were correctly assigned as CCR genes in our analysis. 

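All 47 genes of Table S4, given there as known from other work, were called in limma, and all 47 when adjusted over the list alone. With a mean coverage of at least 5 required, 44 were called. The gene entered as gcrA, CCNA_01269, lay near the floor, at 0 in SW and 2.67 ± 1.15 in ST. The reference annotation gives that name to CCNA_02328. The largest adjusted p was 0.023, of the chaperonin gene groES, at 71.3 ± 7.64 in ST and 370 ± 157 in PD. Without ST replicate 2 or 3 groES was no longer called (adjusted p = 0.073 and 0.062). The master regulator gene ctrA (3278952 to 3279647, assembly ASM2200v1) had 28.3 ± 4.04 in SW, 906 ± 150 in EPD and 527 ± 50.5 in PD, a 31.1-fold range over 12 samples. Its opposite in timing, dnaA, which starts replication, was highest in SW at 156 ± 24.6 and lowest in EPD at 45.3 ± 11.9. Table S4 gives a peak stage for 37 genes; over the 12 samples that stage had the highest mean for 20 of them and over all 15 samples for 17, 2 of these (flbG and flbH) with EPD at the same mean, and it or a neighbouring stage for 36. Of 13 genes with a stated lowest stage, 10 were lowest in it.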

We also compared our list of CCR genes with two previously reported CCR gene sets obtained from DNA microarray studies that used the same synchronization technique [10,11]. These two sets include 551 and 433 genes, with an overlap of 138 genes. The reason of the relatively small gene overlap between these two sets is unclear and may be attributed to differences in methods used, or to a lack of experimental replicates in these studies. Combining these two CCR gene lists results in a set of 846 genes, and 543 (64%) of them are reported in our new CCR list. Importantly, because our study includes biological replicates, the baySeq likelihood value from 0 to 1 provides a measure of confidence in cell cycle expression for each CCR gene (Additional file 6: Table S3). This information is useful because, while there is a positive correlation between the fold of change in expression and the likelihood, small differences in expression level during the cell cycle can be associated with high likelihood values (Figure 4B), indicating that they are highly reliable.

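Some genes passed the test with small changes between stages. The glutathione reductase gene CCNA_02387, which keeps glutathione reduced, ranged 1.64-fold over the 12 samples and 1.59-fold over 15, with 41 ± 1.73 in SW and 63 ± 3.61 in ST (adjusted p = 0.019 across the 5 stages). For nuoH, a membrane subunit of NADH dehydrogenase (2168298 to 2169368, assembly ASM2200v1), coverage went from 241 ± 8.62 in PD to 403 ± 58 in ST (0.013). The protease subunit gene clpX ranged 1.86-fold and 1.71-fold, with 125 ± 18.3 in ST and 213 ± 13.3 in PD (0.0083). In all, 299 of the 1532 called genes with a fold differed by less than 2-fold between their highest and lowest stage means over 15 samples, and 221 by more than 10-fold.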

**Figure 4:**
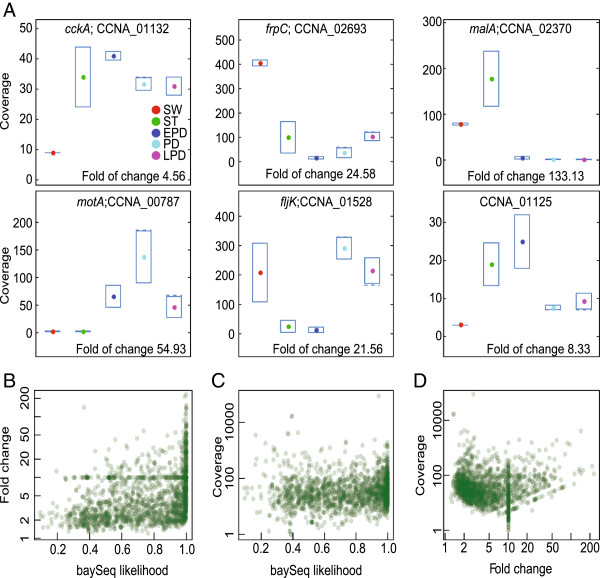
**Cell cycle regulation. (A)** Examples of expression profiles across the 5 cell cycle time points (red, SW; green, ST; dark blue, EPD; light blue, PD; and purple, LPD). **(B)** Plot showing fold changes in expression during the cell cycle as a function of the baySeq likelihood. Each spot represents a gene. **(C)** Plot showing peak expression levels as a function of the baySeq likelihood. The dotted line is due to the log scale. **(D)** Plot showing peak expression levels as a function of fold changes in expression during the cell cycle. The dotted line is due to the log scale.

In general, the level of peak gene expression does not appear to influence the baySeq likelihood values (Figure 4C). Among the 1,586 CCR genes that we identified, 84% (1,331) of them had expression changes > 2 fold (Figure 4D). 

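More than 2-fold changes were the rule among the module genes, whose table was held in full. Over the 12 samples, 1142 of the 1437 genes with coverage in every stage ranged more than 2-fold (79.5%). A further 156, such as CCNA_01610 of leucine synthesis and the oxidase gene ccoN, had a stage mean of 0 and were given no fold. Leaving out 1 library at a time gave 1094 to 1165 genes. The module genes were chosen for change on these samples.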

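The flagellar hook gene flgE (1024495 to 1026270, assembly ASM2200v1) had the largest range of the module genes with coverage in every stage, 229-fold over the 12 samples. Its coverage was 0.667 ± 0.577 in ST and 118 ± 105 in EPD over all replicates, n = 3. Over the module genes the fold had a mean of 7.89 and a median of 3.25. With 1 library left out at a time, the largest fold lay between 194 and 285; that of flgE was 115 without ST replicate 2. With 1 added to each stage mean, the mean fold was 9.32 and the largest 1533, both over genes that include those listed at 0 in a stage.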

The maximal fold of change in cell-cycle expression was over 229, and the mean was 8.2. 

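Most module genes reached substantial coverage in their best stage. Over the 12 samples the highest stage mean was over 5x for 1540 genes (96.7%) and over 1000x for 22, among them pilA and the small RNA gene CCNA_R0092. The cell division gene ftsZ (2771579 to 2773105, assembly ASM2200v1), which builds the division ring, went from 24 ± 12 in SW to 372 ± 71.5 in ST. Another 53 genes stayed at 5x or less.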

In terms of peak expression, 96% (1,521) CCR genes had coverage > 5x (Figure 4D) and therefore, are likely above background transcription.

Among the CCR genes, 21 were annotated non-coding RNAs (ncRNA) (Additional file 6: Table S3). For example, the expression of CCNA_R0092 varies by 23-fold during the cell cycle, with a peak expression of ~1550x (Additional file 9: Figure S2, Additional file 6: Table S3). 

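Few non-coding RNAs changed over the cycle: 11 of 79 tested were called, 2 of 50 tRNAs among them. The 12 samples gave 17. The highest stage mean of the 11 lay in SW for 4, in ST for 3, in EPD for 2 and in LPD for 2. CCNA_R0050 (2397735 to 2397828, assembly ASM2200v1), a small RNA named for its cell-cycle regulation, stood at 963 ± 654 in ST and 100 ± 18.4 in LPD (adjusted p = 0.0017), a range of 5.84-fold over 12 samples and 9.59-fold over 15. CCNA_R0078, an RNA expressed in carbon starvation, went from 317 ± 118 in ST to 36.7 ± 7.09 in LPD (3.4e-06). The modules held 20 of the 92 non-coding RNAs, and 10 of these were called.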

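CCNA_R0092, an RNA expressed in minimal medium, was lowest in ST and highest in SW. It lies at 3946278 to 3946395 of the assembly ASM2200v1. Its coverage was 1550 ± 238 in SW, 96.3 ± 66.9 in ST, 973 ± 247 in EPD, 398 ± 68.4 in PD and 619 ± 151 in LPD (n = 3, adjusted p across the stages = 1.6e-05). The range was 23.4-fold over the 12 samples, where the peak was 1429, and 16.1-fold over all 15; without ST replicate 3 it was 42.0-fold and without ST replicate 2 16.2-fold. From SW to ST the log2 change was -4.26 (SE 0.42, adjusted p = 5.8e-06).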

The remaining CCR genes (1,565) were predicted to encode proteins whose ontology we surveyed. Using the UniProt-GOA data set, which includes 2,564 *C. crescentus* NA1000 genes [30], we obtained the gene ontology (GO) annotation for 1,024 protein-encoding CCR genes (Figure 5A, Additional file 6: Table S3). In a previous microarray study, 101 metabolism-related genes had been reported to change their expression during the *C. crescentus* cell cycle [10]. In our CCR gene dataset, 473 genes were assigned under primary metabolic process category, and 490 genes were annotated as cellular metabolic process. These two GO terms included a total of 541 CCR genes, indicating that over one third of all CCR genes are related to metabolic functions. A total of 1,337 genes of the *C. crescentus* genome are classified under primary and cellular metabolic processes based on UniProt-GOA [30]. Thus, over 40% of them display differential cell cycle expression under our conditions. This is surprising as metabolic genes are often thought of as housekeeping genes and as such, are expected to be constitutively expressed during the cell cycle. 

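Genes of the tricarboxylic acid cycle and of the ribosome were called less often than other genes. None of the 13 tricarboxylic acid cycle genes of the list tested was called across the stages (limma; 2 of 14 genes with module members had an unadjusted p under 0.05), fewer than among all genes (two-sided Fisher's exact test, adjusted p = 0.0017). That test counts each gene as independent, which members of a list need not be. The aconitase gene acnA stood at 256 ± 4.93 in SW and 216 ± 15.6 in ST (adjusted p = 0.22). A citrate synthase gene named only by its module, CCNA_03758, was listed at 0 in each of the 3 SW libraries and reached 4.33 ± 1.53 in ST, and was the 1 gene of 14 that was called. Its later drop to 1.67 ± 0.577 in EPD (adjusted p = 0.013) lost its call without ST replicate 3 (0.072) or EPD replicate 1 (0.058). Ribosomal protein genes were called less often too, 14 of 54 (25.9%, adjusted p = 0.0075; 10 adjusted over the list alone), and 13 ribosomal genes fell from SW to ST (9 adjusted over the list alone). That deficit no longer passed over the 12 samples (0.15), without SW replicate 1 (0.12) and without EPD replicate 1 (0.062). The L28P gene CCNA_00699 went from 397 ± 36.5 to 182 ± 17.7 (log2 change -1.12, SE 0.20, 7.8e-04). The deficit of the tricarboxylic acid cycle genes no longer passed without the filter on coverage (0.065).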

Their cell cycle regulation suggests potential fluxes of primary metabolites during the cell cycle.

**Figure 5:**
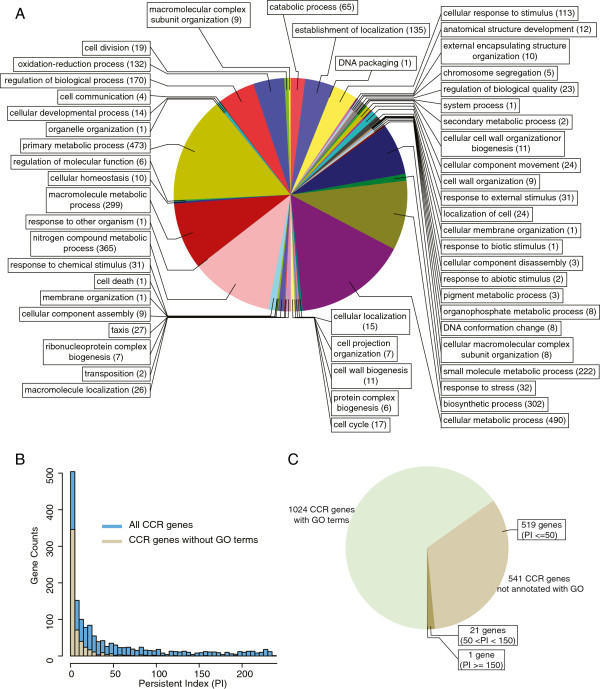
**Gene ontology analysis. (A)** Pie chart showing the GO term distribution at the biological process level 3 among the 1,024 CCR genes with GO terms. **(B)** Distributions of PI values for all protein-encoding CCR genes and for protein-encoding CCR genes without GO terms. **(C)** Pie chart showing CCR genes with and without GO terms. Genes without GO terms were discriminated based on their PI.

GO term enrichment analysis that compares CCR with non-CCR genes revealed over-representations and under-representations of genes with particular GO terms (Additional file 11: Figure S3, Additional file 12: Table S5). For example, genes associated with flagellar motility, chemotaxis, division and DNA synthesis were enriched among CCR genes, consistent with their known cell cycle regulation. 

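Across 18 lists of genes drawn from the annotation, 8 were over-represented among the 1686 called genes and 3 under-represented (two-sided Fisher's exact tests, Benjamini-Hochberg over the lists). Over-represented were flagellar genes, 33 of 33 (adjusted p = 1.0e-10), chemotaxis, 22 of 25 (1.6e-04), cell cycle regulators, 14 of 15 (0.0015), DNA replication and segregation, 19 of 24 (0.0052), two-component proteins, 51 of 81 (0.0065), flagellins, 6 of 6 (0.017), and a pair of lists of sulfur and amino acid metabolism. Of all tested genes 45.9% were called. Fisher's exact test counts each gene as independent, which members of a list need not be, so these p-values can be too small. Members that were listed only because a module table names them entered no such test. The flagellin call was lost over the 12 samples (0.058). Pilus genes, 6 of 7 called, missed the threshold (0.079), but passed over the 12 samples (0.032) and without SW replicate 1, 2 or 3, ST replicate 2 or 3, PD replicate 3, or LPD replicate 1 or 2 (0.0046 to 0.04). Cell division and cell wall genes, 10 of 16, were not over-represented (0.29); without SW replicate 3 the adjusted p was 0.044 and without EPD replicate 1 0.036.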

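Flagellar and chemotaxis genes rose together as ST cells became EPD cells. All 39 flagellar genes listed changed over the stages, and 37 rose from ST to EPD with a median log2 change of 4.04; tipF, a flagellar positioning gene, fell. Adjusted over the list alone, 38 rose and 1 fell. Some flagellar genes, such as flgD, flbE and flgF, were listed at 0 in each of the 3 ST libraries. A 0 cannot be read as no transcript, so their changes into and out of ST are uncertain. Relative to each gene's mean over the 15 libraries, the list stood at 0.91, 2.47 and 1.76 on the log2 scale in EPD replicates 1, 2 and 3 and at 1.13 to 1.66 in PD, so that its direction from EPD to PD turned with the library. At the first step 8 rose and 13 fell (9 and 13; camera 0.72, 0.99 with an estimated correlation). From EPD to PD 5 fell, fliF, fliG, flbE, flhA and flgB (8; camera 0.0095, 0.71), and fliF, fliG, flbE and flgB lost their calls without EPD replicate 2 or PD replicate 1 or 2 (0.061 to 0.13), all but flgB also without EPD replicate 3 or PD replicate 3 and over the 12 samples (0.054 to 0.12), and flbE without LPD replicate 2 (0.050). The basal body gene fliF (1026984 to 1028648, assembly ASM2200v1) went from 2.67 ± 1.15 to 93.7 ± 35.1 (log2 change 4.67, SE 0.30, adjusted p = 3.9e-07), and flbD, which activates the late flagellar genes, from 1 ± 0 to 48.3 ± 21.4 (4.51, SE 0.29, 3.9e-07). As a set the list moved up relative to other genes (camera, adjusted p = 2.9e-44 with a preset correlation of 0.01; adjusted p = 0.18 with an estimated correlation). Of 25 chemotaxis genes, 11 fell and 1 rose from SW to ST (14 and 1 adjusted over the list alone), 18 rose from ST to EPD (20) and 8 from EPD to PD (17). Their sets moved down at the first step (camera 0.0044; 0.63 with an estimated correlation) and up at the next steps (2.5e-16 and 8.5e-08; 0.19 and 0.40). The size of the step from EPD to PD depended on the library, as the chemotaxis list stood at -0.26, 1.15 and 0.41 in EPD replicates 1, 2 and 3, and at 1.20 to 1.45 in PD, close to EPD replicate 2. The receptor gene mcpA (445497 to 447518) had 20 ± 3.46 in SW, 8 ± 2 in ST, 184 ± 70.7 in EPD and 379 ± 61 in PD. From PD to LPD no flagellar gene and 1 chemotaxis gene of the lists, mcpA, fell in limma, although 26 and 17 had an unadjusted p under 0.05 and passed when adjusted over the list alone. The fall of mcpA, -1.56 (adjusted p = 0.034), kept a log2 change of -1.37 to -1.67 but lost its call without SW replicate 1 or 3, ST replicate 3, EPD replicate 3, any PD replicate, or LPD replicate 2 or 3 (0.05 to 0.26). Outside the list, CCNA_02940, annotated as a methyl-accepting chemotaxis protein, fell there from 11 ± 1.73 to 3 ± 1 (adjusted p = 0.022), a call lost without any PD replicate or LPD replicate 2 or 3 (0.080 to 0.18). Both listed sets moved down (camera 7.5e-28 and 2.7e-19, both adjusted p = 0.18 with an estimated correlation), with medians of -1.01 and -0.98.

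**Figure D2:**
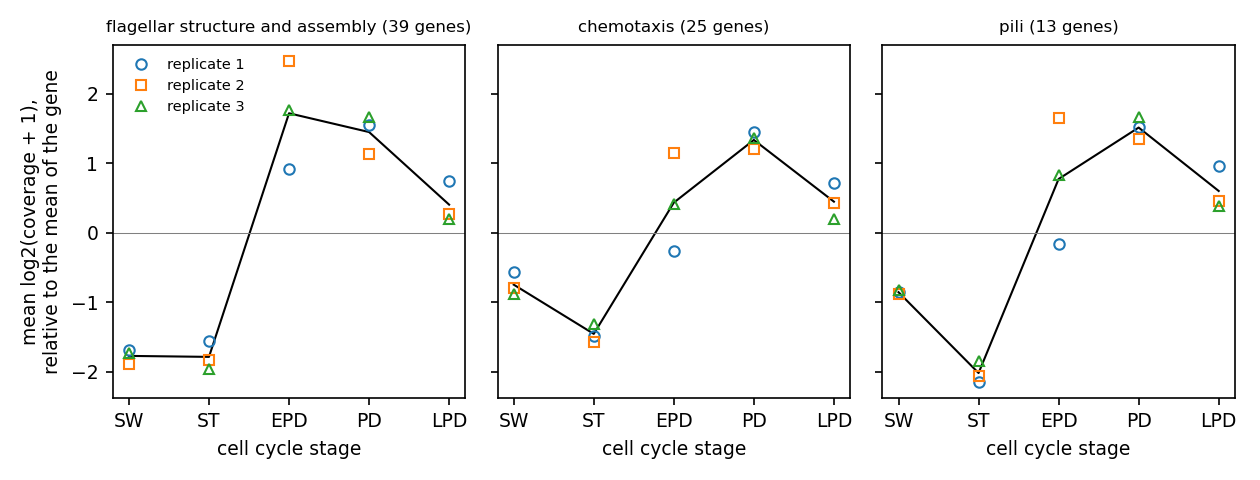
Mean log2(coverage + 1), relative to each gene's mean over the 15 libraries, of 39 flagellar, 25 chemotaxis and 13 pilus genes in the 5 stages. Points are replicates and the line joins stage means.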

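Pilin and most flagellin genes of the SW stage fell in ST cells and rose again in PD cells. The coverage of pilA (3198523 to 3198702, assembly ASM2200v1) changed by -4.35 on the log2 scale from SW to ST (SE 0.55, adjusted p = 4.0e-05) and by 4.77 from EPD to PD (6.5e-05), where it reached 1322 ± 216. Of 7 flagellin genes, 5 fell from SW to ST, 3 rose from ST to EPD (fljL, fljJ and CCNA_03071; fljN fell) and 4 rose from EPD to PD (fljM, fljN, fljO and fljK); fljM went from 1296 ± 471 to 77.7 ± 50.5 at the first step. Adjusted over the list alone, 5 fell, 3 rose and 5 rose at those steps, and 1 fell from PD to LPD (camera 0.03; 0.54 with an estimated correlation). The calls of CCNA_03071 (0.052 to 0.068) and fljN (0.055 to 0.073) from ST to EPD were lost without ST replicate 3 and, for the first, without ST replicate 2 or EPD replicate 2, with a pseudocount of 5 (0.057) and over the 12 samples (0.073), for the second without EPD replicate 1 or 3. The flagellin set moved down from SW to ST (camera 0.0011; 0.34 with an estimated correlation) and up from EPD to PD (9.8e-07; 0.18). Of 13 pilus genes 12 were called across the stages (13 over the list alone); 6 fell from SW to ST, 10 rose from ST to EPD (12), cpaA, pilA, cpaJ and cpaK rose from EPD to PD (5), and none fell in limma from PD to LPD, where 8 had an unadjusted p under 0.05 (8 fell adjusted over the list alone). The calls of cpaJ and cpaK were lost without EPD replicate 1 or PD replicate 2 or 3 (0.076 to 0.15), of cpaK also with a pseudocount of 0.5 (0.052), and of cpaJ without the filter (0.062), any SW, ST or LPD replicate or EPD replicate 3 (0.052 to 0.094). As sets, camera gave the pilus genes 0.0055 down, 1.6e-04 up and 0.0011 down at the first, second and last step (0.42, 0.26 and 0.33 with an estimated correlation). Relative to each gene's mean, the pilus list stood at -0.16, 1.64 and 0.83 in EPD replicates 1, 2 and 3 and at 1.35 to 1.66 in PD, so that EPD replicate 2 was already at the PD level. The pilus assembly gene cpaF rose from 1 ± 0 in ST to 57 ± 41.6 in EPD (4.59, SE 0.39, 2.5e-06). Other pilus genes, such as cpaB, cpaD and cpaE, were listed at 0 in each of the 3 ST libraries. A 0 cannot be read as no transcript, so their part in the rise from ST to EPD is uncertain.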

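Most replication genes were raised in ST cells, while only part of the cell division genes rose in ST or in EPD. Of 24 DNA replication and segregation genes, 14 rose from SW to ST and 3 fell (14 and 3 adjusted over the list alone; camera 0.0014 up, adjusted p = 0.18 with an estimated correlation). The DNA polymerase III gene dnaE went from 10.3 ± 2.08 to 39.3 ± 5.03 (log2 change 1.84, SE 0.17, 3.3e-06) and the ligase gene ligA from 3 ± 0 to 14 ± 3 (1.89, 1.1e-05). From ST to EPD 5 fell, dnaA among them (-1.48, SE 0.23, 4.5e-04), and from EPD to PD 2, dnaQ and dnaE, neither of which passed without EPD replicate 1 or 3 or any PD replicate (0.051 to 0.15), nor dnaE with median ratio scaling (0.074) or without EPD replicate 2, SW replicate 2, ST replicate 1 or 2 or any LPD replicate (0.050 to 0.060); camera moved down and then, from PD to LPD, up (0.0015 and 0.0039; both 0.18 estimated). Of 20 division and cell wall genes, 14 were called (16 over the list alone): 6 rose from SW to ST, and 8 rose and 1 fell from ST to EPD (8 and 3). That set missed the threshold at the first step (camera 0.061; 0.54 estimated) and moved up at the second (0.045; 0.54). The septal DNA translocase gene ftsK rose from 0.333 ± 0.577 in ST to 17.7 ± 11 in EPD (3.73, SE 0.42, 2.4e-05), and mipZ, which positions the division plane, from 9.33 ± 4.73 in SW to 99.3 ± 22.7 in ST (3.38, 1.2e-04). None changed in limma from EPD to PD, where 2 had an unadjusted p under 0.05, or from PD to LPD, where 10 did; adjusted over the list alone, 8 fell at the last step, and camera moved down (7.2e-05; 0.19 estimated).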

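Cell cycle regulator genes changed at different steps. From SW to ST the polarity gene podJ (2276272 to 2279196, assembly ASM2200v1) went from 8.33 ± 2.52 to 90.7 ± 13.8 (log2 change 3.32, SE 0.20, adjusted p = 5.2e-08), the kinase gene pleC from 4 ± 1 to 23 ± 3.61 (2.27, 7.4e-07), and cckA, whose kinase activates CtrA, from 10.3 ± 2.31 to 36.3 ± 8.08 (1.71, 1.8e-05). From ST to EPD divK, a response regulator, rose from 19.7 ± 3.21 to 284 ± 223 (3.53, SE 0.41, 3.5e-05), ctrA by 2.55 (8.6e-05), and ccrM, which methylates DNA after replication, from 1.67 ± 0.577 to 53 ± 41.9 (4.03, 4.8e-05). In PD, tacA, an activator of stalk genes (3590254 to 3591720), reached 83.7 ± 4.73 from 10 ± 7 (3.12, SE 0.38, 1.0e-04). Of 22 regulator genes 21 were called; 9 rose and 6 fell at the first step (9 and 8 adjusted over the list alone), 6 and 6 at the second, 4 and 1 at the next (6 and 4; the 1, chpT, lost its call without EPD replicate 1 or 3 or any PD replicate, 0.059 to 0.12), and none in limma from PD to LPD (8 with an unadjusted p under 0.05; 1 and 1 over the list alone). Camera moved them up from EPD to PD (0.0039; 0.21 with an estimated correlation) and down from PD to LPD (0.0095; 0.28). Among 90 genes for two-component proteins, 60 were called (63 over the list alone): 19 rose and 25 fell from SW to ST, 24 rose and 1 fell from ST to EPD, and 11 rose from EPD to PD. Adjusted over the list alone these numbers were 21 and 28, 24 and 4, and 22, with 2 that fell. Their set moved up at the second step and again at the next (camera 0.0021 and 0.0044; 0.58 and 0.61 estimated); from PD to LPD it moved down (0.0099; 0.63) although the list's median was 0.01, and none passed in limma (20 with an unadjusted p under 0.05). The hybrid kinase gene CCNA_02409 rose from 4.67 ± 2.89 in EPD to 40.3 ± 9.71 in PD (2.95, SE 0.38, 2.0e-04).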

Genes encoding two-component signal transduction proteins (response regulators and histidine kinases) were also significantly enriched among CCR protein-encoding genes, while genes encoding sequence-specific DNA-binding proteins (e.g., transcriptional regulators) were overall under-represented. In addition, this analysis showed that some metabolic pathways (e.g., nitrogen and sulfur compound metabolic processes) were over-represented in terms of cell cycle regulation while others (e.g., respiration) were under-represented.

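Sulfur genes were raised in ST, while the respiratory complexes went different ways. Of 11 genes for sulfate import and cysteine synthesis, 8 rose from SW to ST with a median log2 change of 2.75 (10 adjusted over the list alone; camera 3.8e-04, adjusted p = 0.42 with an estimated correlation). None changed in limma from ST to EPD or from PD to LPD, also at an unadjusted p under 0.05 (0 and 0), and 1, cysH, fell from EPD to PD (7 over the list alone; camera 6.5e-04, 0.43 estimated). Relative to each gene's mean, the list stood at 0.83, 0.30 and 1.15 in EPD and at -1.35, -0.30 and 0.02 in PD (replicates 1, 2 and 3), with PD replicate 1 apart. In SW it stood at -0.64, -1.98 and -1.92 and in ST at 0.69, 1.59 and 1.28. The step from SW replicate 1, a library outside the 12 samples, was thus much smaller. The fall of cysH (adjusted p = 0.043) lost its call without any 1 EPD, PD or LPD replicate, SW replicate 3 or ST replicate 3 (0.057 to 0.14), with a pseudocount of 0.5 (0.10), with median ratio scaling (0.050) and without the filter (0.066). The over-representation of the list, 10 of 11 (Fisher's exact test, adjusted p = 0.0075), no longer passed without ST replicate 2 (0.052), ST replicate 3 (0.099) or PD replicate 2 (0.10), and without the filter on coverage (0.11). Of 14 NADH dehydrogenase genes 8 were called (57.1%, adjusted p = 0.55); 7 rose from SW to ST (camera 0.015; 0.58 estimated) and 2, nuoL and nuoI, fell from EPD to PD (10 over the list alone; 3.1e-05, 0.33 estimated), though neither without EPD replicate 1 or 3 or PD replicate 1 or 3 (0.060 to 0.14) or with median ratio scaling (0.088 and 0.061), nor nuoL without PD replicate 2 or any LPD replicate (0.051 to 0.060). The chain M gene nuoM went from 107 ± 14.4 to 227 ± 40.6 at the first step (log2 change 1.08, SE 0.17, 3.4e-04) and the chain N gene nuoN from 36.7 ± 2.52 to 86 ± 10.1 (1.20, 4.0e-04). Of 17 cytochrome genes 7 were called (41.2%, 0.91), and 7 fell from SW to ST (camera 0.0011; 0.33 estimated). Of this list, ccoN, ccoO, ccoQ and cydA were listed at 0 in each of the 3 ST libraries. A 0 cannot be read as no transcript, so their part in the fall is uncertain. None of the 10 ATP synthase genes was called across the stages in limma (3 with an unadjusted p under 0.05; adjusted p of the deficit = 0.0065), although atpD and CCNA_03563 fell from SW to ST (adjusted p = 0.022 and 0.048; 0 over the list alone). Both calls were lost with quantile normalization (0.13 and 0.082) and without SW replicate 2 or 3 or ST replicate 1 (0.071 to 0.21), atpD also without ST replicate 3 (0.057), and CCNA_03563 without the filter (0.055), over the 12 samples (0.074) and without SW replicate 1, ST replicate 2, EPD replicate 1 or any PD or LPD replicate (0.052 to 0.075). The deficit no longer passed over the 12 samples (0.69), without SW replicate 1 (0.17), EPD replicate 3 (0.28) or PD replicate 2 (0.094), and without the filter (0.09).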

Five-hundred forty-one CCR genes did not have a GO term and these genes were in general less conserved across the phylogenetic tree than the 1,024 CCR genes with GO terms based on PI distributions (Figure 5B). However, a subset of them (22) were subject to strong selective pressure with PI > 50 (Figure 5C, KS test, p<1e-3). These conserved genes are interesting candidates for future cell cycle studies.

### Cell cycle co-expression network and modules

Since genes with correlated expression profiles can suggest correlations in biological function or regulatory mechanism, we used Weighted Gene Correlation Network Analysis (WGCNA) [31-33] to determine co-expression profiles among the 1,586 identified CCR genes. From this analysis, we were able to cluster the CCR genes into 76 modules. Each module contains genes with similar cell cycle expression profiles, and the overall expression profile of each module can be represented by the first eigenvector of the module. 

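Within a module the genes of the 12 samples followed 1 profile closely. The share of the variance that the first eigenvector of a module explained had a mean of 86.0% over the 76 modules, with the lowest, 77.9%, in the maroon module and the highest 97.6%. Over all 15 samples the mean was 79.5% and the brown module was lowest with 66.7%. The modules held 5 to 107 genes, with a median of 16. With coverage taken as log2 before scaling, the mean was 84.2%. Leaving out 1 of the libraries at a time gave means from 82.6% to 86.7%, but the lowest share was 29.9% without SW replicate 3, 57.9% without EPD replicate 1 and 63.8% without SW replicate 2.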

On average, the first eigenvector was able to explain over 85% of the total variance, with even the worst case (the maroon module) still explaining 78% of the total variance (Additional file 13: Figure S4, see Eigen_varExplained.txt file).

Figure 6A shows one of the modules as an example, with each node representing a specific gene of the module and with the size of the node being proportional to its contribution to the module (see methods; Figure 6B lists the contribution of each gene in forming the module, and Additional file 14: Table S6a provides gene contributions in all modules). The edges between genes (nodes) indicate connectivity; wider lines indicate stronger connectivity and are indicative of greater similarity in cell cycle expression profile between the two connected genes. All 76 modules are displayed in Additional file 13: Figure S4. We used the eigenvectors to cluster the 76 modules according to their cell cycle expression profiles to examine the relationship between the 76 modules (Additional file 15: Figure S5). This clustering analysis, by and large, resulted in three large groups with peak expression primarily at the SW, ST or PD cell cycle stage (Additional file 16: Table S6b).

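Most modules peaked in the stages by which Table S6b groups them. In its PD and LPD group, 31 modules with 559 genes, 29 had their highest eigenvector value in those stages over the 12 samples and 27 over all 15. In the ST and EPD group, 21 modules with 399 genes, 19 did over either set. In the group of SW, ST and LPD, 24 modules with 635 genes, all 24 did, 18 of them in SW over the 12 samples. Across the single-library omissions, 67 to 72 of the 76 modules peaked in their group's stages. The groups were formed on these samples.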

**Figure 6:**
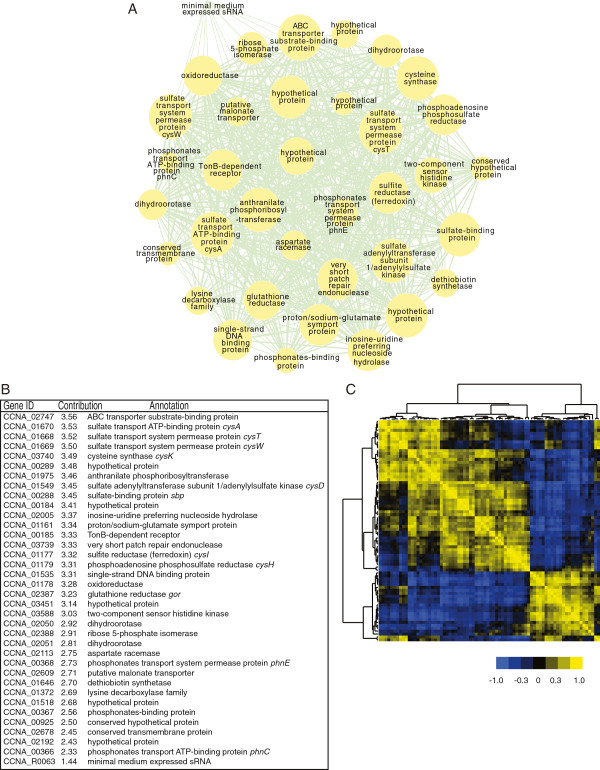
**WGCNA co-expression modules. (A)** WGCNA modules were constructed based on the Topological Overlap Matrix. This is an example displaying the topology of the magenta module. Nodes are genes, and the size of node is proportional to its contribution in forming this module. Width of the edges is proportional to strength of correlation between two connected genes. **(B)** Table showing the contribution of all member genes to the formation of the magenta module. **(C)** Clustering of the 76 modules shows as a 76 by 76 heat map matrix resulted from bi-clustering based on the module eigenvectors. The eigenvector of the expression matrix for each module was used to represent its expression profile. Each row or column is one module, and the color in each small cell describes the relationship between two modules. Yellow shades indicate positive correlations (i.e., similar expression profiles) between two modules, whereas blue shades mean anti-correlations. Black indicates no correlation.

Individual modules can be searched for functional relationships among genes, and this search can be broadened to modules with similar expression profiles (Figure 6C) to identify functionally related genes. For example, genes involved in the assimilation of sulfur into cysteine are among the strongest contributors of the magenta module (Figure 6B), with changes in expression up to 130-fold and with peaks of expression in the ST and EPD cell cycle stages (Figure 7). 

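Several sulfate transport genes ranked high in the magenta module, and cysH and cysI had the largest folds of its genes with coverage in every stage. Ranked by the squared correlation with the eigenvector over 12 samples, cysA was number 1 (0.977), cysW 3 (0.964), cysT 4 (0.963), the cysteine synthase gene CCNA_03740 5 (0.953), cysI 7 (0.950) and cysH 13 (0.930) of 36 genes. The ABC transporter gene CCNA_02747 was number 2 (0.975), and the sulfate-binding protein gene sbp was number 19 (0.918). The range of cysH, which reduces activated sulfate, was 143-fold over the 12 samples and 59-fold over all 15, and that of cysI, which reduces sulfite, 134-fold and 63.5-fold. No fold is given for 3 genes of the module with a stage at 0. Among these, CCNA_01178, an oxidoreductase gene, was listed at 0 in each of the 3 SW libraries, which leaves its level there unknown. In ST it stood at 201 ± 66.6. The transporter genes cysA, cysW and cysT ranged 14.8-, 18.4- and 19.8-fold over the 12 samples, and 6.41-, 7.74- and 7.2-fold over 15. From SW to ST cysI (1295998 to 1297656, assembly ASM2200v1) went from 2.67 ± 2.08 to 169 ± 58.4 (log2 change 5.62, SE 0.47, adjusted p = 1.1e-06) and cysH (1298146 to 1298880) from 2 ± 2 to 118 ± 46.9 (5.51, SE 0.46, 1.1e-06). The coverage of cysA rose from 12.3 ± 10.1 to 79 ± 31.8 (2.75, SE 0.47, 4.8e-04), and in EPD it was 52.3 ± 10.6. All 36 genes of the module had their highest mean in ST over 15 samples; they had been grouped by these profiles. The serine acetyltransferase gene CCNA_02734 was not called across the stages (adjusted p = 0.38).

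**Figure D3:**
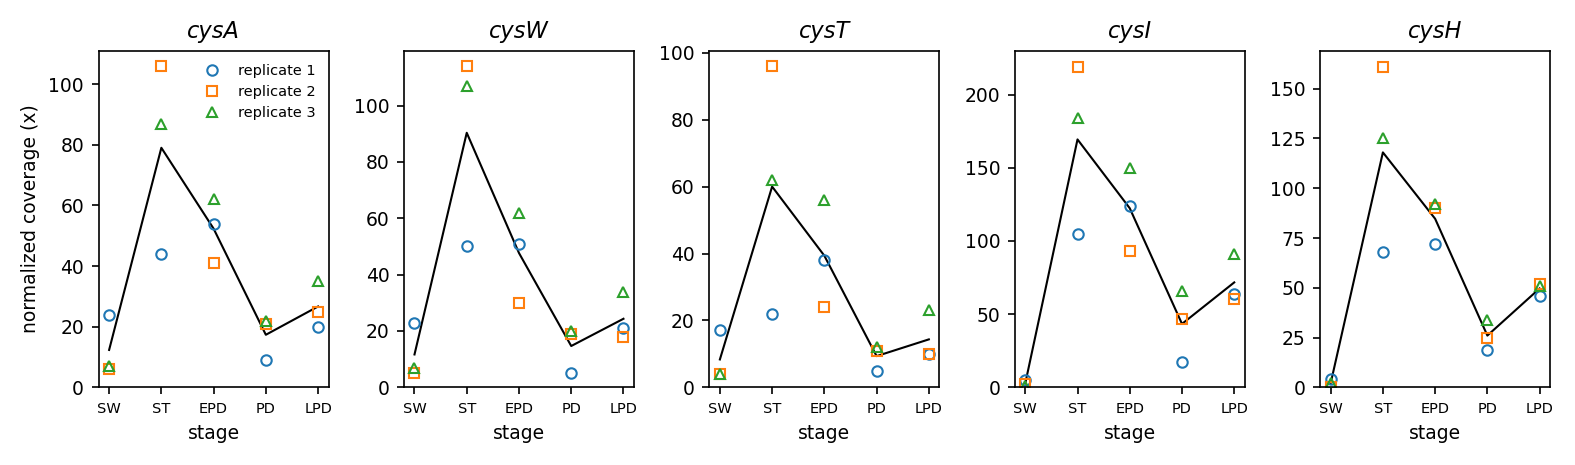
Coverage of cysA, cysW, cysT, cysI and cysH in the 5 stages. Points are replicates and the line joins the means of 3 replicates.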

Aside from its use in protein synthesis, cysteine is the primary donor of sulfur in the metabolism of a variety of sulfur-containing compounds, including methionine, S-adenosylmethionine (SAM), coenzyme A, glutathione, thiamine, lipoic acid, cobalamin, biotin, molybdenum cofactor, and iron-sulfur clusters [34,35].

**Figure 7:**
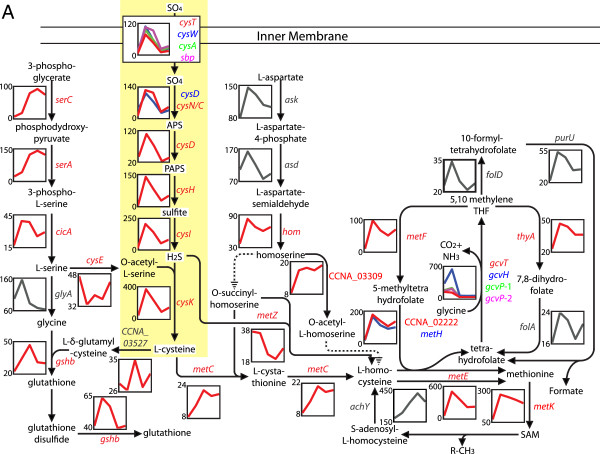
**Correlated cell cycle expression of the sulfur metabolic network. (A)** Every reaction performed by a predicted enzyme has the gene name and mRNA expression profile flanking the reaction arrow. Dotted arrows indicate that no *C. crescentus* gene has been predicted to perform this specified reaction. The color of protein names corresponds to the color of the expression profile. Protein and expression profiles in grey indicate that they were not identified as cell cycle-regulated because of the variance between biological replicates. Genes in yellow box are major contributors of the magenta module (see Figure 6B) and are involved in sulfur import and assimilation to cysteine. The expression data used to build the cell cycle profiles are provided in Additional file 3: Table S1b.

When we examined co-expression modules that cluster with the magenta module because of their similarity in cell cycle expression pattern, we identified genes from pathways tangential to cysteine synthesis. Using this strategy, we were able to identify the metabolic network involved in cysteine, methionine, serine, glycine, glutathione, and SAM synthesis (Figure 7). The entire network is created from 38 genes, expressed from at least 25 transcriptional units (the genes had to be separated by at least 2 kb or had to be transcribed in opposite directions to be considered as distinct transcription units). Of these 38 genes, 31 display differential cell cycle expression, and most are up-regulated at the ST and/or EPD cell time point (Figure 7). Thus, gene and module clustering can be used to infer functional coupling between genes and pathways.

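Methionine synthesis genes rose with the sulfur genes as cells became stalked. The methionine synthase genes metE and metH went from 60 ± 33.5 to 445 ± 169 (log2 change 2.94, SE 0.38, adjusted p = 5.0e-05) and from 26 ± 21.4 to 146 ± 46.3 (2.71, SE 0.43, 3.0e-04). Thymidylate synthase, CCNA_02208, which draws on the same folate units, rose from 22.7 ± 0.577 to 52.3 ± 8.5 (1.16, 2.7e-04), and phosphoserine phosphatase, CCNA_02040, from 16.7 ± 3.06 to 41.7 ± 3.21 (1.28, 3.2e-04). Of 28 genes of methionine, serine, glycine and glutathione metabolism, 20 were called (21 over the list alone) and 15 rose from SW to ST (16), with a median log2 change of 0.79 (camera 0.0037; adjusted p = 0.51 with an estimated correlation). From ST to EPD metZ and the glycine cleavage genes CCNA_03462, CCNA_03463 and CCNA_03464 fell (camera 0.029; 0.60 estimated), all calls that were lost without ST replicate 2, ST replicate 3 or EPD replicate 2 (0.057 to 0.15), metZ also without EPD replicate 1 (0.061), and the others without EPD replicate 3 (0.063 to 0.089) or the filter (0.052 to 0.059). None changed in limma from EPD to PD, with 3 at an unadjusted p under 0.05, or from PD to LPD, with 1. The over-representation of the list, 17 of 25 (Fisher's exact test, adjusted p = 0.045), was close to the threshold: without any 1 library other than SW replicate 1, EPD replicate 3 or PD replicate 3 its adjusted p lay between 0.069 and 0.51. It also missed the threshold, at 0.069 to 0.43, with no filter, a mean of at least 5, no variance trend, quantile normalization or median ratio scaling. The paper found its metabolic network by searching modules that cluster with the magenta module. From that network it reasons that clusters of genes and modules allow functional links to be inferred.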

### Cell cycle transcriptome analysis from an evolutionary perspective

In terms of gene persistence, CCR genes and non-CCR genes showed no differences (Additional file 17: Figure S7). However, the contribution of each CCR gene in forming a co-expression module was not equal, with the persistent genes (PI≥150) being more prone to be major contributors compared to the rest of CCR genes (KS test, p<1e-5). 

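Whether persistent genes contributed more to their modules on average depended on the measure of contribution. The paper compared distributions by a KS test. Without the genes of its SW model, its supplement finds the difference by a KS test and also by a t test of mean contributions. Means of module genes were compared here by permutation, so test and gene set differ too. The squared correlation with the module's eigenvector over 12 samples was 0.862 ± 0.106 (mean ± SD) for 106 genes with a PI of at least 150 and 0.850 ± 0.126 for 1487 other module genes. The difference of 0.0124 had p = 0.32 (two-sided permutation test across genes, which are not independent replicates). By the projection of the scaled profile onto the eigenvector, which the paper's methods give as contribution, the means were 3.07 and 3.05 (permutation p = 0.29). By the contributions printed in Table S6a, they were 3.11 and 2.97 (permutation p = 0.0016); both of these measures were chosen after the data had been seen.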

In other words, CCR genes that are widely conserved across bacterial phyla tend to determine the expression profile of their module, suggesting that evolution plays a role in shaping gene co-expression networks.

Previous studies have shown a correlation between co-expression and co-evolution by examining conserved synteny and/or co-expression of conserved gene pairs across different organisms, [36-40]. We were therefore interested in understanding the link between co-expression and evolutionary relatedness from the perspective of a model organism’s biological network by leveraging our co-expression modules. For each module, we computed the phylogeny clustering of its member genes (see methods) using the *K-*statistics [41] in the picante package [42]. Sixty-nine (91%) modules had strong phylogenetic signals (p < 0.05, Additional file 18: Table S7); that is, the genes in these 69 modules are phylogenetically clustered (see methods). To more precisely study this phylogenetic clustering, we calculated the mean pairwise distance (MPD) and mean nearest taxon distance (MNTD) values using picante. The MPD value can provide a measure of the phylogenetic tree-wide patterns of clustering. MNTD is, on the other hand, more sensitive to clustering closer to the tips of the phylogenetic tree [43]. For example, some genes may be randomly distributed across the tree, but phylogenetically clustered near the tips. MNTD would show a significant value for such clustering. Genes that are specific to species or to narrow clades will also show significant MNTD values. The distribution of MPD and MNTD *z* scores are shown in Figure 8A. We found that values ≤ -2 for both MPD and MNTD *z* scores are significant (with p=0.01; Figure 8A). Hence, we divided the MPD and MNTD coordinates into 4 quadrants using the cut-off value -2 (Figure 8A). Forty-nine (64%) modules in quadrants 2 and 3 display tree-wide clustering; the salmon module is such an example (Figure 8B). Eleven modules in quadrant 4 are more likely to be clade- or species-specific modules; the yellowgreen module provides an example (Figure 8B). The evolutionary profile of each module is provided in Additional file 19: Figure S6, whereas the MPD and MNTD *z* scores are listed in Additional file 18: Table S7.

**Figure 8:**
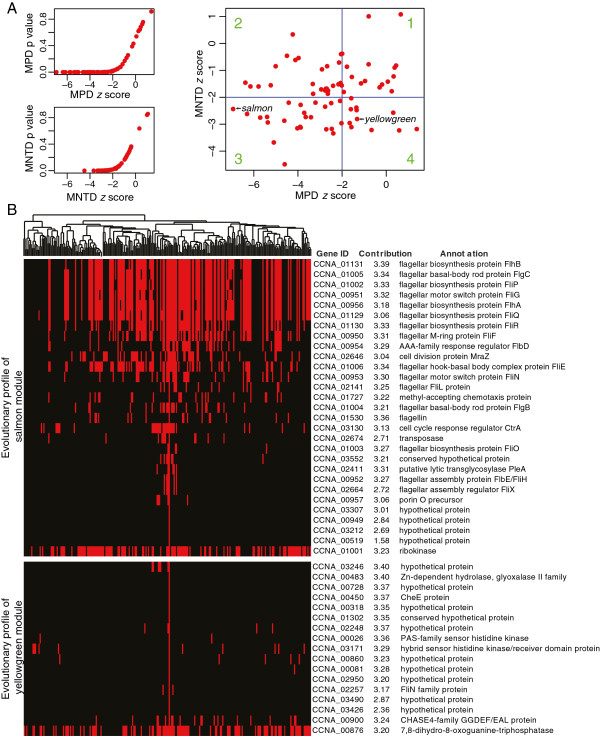
**Phylogenetic analysis of co-expression modules. (A)** Mean pairwise distance (MPD) and mean nearest taxon distance (MNTD) were used to measure the tree-wide and tip-level clustering of each module, respectively. The two small panels on the left show that -2 is a significant threshold (with p=0.01) for both MPD and MNTD *z* scores. In the right panel, modules (red dots) are displayed in 4 quadrants. Modules in the 2nd and 3rd quadrants have significant low MPD values (< -2), indicating that their genes display tree-wide clustering. Modules in the 4th quadrant have significantly low MNTD (<-2) but not significant MPD values, indicating that their genes exhibit tip-level clustering. **(B)** Phylogenetic profiles showing the distribution of the member genes of the salmon and yellowgreen modules shown here as examples. The dendrogram on the top of the module profile is the phylogenetic tree based on 16 s rRNA of 236 species selected in an unbiased fashion (see methods). The solid vertical red line corresponds to *C. crescentus*.

Collectively, these phylogenetic analyses suggest that gene conservation and co-expression are highly correlated: broadly conserved genes presumably organized into functional modules in ancestral species and have co-evolved as groups into many extant organisms, whereas narrowly conserved genes tend to be co-expressed together as clade- or species-specific modules. Understanding the mechanism that drives co-expressed genes to co-evolve, or co-evolved genes to be co-expressed, will be of great interest, as it is beyond the influence of operon organization [26,44].

## Conclusion

In this work, we leveraged the CV analysis of biological replicates to refine our expression measurements and to correct systematic biases associated with GC-rich genomes. Using this strategy, we identified three global patterns of gene expression that appear to be under distinct regulatory constraints. By integrating two popular tools, WGCNA and baySeq, we generated a list of CCR genes and identified previously unknown relationships between these CCR genes. Through phylogenetic analysis of expression network modules, we found a correlation between stronger co-expression and broader conservation of genes. By investigating the evolutionary profiles of the modules and their MPD/MNTD coordinates, we found that most (64%) modules with strong tree-level clustering were dominated by widely conserved genes, and that 11 modules with strong tip-level clustering were dominated by clade-specific genes. In total, this accounted for 79% of the 76 modules, which argues that evolutionary profiles are highly related to gene co-expressions and that evolution has shaped the cell cycle expression network. This further implies that selective pressure is not on single genes but rather on the relationships between genes (i.e., the biological network), emphasizing the value of including phylogenetic analysis to the study of gene co-expression networks.

## Methods

### Bacterial growth and RNA collection

*C. crescentus* NA1000 (also known as CB15N) was grown at 30°C in M2G until the exponentially growing culture reached an OD_660_ of about 0.3. Cell synchronization, which includes a centrifugation in a density gradient of silica (Ludox) at 4°C, was performed as previously described [13], using 1 L of culture. After synchronization, the purified swarmer cell population was resuspended in pre-warmed M2G medium. A total of 5 synchronies were done to obtain 3 time points such that, in total, we obtained three replicates (50 ml aliquots of cells) at 0, 30, 60, 90 and 120 min following synchronization. Total bacterial RNA was isolated using phenol-chloroform extraction, as described previously [45]. The quality of the extracted RNA was assessed by agarose electrophoresis; rRNA bands appeared intact and no RNA smear was apparent. RNA samples were immediately frozen and stored at -80°C. RNA samples were later enriched for mRNA using the Invitrogen Ribominus Transcriptome Isolation Kit (Yeast and Bacteria) to remove ribosomal RNA per the manufacturer’s protocols except for the use of custom-made nucleic acid probes (Invitrogen) designed against *C. crescentus* ribosomal sequences. All RNA samples were tested for integrity on a BioRad Experion capillary electrophoresis system. Possible residual DNA was removed by addition of Ambion Turbo DNase.

### Library preparation, sequencing and mapping

Fifteen sequencing libraries for Applied Biosystems SOLiD system sequencing were created using the Applied Biosystems Whole Transcriptome Library Preparation for SOLiD Sequencing, and individual samples were barcoded using Applied Biosystems Small RNA Expression Kit (SREK) barcodes (per the manufacturer’s protocols). Transcriptome library preparation was performed for labeling in a strand-specific manner. Samples were run on the Applied Biosystems SOLiD 3 Platform using Shotgun Sequencing (50 base pair reads) using standard sequencing protocols. Each experimental time point was run on an individual flow cell containing the 3 biological replicates with different barcodes. Raw color space data from SOLiD sequencing was mapped to the *C. crescentus* NA1000 chromosome (NC_011916) (plus and minus strands, separately) using SOCS software with a mismatch cutoff of 5 nucleotides [46], which discards about half of the reads. We assigned weights of 1, 0.95, 0.9, 0.85, 0.8 and 0.75 to reads with 0 to 5 mismatches, respectively, when summing them together.

### RNA-Seq normalization

From the bird’s eye view of raw RNA-Seq mapping (Figure 2A), we observed some spikes, indicating large concentrations of RNA-Seq reads at those locations. From Figure 2D, we also detected tails of highly expressed genes, which did not follow the major power-law distribution of the genome. Furthermore, a Chi-square test confirmed that the amount of reads mapped to highly expressed genes (>1000x) did not follow the same distribution than those mapped to the bulk of genome (p<1e-8). Hence, samples with ≤1000x and >1000x were normalized by the sum of each replicate separately.

### Quantification of gene expression

We employed a dynamic programming segmentation algorithm from the tillingArray package [47] to divide the CV curve into segments, as shown in Figure 2C. We removed segments with CV >1 before quantifying gene expression. We then calculated the weighted mean coverage in the remaining segments that fell within annotated CDS or RNA coordinates as gene expression value.

### Gene ontology analysis

GO (gene ontology) annotation was downloaded from EBI UniProt-GOA [30], which included 2,564 *C. crescentus* NA1000 genes. We mapped our CCR genes to this dataset and obtained the GO for 1,024 protein-encoding CCR genes, and their biological process (level 3) GO terms distribution (Figure 5A) was summarized and drawn by Blast2GO [48]. GO terms enrichment analysis was also carried out using Blast2GO, and significant GO terms were reported in Additional file 18: Table 5S with their Fisher’s exact test p-value < 0.01. We also provided FDR corrected p-values for reader’s reference.

### Identification of cell cycle-regulated genes and construction of the WGCNA co-expression network construction

The baySeq package [29] was used to identify CCR genes. Based on baySeq minimum requirement, we assumed two conditions for each gene, up or down regulated. We enumerated all possible combinations of the up and down regulation across 5 time points (each with three identical replicates), and included no expression as well as constant expression without changes, as the models to be evaluated by baySeq for each gene. baySeq considered the variance in the three biological replicates when estimating the likelihood, and assigned genes into the model that best described their cell cycle expression profile. Genes that were assigned to models with differential expressions were considered as CCR genes. Similar to our normalization procedure, we ran the baySeq workflow for the highly expressed genes and for the bulk genome separately. To construct the gene co-expression modules, we first followed WGCNA’s data filter suggestion and removed one replicate from each of the SW, ST and EPD time points. We then constructed signed network with β=36 and minimum module size of 5 using the WGCNA default Topological Overlap Matrix (TOM) [33]. The eigenvector of each module’s expression matrix was used to represent the expression profile of the module, and scaled gene expression profiles were projected onto this eigenvector to calculate contributions from the member genes. Cytoscape was used to draw the network topology of the module [49].

### Phylogenetic signal and evolutionary profiles of co-expression modules

We used 1 or 0 to represent whether or not a CCR gene is conserved in a species. For each module, we summed the conservation values of all member genes in each of the 236 species to obtain a distribution profile across the selected species. This distribution profile was then treated as the trait data, and the *K*-statistic and the associated p-value were calculated according to Blomberg et al’s algorithm [41]. MPD and MNTD values were calculated based on the same species-distribution profiles for each module, and null model used in the calculation was generated by randomizing the species-distribution of each module 9,999 times, while maintaining the phylogenetic relationships [42].

### Orthology and gene persistence

The large 16 s rRNA phylogenetic tree from Greengenes [50], which covers over 800,000 bacterial species, was first cut into about 300 evenly speciated clades. We selected all fully sequenced bacterial genomes with > 1.5 M from EMBL, and mapped them into 236 Greengenes clades. From each clade, we randomly selected one species as representative (Additional file 20: Table S8). The persistence index (PI) of a *C. crescentus* gene was defined by the number of orthologs found in the 236 selected species. Orthology was acquired by bi-directional best hits with protein sequences similarity over 40% and protein length difference under 20% [26,51]. In addition to obtaining the PI value for each *C. crescentus* gene, we used a set of less stringent criteria to identify all proteins (referred to as homologs) with over 40% of similarity and less than 50% of length difference. The results are documented in Additional file 15: S1 and Additional file 21: Table S10.

## Availability of supporting data

The data set supporting the results of this article is available in the NCBI Gene Expression Omnibus (GEO) repository, with access number GSE46915 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46915).

## Abbreviations

CCR: Cell cycle-regulated; PI: Persistence index; CV: Coefficient of variation; SW: Swarmer; ST: Stalked; EPD: Early predivisional; PD: Predivisional; LPD: Late predivisional; SAM: S-adenosylmethionine; MPD: Mean pairwise distance; MNTD: Mean nearest taxon distance.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contribution

GF performed the data analysis and introduced the quantitative phylogenetic analysis of gene co-expression modules. CJ-W, PML, NHB and KP designed the experiments. PML prepared the RNA samples. KP, under NHB's supervision, carried out the RNA-Seq sequencing and mapping. JH analyzed the sulfur pathway. MG participated in the bioinformatic analysis. CJ-W initiated and supervised the study. GF, JH and CJ-W wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Frequency distribution of gene expression values. Click here for file

Additional file 2: Table S1a Is a zipped csv file of the raw single-nucleotide resolution RNA-Seq mappings of three replicates from five cell cycle time points. Click here for file

Additional file 3: Table S1b Is a table listing gene expression values after CV correction, for each replicate. Click here for file

Additional file 4: Table S1c Is a table of gene expression values for each cell cycle time point. Click here for file

Additional file 5: Table S2 Is the list of lowly expressed genes that are either essential or persistent genes. Click here for file

Additional file 6: Table S3 Is a table of detailed annotations of the 1,586 identified CCR genes. Click here for file

Additional file 7 **Additional discussions are in the file of Supplemental Information (SI).** Additional files also include supplemental figures S1-S7 with figure legends in file SI. Click here for file

Additional file 8: Table S9 Lists the potential method-introduced CCR genes. Click here for file

Additional file 9: Figure S2 Expression profiles of all identified CCR genes. Click here for file

Additional file 10: Table S4 Is a list of well-studied CCR genes collected from the literature used here as ‘gold standard’. Click here for file

Additional file 11: Figure S3 Directed acyclic graph (DAG) of over- and under-represented gene ontology (GO) terms in CCR genes. Click here for file

Additional file 12: Table S5 Is the result of GO term enrichment analysis of CCR genes. Click here for file

Additional file 13: Figure S4 Co-expression network topologies of all 76 modules. Click here for file

Additional file 14: Table S6a Details how each co-expression module is conserved. Click here for file

Additional file 15: Figure S5 Module expression profile represented by its 1st eigenvector. Click here for file

Additional file 16: Table S6b Is the hierarchical clustering of co-expression modules based on their expression profiles. Click here for file

Additional file 17: Figure S7 Persistent index distributions. Click here for file

Additional file 18: Table S7 Shows phylogeny values (K, MPD and MNTD) for each module. Click here for file

Additional file 19: Figure S6 Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules. Click here for file

Additional file 20: Table S8 Lists the selected bacterial species used to evaluate the conservation of co-expression modules across bacterial phyla. Click here for file

Additional file 21: Table S10 Shows the less stringent PI for each gene. Click here for file

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 7 — Additional discussions are in the file of Supplemental Information (SI). Additional files also include supplemental figures S1-S7 with figure legends in file SI.

**Supplemental information (SI)**

**Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution**

**Gang Fang ^1, 2^, Karla Passalacqua^3^, Jason Hocking^4^, Paula Montero Llopis^1^, Mark Gerstein^2,5^, Nicholas H. Bergman^3, *^, and Christine Jacobs-Wagner ^1, 4, 6,7^**

**1. Potential noise introduced by method-induced genes.**

1.1 Identification of Potential Method-Induced (PMI) genes

We acknowledge that some aspects of the synchronization technique may result in the differential expression of some genes, independently of the cell cycle. For example, the cell cycle synchronization includes a cold shock due to centrifugations and washes at 4°C. Additionally, the washes were done in M2 buffer, which differs from M2G, notably by lacking glucose (to prevent cell growth during the synchronization process). Genes whose transcription is induced by the synchronization method (e.g., cold shock, absence of carbon source) are expected to be up-regulated in the SW (G1) cell stage (t= 0min following synchronization) with a lower expression profile in subsequent time point samples. Hence the genes fitted into the baySeq “up-down-down-down-down” model, which totals 410 genes, may include PMI-induced genes, in addition of bona fide SW-specific genes. 

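Genes of the up-down-down-down-down model were high in SW and lower in the later stages. Of the 410 genes, 384 were higher in SW than in the mean of the other stages (limma, adjusted p under 0.05), none was lower, and the median log2 difference was 0.80. Adjusted over the list alone the count was 398, which is not independent evidence because the model was fitted to these samples. Across the 5 stages 286 of the 410 were called. The highest stage mean lay in SW for 409. Outside the model 286 more genes were higher in SW, and over all genes 670 were higher and 995 lower. With quantile normalization 840 were higher and 787 lower; the median of all genes was -0.08, and 0.07 after that normalization.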

Table S9 lists these genes with baySeq likelihood.

1.2 Comparison of PMI and other CCR genes in terms of maximum expression and fold of expression changes.

|  | PMI | Other CCR | KS test |
| --- | --- | --- | --- |
| Maximum expression (mean) | 71 | 195 | p=0.005 |
| Fold of changes (mean) | 4.5 | 9.4 | P<1e-16 |

PMI genes had lower peak expression than other CCR genes, and fold of changes were smaller than other CCR genes.

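The 410 genes of that model, not all of which are in modules, changed less than the 1198 module genes outside it. Over the 12 samples the mean fold was 4.28 for the 399 with coverage in every stage and 9.18 for 1053 others, with medians of 2.19 and 3.82. On the log2 scale the difference of means was -0.82 (permutation p = 1e-05, the smallest possible; 2e-05 adjusted over 2 tests). Their peak stage mean was 91.3 on average and 34.5 in the median, and that of the others 113 and 28.3. On the log2 scale the peaks of the 410 were higher, by 0.33 (permutation p = 4.2e-04, 4.2e-04 adjusted). The tests ran across genes, which are not independent replicates.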

1.3 GO terms

Among the 1024 annotated CCR genes, 541 were related to primary and cellular metabolic processes, and 175 of them were PMI. Out of 410 PMI genes, 283 had assigned GO terms. Fisher’s exact test indicated that there is no difference between the two groups (p=0.224).

1.4 Gene persistence and co-expression module contribution

Eighty-one PMI genes had PI≥150. After removing all 410 PMI genes, we obtained 95 CCR genes with a PI≥150, giving an average module contribution of 3.1. The average contribution of the remaining CCR genes is 2.98 (KS test p=0.007 and t test p<1e-5). Thus, persistent genes retain a bigger contribution in co-expression modules even when PMI genes are excluded from the analysis.

1.5 PMI WGCNA modules distribution.

| Module ID | PMI counts | Module Size | PMI (%) | MPD-MNTD coords | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | MPD | MNTD | Quadrant |
| skyblue1 | 8 | 8 | 100 | -3.71 | -2.58 | III |
| white | 21 | 22 | 95 | -2.47 | -3.17 | III |
| turquoise | 100 | 107 | 93 | -3.88 | -2.28 | III |
| darkslateblue | 11 | 12 | 92 | -0.79 | 1.01 | I |
| blue | 84 | 93 | 90 | -2.01 | -1.56 | II |
| darkorange | 19 | 22 | 86 | 0.33 | -1.22 | I |
| saddlebrown | 18 | 21 | 86 | -3.20 | -2.20 | III |
| violet | 16 | 19 | 84 | -6.38 | -1.46 | II |
| yellow | 45 | 58 | 78 | -1.58 | -2.03 | IV |
| antiquewhite4 | 6 | 9 | 67 | -6.15 | -1.60 | II |
| darkred | 15 | 25 | 60 | -6.31 | -2.62 | III |
| lightsteelblue | 4 | 7 | 57 | -2.07 | -1.47 | II |
| brown | 33 | 59 | 56 | -2.77 | -2.35 | III |
| maroon | 4 | 11 | 36 | -4.62 | -2.87 | III |
| plum1 | 3 | 16 | 19 | -3.65 | -2.73 | III |
| sienna3 | 3 | 18 | 17 | -5.01 | -0.85 | II |
| floralwhite | 2 | 13 | 15 | -2.05 | -0.40 | II |
| orangered3 | 1 | 7 | 14 | -1.58 | -3.11 | IV |
| orangered4 | 2 | 16 | 13 | -2.91 | -0.96 | II |

As summarized in the above table, 395 PMI genes were found in 19 modules, and the top 13 modules account for 96% (380) of all assigned PMI genes. In total, we had 16 PMI modules in Quadrant II and III, and 2 in each of Quadrant I and IV. On the other hand, we had 49 modules out of the 76 assigned into Quadrant II and III, 11 modules in Quadrant IV, and 16 in Quadrant I. Chi-square and Fisher’s exact tests indicate no difference between PMI and other modules in terms of their evolutionary profiles.

**2. Less stringent gene homolog counts**

See Table S10.

**3. Legends of supplementary figures**

**Figure S1. Frequency distribution of gene expression values**

The frequency distributions of gene expressions for each of the 5 cell cycle time points are shown on the left. The corresponding gene expressions are fitted into power-law distributions. Cumulative distributions with fitted –α+1 values are shown on the right (an example is shown in Figure 2D).

**Figure S2. Expression profiles of all identified CCR genes**

This directory contains the expression profile of the 1586 identified CCR genes during the cell cycle (red, SW; green, ST; dark blue, EPD; light blue, PD; and purple, LPD).

**Figure S3. Directed acyclic graph (DAG) of over- and under-represented gene ontology (GO) terms in CCR genes**

Three DAGs are plotted for the GO term “molecular function”, “biological process” and “cellular component”. Orange (cyan) box indicates that the term is over-represented (under-represented) in CCR genes. The text version of the Fisher’s exact test results is provided in Table S5.

**Figure S4. Co-expression network topologies of all 76 modules**

This is a directory containing the network topologies of all 76 modules (magenta is used as the example in Figure 6A) and a text file Eigen_varExplained.txt that lists the variance explained by 1st eigenvector for each module.

**Figure S5. Module expression profile represented by its 1st eigenvector**

The 1st eigenvector (1st principle component) of each module’s expression matrix (columns are the 5 cell cycle time points, each with 3 replicates; and rows are the expression values of member genes) is used to represent the expression profile of a module. Biological replicates are binned to boxplots that indicate the expression at 5 different cell cycle time points, namely SW, ST, EPD, PD and LPD.

**Figure S6. Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules**

This is a directory containing 77 files, which include the phylogenetic profiles of all 76 modules (examples are in Figure 8B) and a MM_Coordinates.pdf, which is an enlarged and texted version of Figure 8A (right panel) in which modules are plotted according to their positions in MPD and MNTD coordinates.

**Figure S7. Persistent index distributions**

The PI distributions of the CCR genes and of all genes show no difference (t-test p-value is 0.37).

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450

hypothetical
cytosolic
protein

hypothetical
protein

phosphoribosylformylglycinamide
synthase I

protein
translocase
subunit secB

teichoic acid
translocation
permease
protein tagG

acetylglutamate
kinase

nucleoside
diphosphate
kinase

class 1
lysyl-tRNA
synthetase

ribose-phosphate
pyrophosphokinase

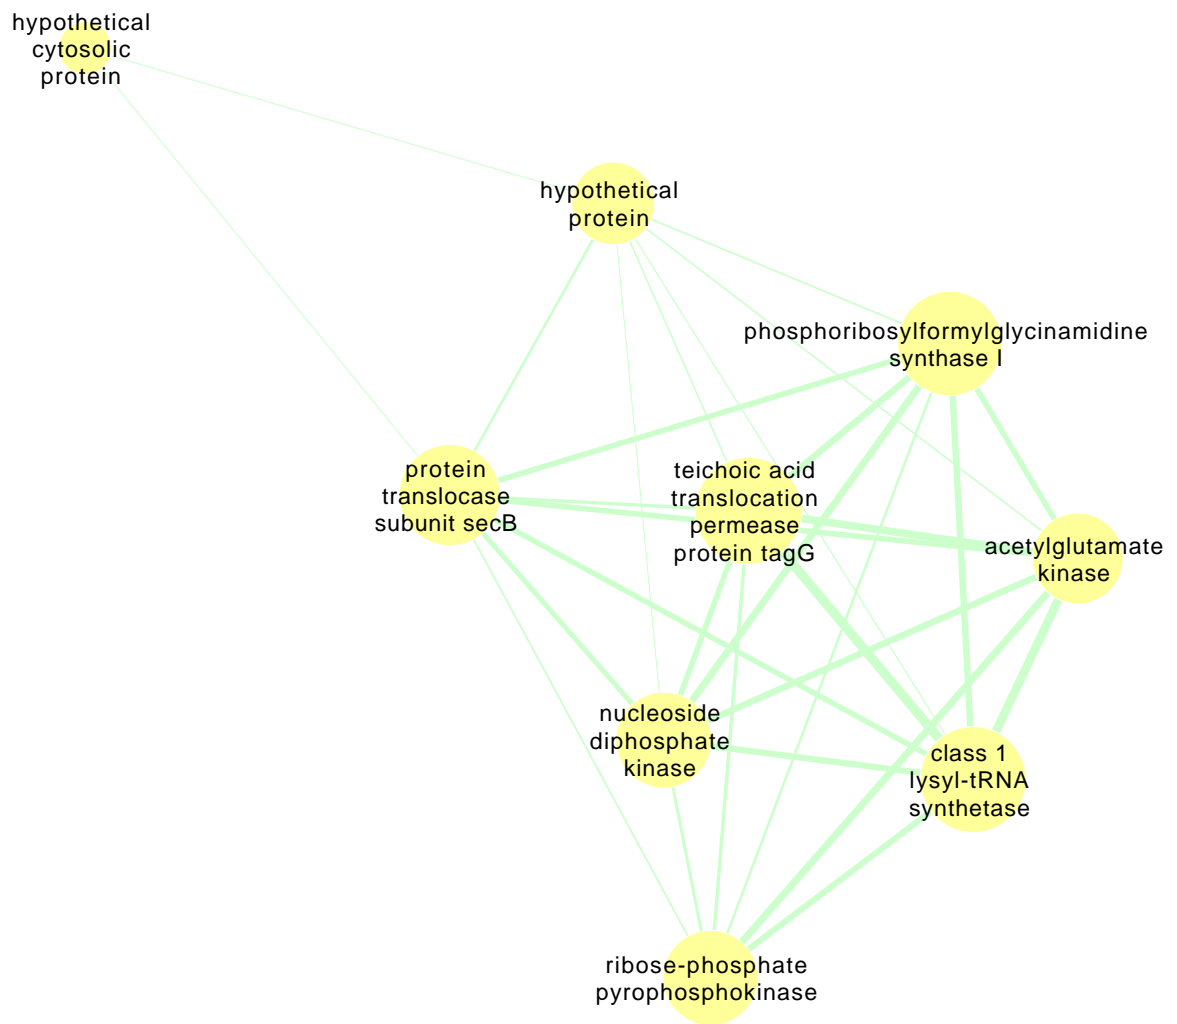

**Supplement:** Additional file 13: Figure S4 — Co-expression network topologies of all 76 modules.

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 17: Figure S7 — Persistent index distributions.

Persistence Index (PI) distribution of CCR genes

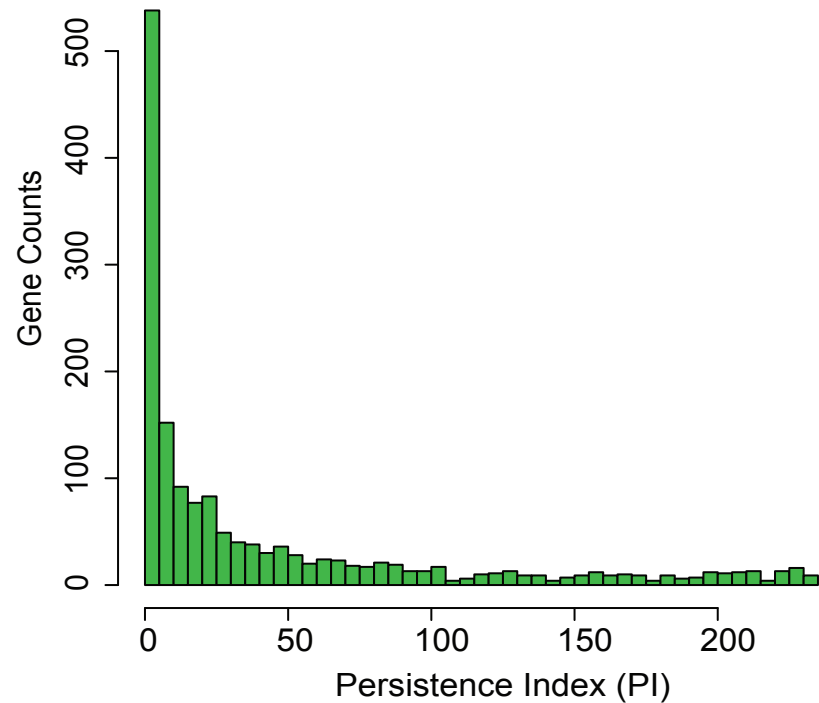

Persistence Index (PI) distribution of all genes

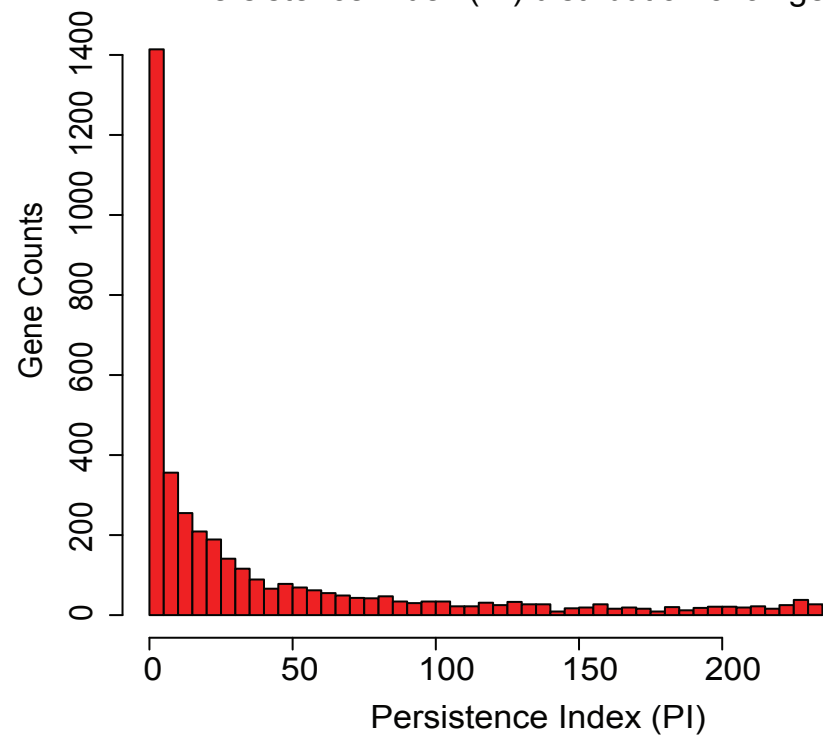

t-test: no difference between all and CCR genes in terms of PI

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

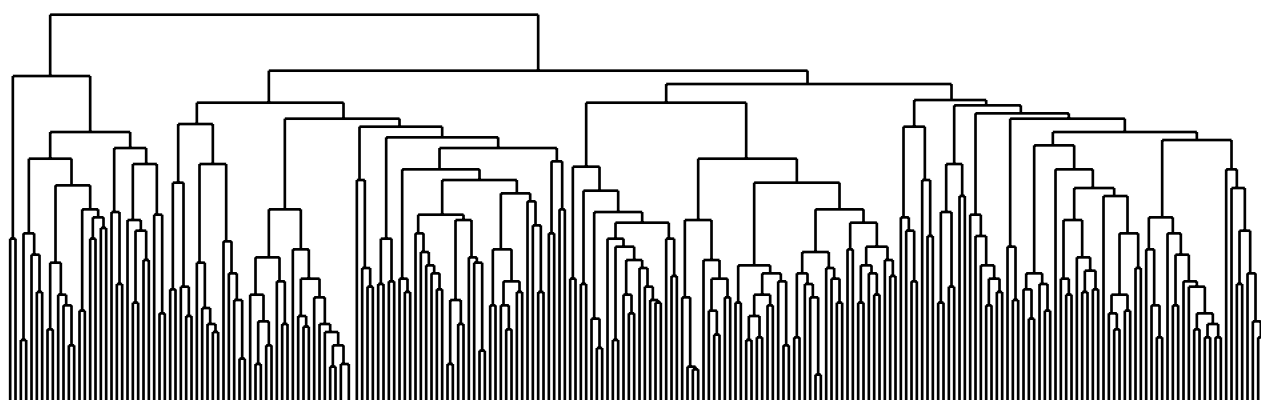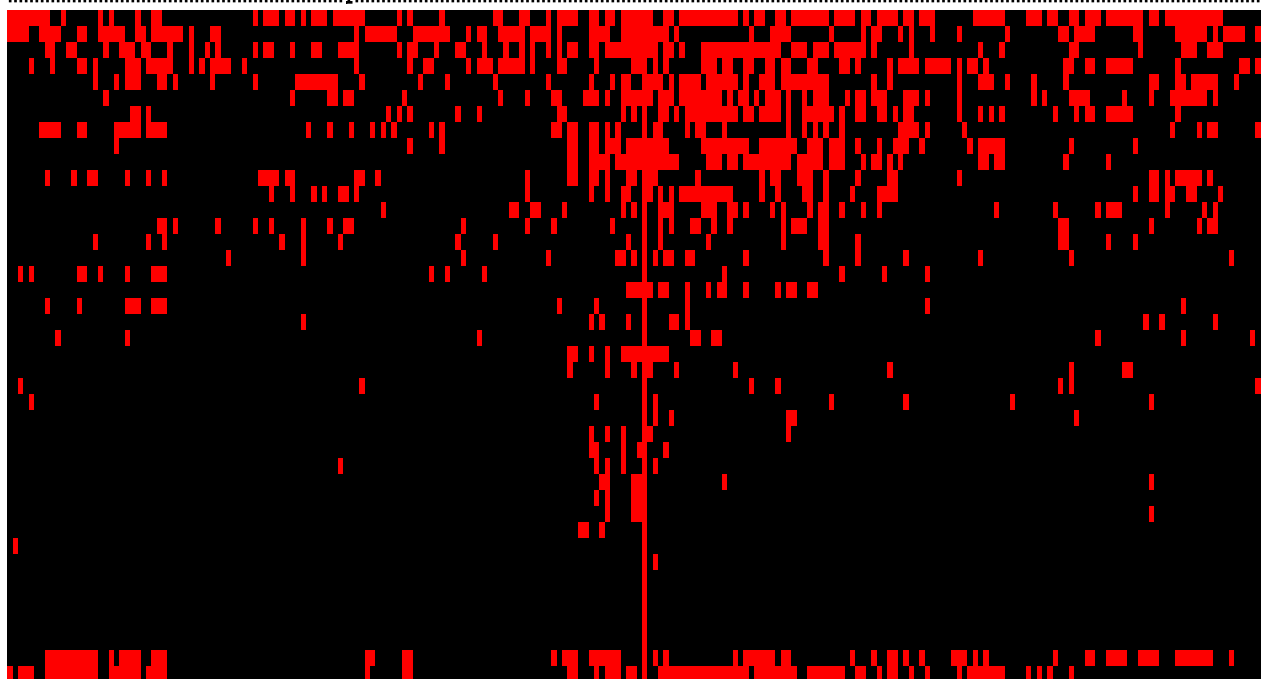

CCNA_00800
CCNA_01425
CCNA_02997
CCNA_00854
CCNA_03695
CCNA_01423
CCNA_00628
CCNA_01702
CCNA_01467
CCNA_01643
CCNA_00754
CCNA_00799
CCNA_00629
CCNA_02432
CCNA_00279
CCNA_03459
CCNA_00840
CCNA_01475
CCNA_01701
CCNA_02499
CCNA_01523
CCNA_01451
CCNA_01476
CCNA_00983
CCNA_02603
CCNA_00437
CCNA_02200
CCNA_01519
CCNA_00940
CCNA_01369
CCNA_01410
CCNA_02215
CCNA_02500
CCNA_02866
CCNA_02604
CCNA_03374
CCNA_00551
CCNA_03071
CCNA_00790
CCNA_01466
CCNA_00853
CCNA_01477

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

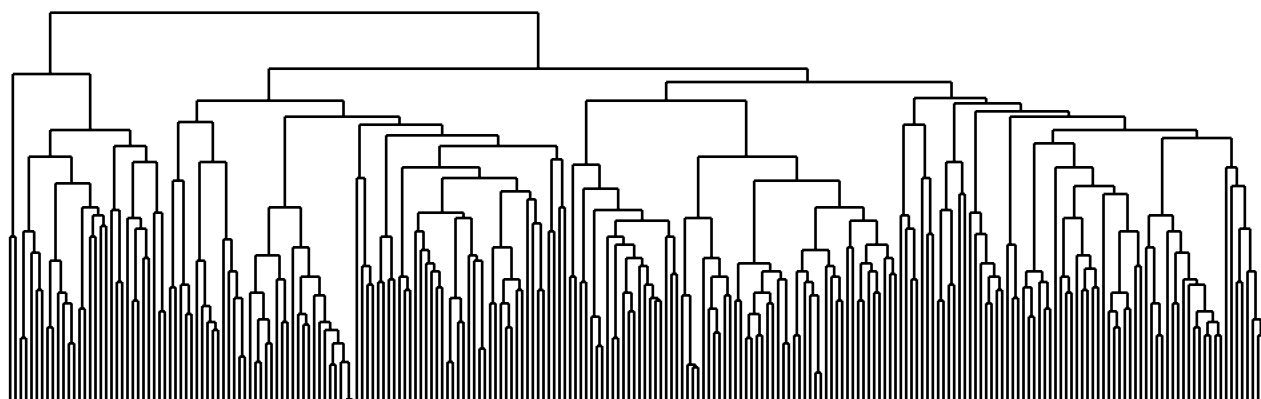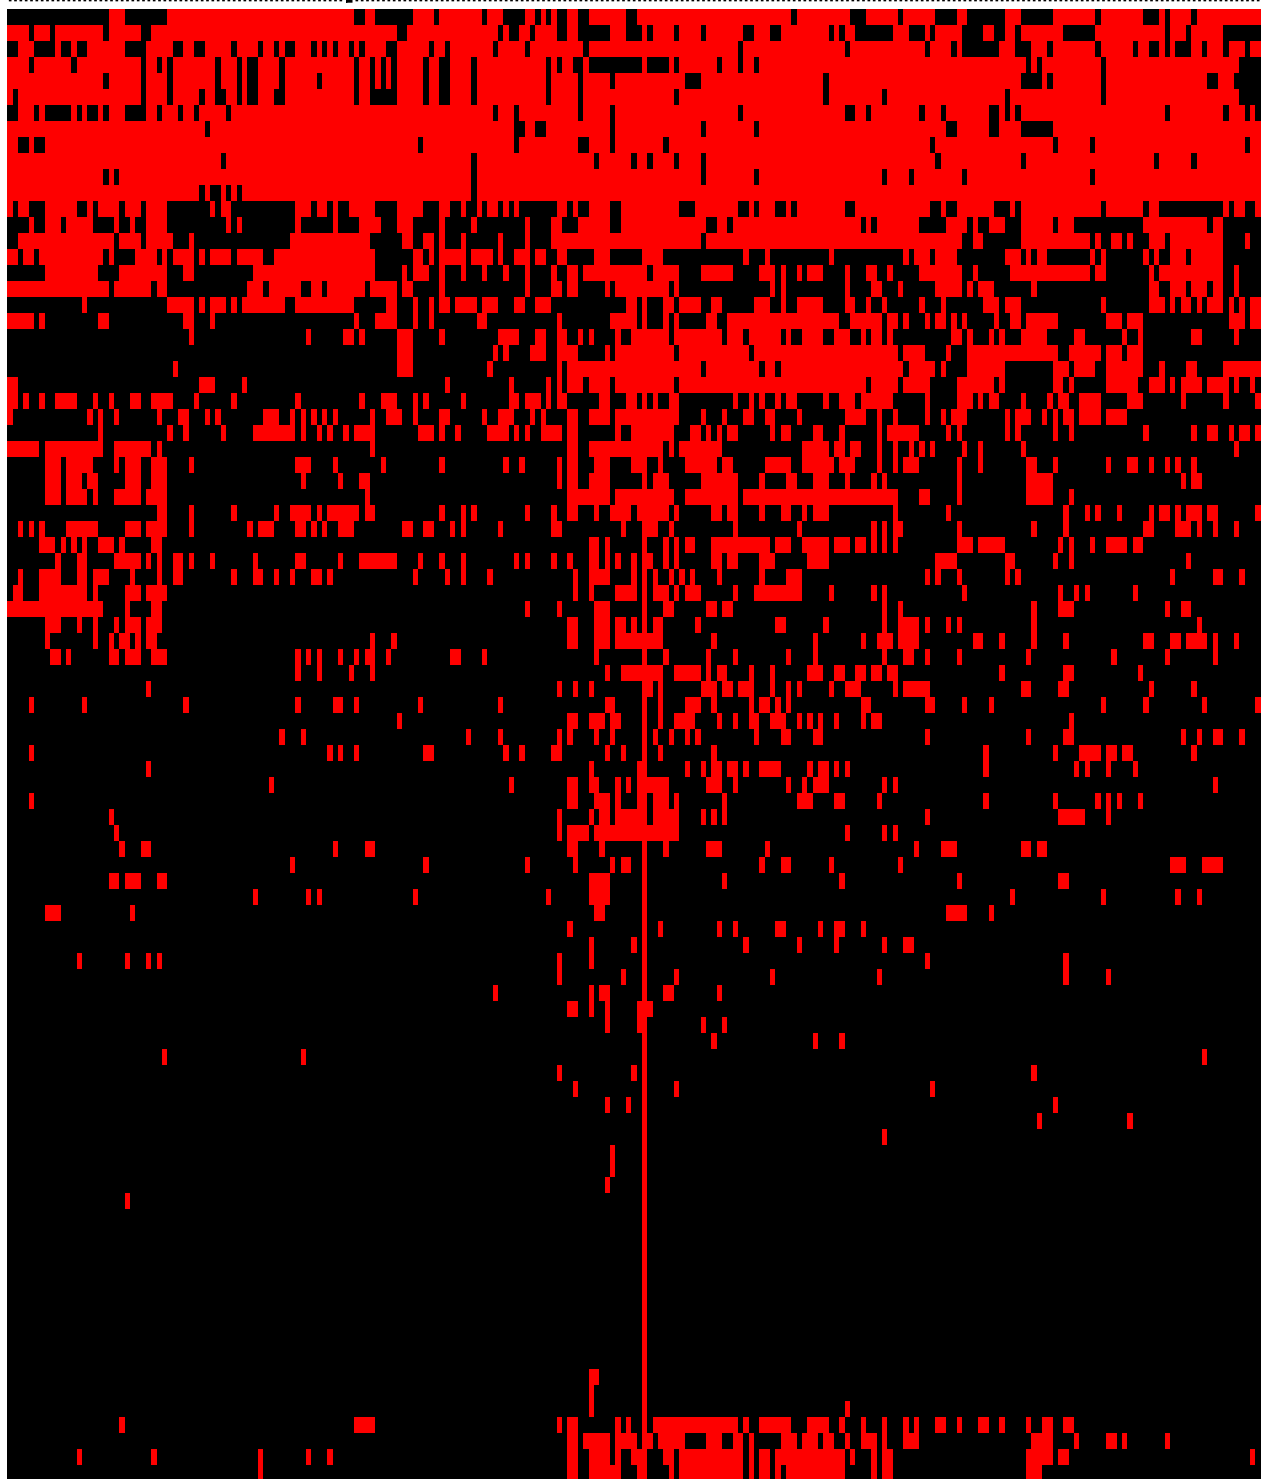

CCNA_00241
CCNA_02351
CCNA_00296
CCNA_00932
CCNA_00931
CCNA_00930
CCNA_00294
CCNA_00536
CCNA_00117
CCNA_02428
CCNA_03306
CCNA_01086
CCNA_02463
CCNA_00045
CCNA_01809
CCNA_01245
CCNA_01799
CCNA_01935
CCNA_02751
CCNA_03360
CCNA_00315
CCNA_02064
CCNA_03142
CCNA_02714
CCNA_03726
CCNA_01594
CCNA_03234
CCNA_01114
CCNA_03138
CCNA_02616
CCNA_00540
CCNA_03233
CCNA_01242
CCNA_03129
CCNA_00741
CCNA_00937
CCNA_02704
CCNA_02237
CCNA_00419
CCNA_00560
CCNA_01172
CCNA_01548
CCNA_03000
CCNA_01074
CCNA_02425
CCNA_02691
CCNA_00119
CCNA_02179
CCNA_03230
CCNA_00292
CCNA_00163
CCNA_01934
CCNA_03624
CCNA_03613
CCNA_00169
CCNA_03050
CCNA_02592
CCNA_03364
CCNA_02684
CCNA_03678
CCNA_00118
CCNA_00784
CCNA_02972
CCNA_02743
CCNA_01353
CCNA_01910
CCNA_02598
CCNA_03117
CCNA_00344
CCNA_02693
CCNA_02838
CCNA_00972
CCNA_00418
CCNA_02255
CCNA_00611
CCNA_02219
CCNA_01386
CCNA_02584
CCNA_00779
CCNA_00470
CCNA_02657
CCNA_01801
CCNA_01128
CCNA_01589
CCNA_00711
CCNA_00822
CCNA_03864
CCNA_03001
CCNA_02834
CCNA_00846
CCNA_02601
CCNA_02600

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

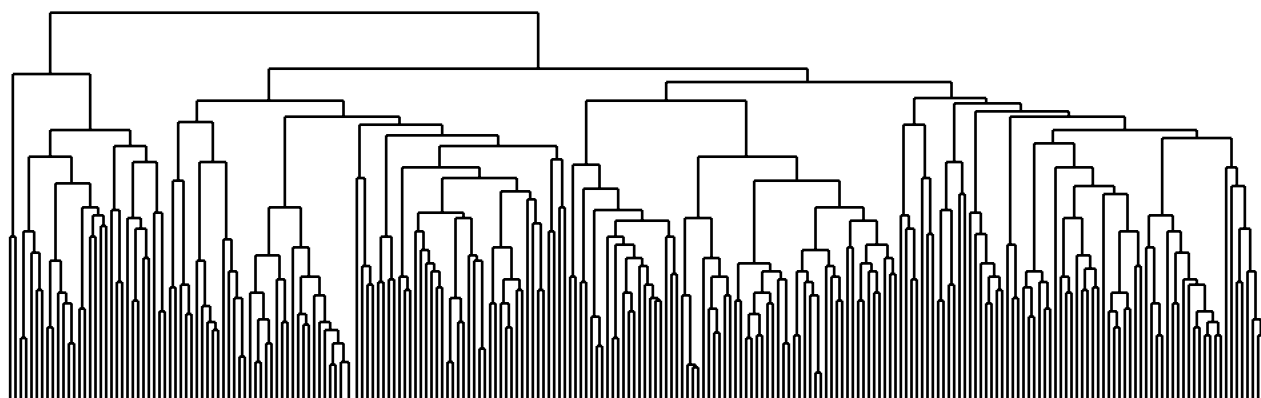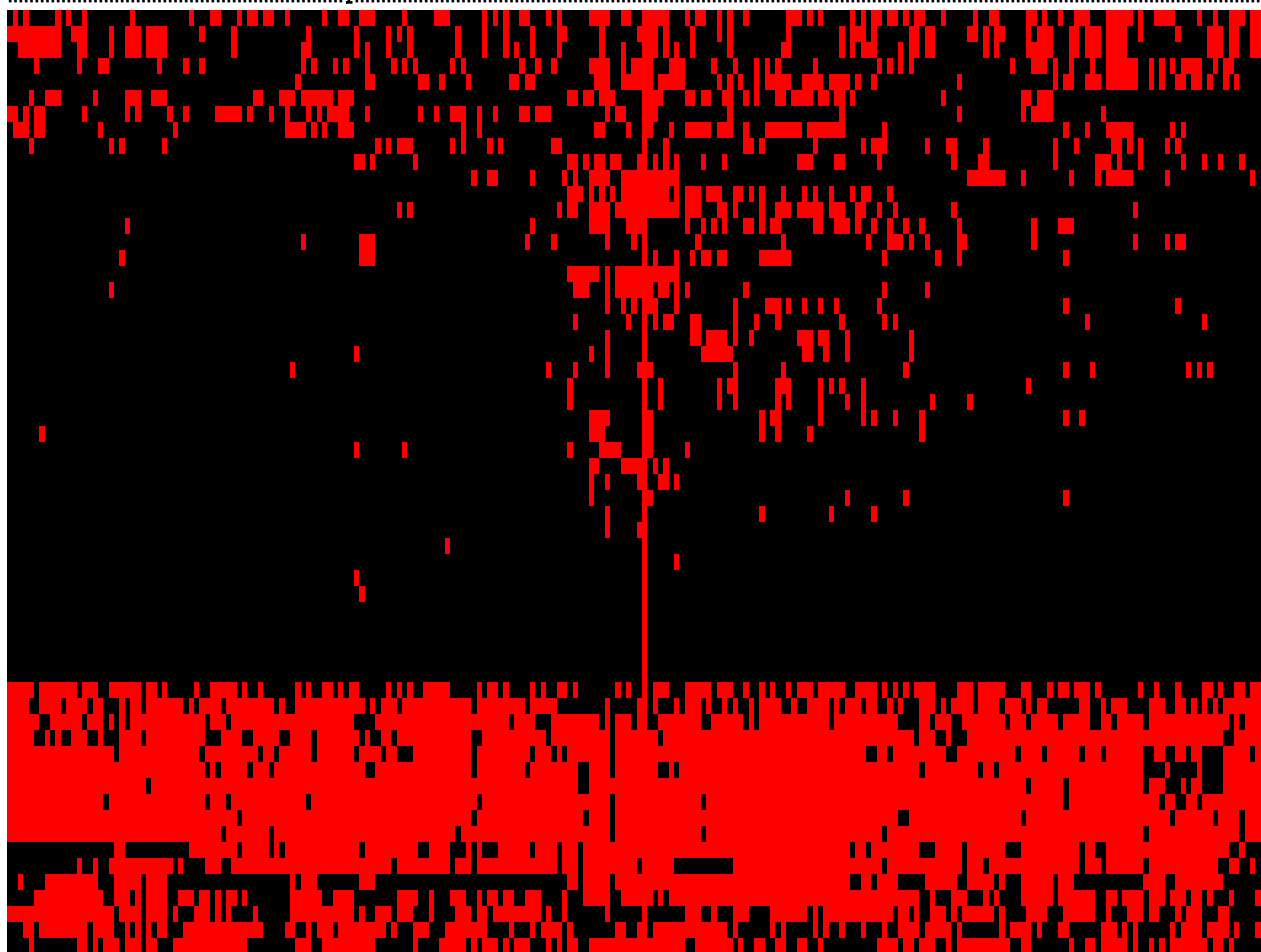

CCNA_02466
CCNA_00472
CCNA_00471
CCNA_02465
CCNA_02347
CCNA_01113
CCNA_02467
CCNA_03013
CCNA_02810
CCNA_00293
CCNA_01812
CCNA_03792
CCNA_01814
CCNA_02806
CCNA_01062
CCNA_02833
CCNA_01635
CCNA_01623
CCNA_01363
CCNA_02081
CCNA_01680
CCNA_01679
CCNA_03791
CCNA_03365
CCNA_03363
CCNA_02807
CCNA_02809
CCNA_01949
CCNA_01423
CCNA_00162
CCNA_02999
CCNA_01361
CCNA_03705
CCNA_00960
CCNA_02426
CCNA_00242
CCNA_02191
CCNA_02808
CCNA_01049
CCNA_02345
CCNA_02379
CCNA_01933
CCNA_02464
CCNA_02811
CCNA_00808
CCNA_00007
CCNA_01813
CCNA_01658
CCNA_01381
CCNA_01982
CCNA_02435
CCNA_02757
CCNA_02047
CCNA_02520
CCNA_00562
CCNA_03636
CCNA_02380
CCNA_02181
CCNA_01655

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

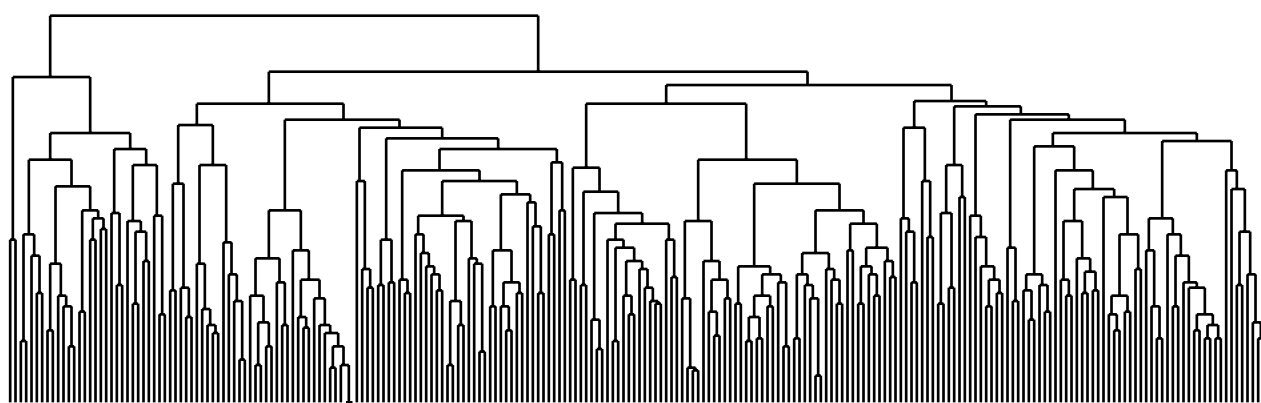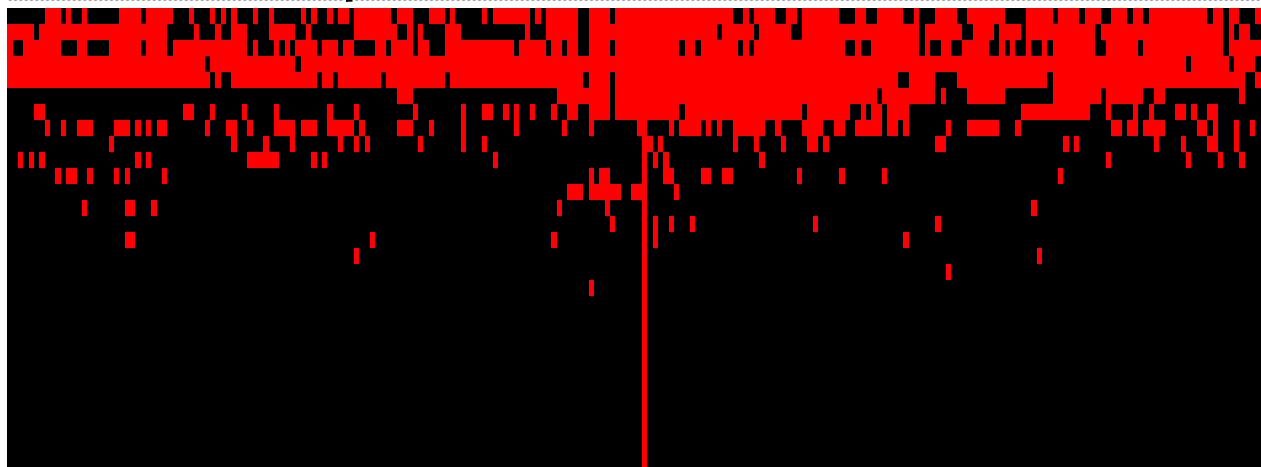

CCNA_03315
CCNA_02130
CCNA_03721
CCNA_01141
CCNA_02640
CCNA_00159
CCNA_00871
CCNA_00515
CCNA_01271
CCNA_01591
CCNA_01738
CCNA_02246
CCNA_02559
CCNA_03432
CCNA_01638
CCNA_02127
CCNA_03596
CCNA_01481
CCNA_00040
CCNA_02163
CCNA_01918
CCNA_02906
CCNA_00868
CCNA_01165
CCNA_02561
CCNA_01190
CCNA_02363
CCNA_02560
CCNA_02562

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

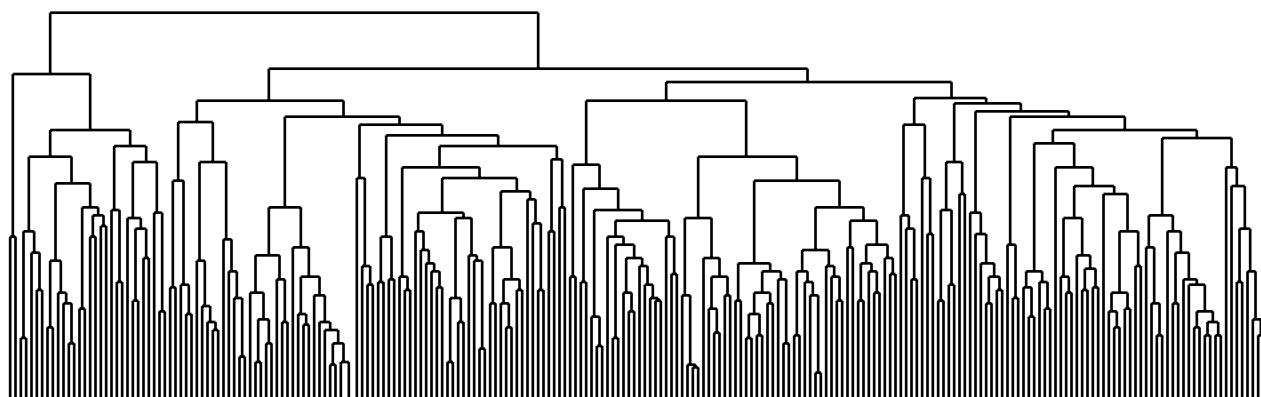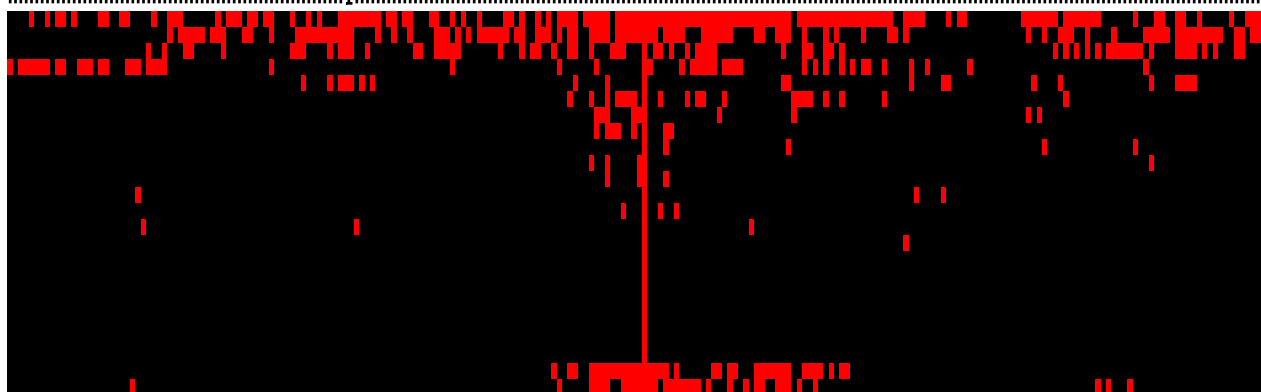

CCNA_00155
CCNA_01979
CCNA_01037
CCNA_01159
CCNA_00995
CCNA_02936
CCNA_03185
CCNA_01268
CCNA_01069
CCNA_03056
CCNA_02111
CCNA_03287
CCNA_02139
CCNA_02991
CCNA_03825
CCNA_00216
CCNA_01264
CCNA_01294
CCNA_02123
CCNA_02675
CCNA_03826
CCNA_00591
CCNA_01444
CCNA_01491

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

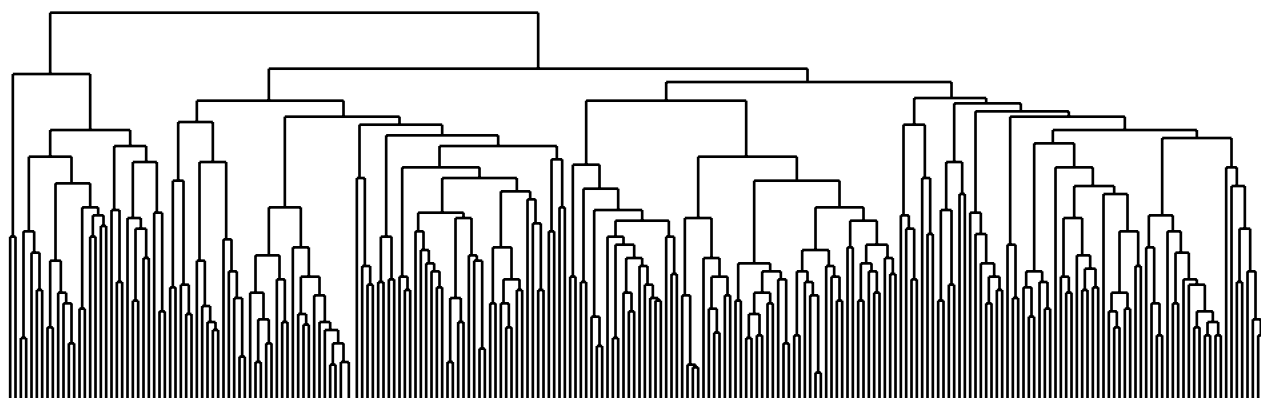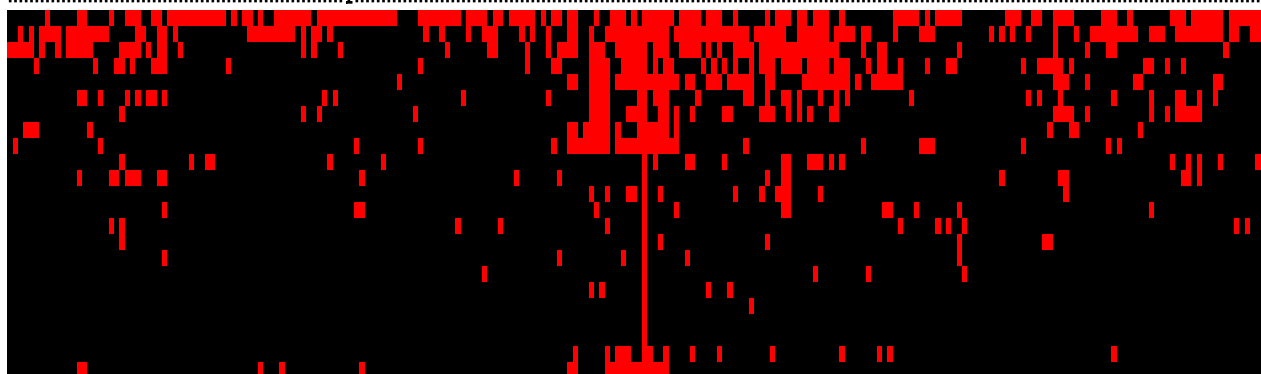

CCNA_00903
CCNA_00386
CCNA_00328
CCNA_03414
CCNA_02839
CCNA_00810
CCNA_01917
CCNA_03663
CCNA_01279
CCNA_00824
CCNA_01248
CCNA_01337
CCNA_01568
CCNA_00555
CCNA_03526
CCNA_03309
CCNA_02818
CCNA_03355
CCNA_01107
CCNA_03554
CCNA_00970
CCNA_03686
CCNA_03859

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

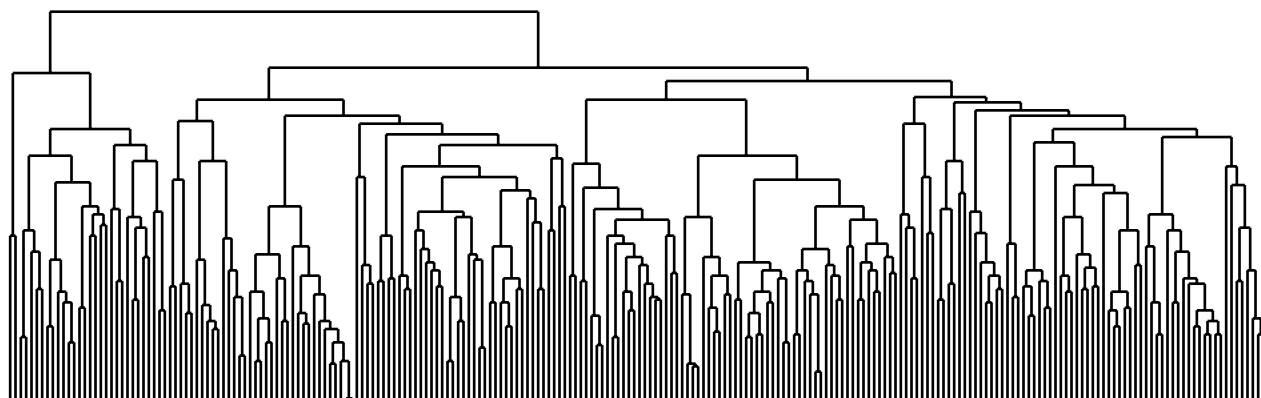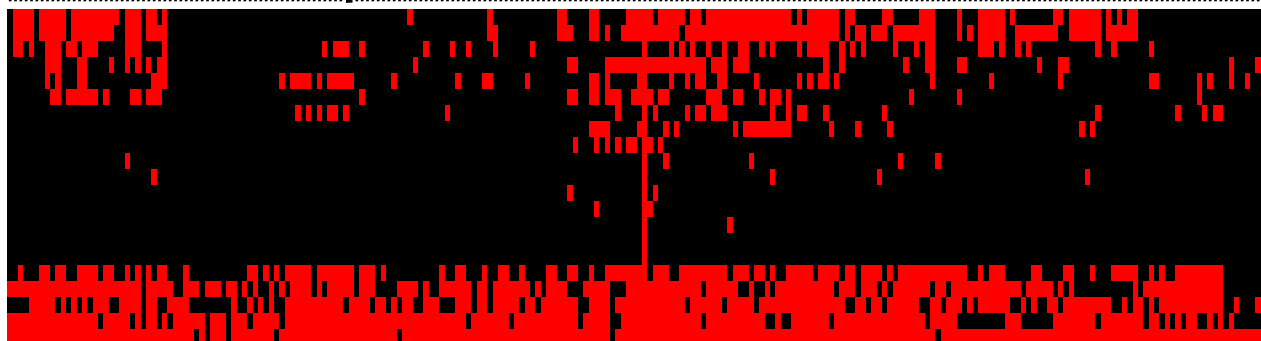

CCNA_00849
CCNA_00850
CCNA_01516
CCNA_02734
CCNA_02213
CCNA_01474
CCNA_01102
CCNA_02327
CCNA_01472
CCNA_02735
CCNA_03327
CCNA_01154
CCNA_01185
CCNA_02597
CCNA_03608
CCNA_03259
CCNA_03556
CCNA_00491
CCNA_01473
CCNA_03703
CCNA_00011

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

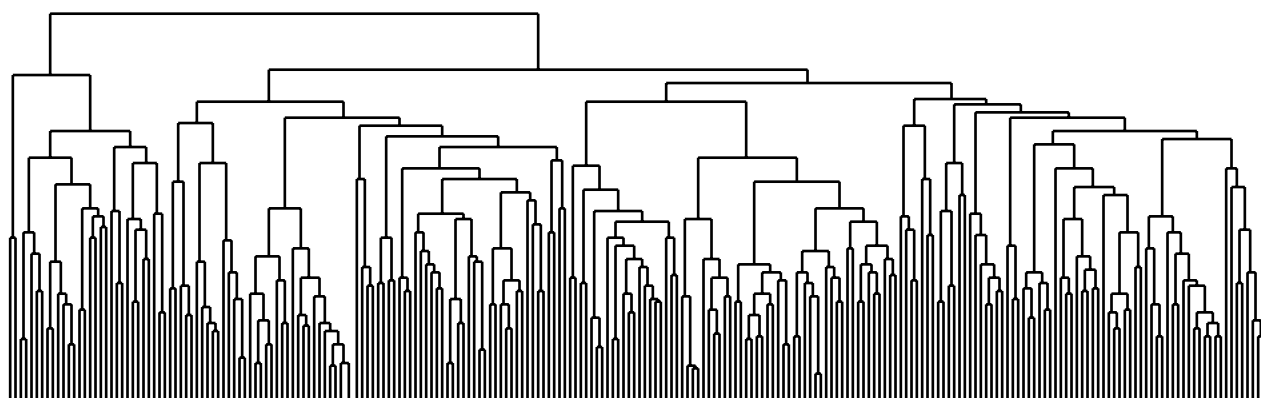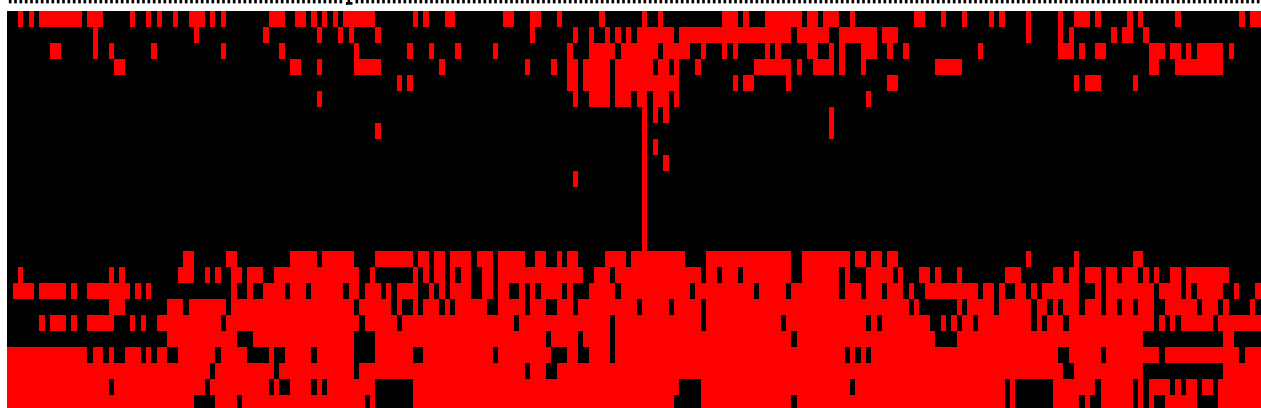

CCNA_01553
CCNA_02059
CCNA_03870
CCNA_02358
CCNA_01816
CCNA_00167
CCNA_03003
CCNA_01455
CCNA_02930
CCNA_01304
CCNA_00229
CCNA_01244
CCNA_03091
CCNA_00927
CCNA_01662
CCNA_01819
CCNA_02151
CCNA_02060
CCNA_03002
CCNA_01737
CCNA_02150
CCNA_02149
CCNA_03871
CCNA_03869
CCNA_03868

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

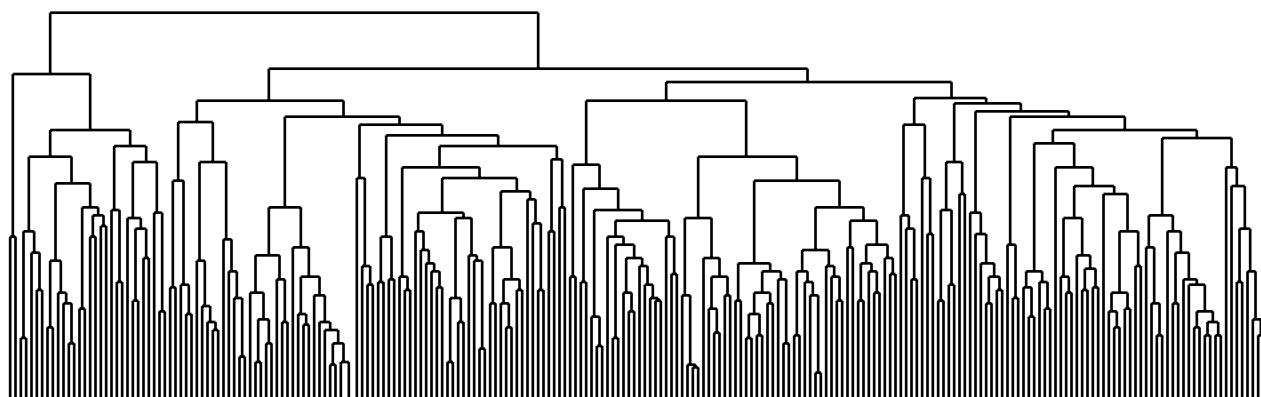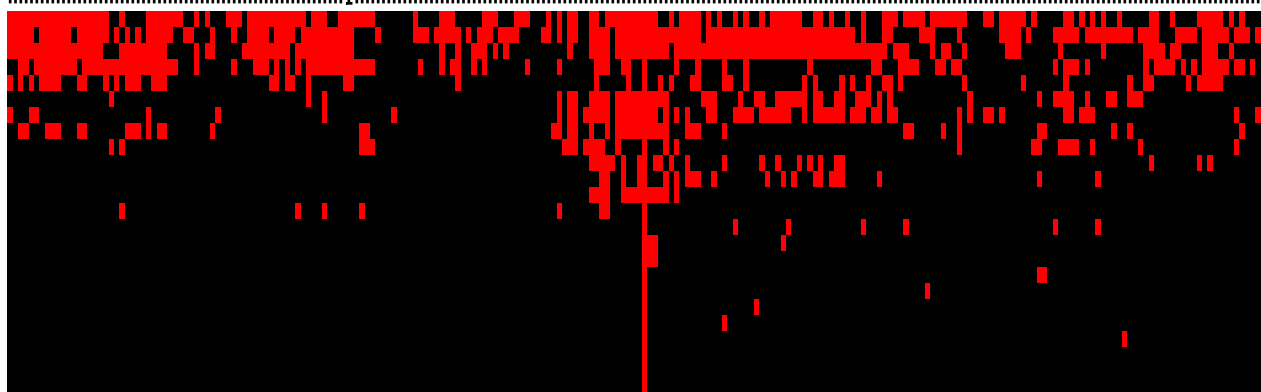

CCNA_03700
CCNA_02550
CCNA_02208
CCNA_03408
CCNA_00857
CCNA_02085
CCNA_02302
CCNA_03211
CCNA_01132
CCNA_00939
CCNA_00136
CCNA_03598
CCNA_03407
CCNA_02530
CCNA_01713
CCNA_01269
CCNA_02511
CCNA_01266
CCNA_01265
CCNA_02451
CCNA_01163
CCNA_00635
CCNA_03542
CCNA_02290

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

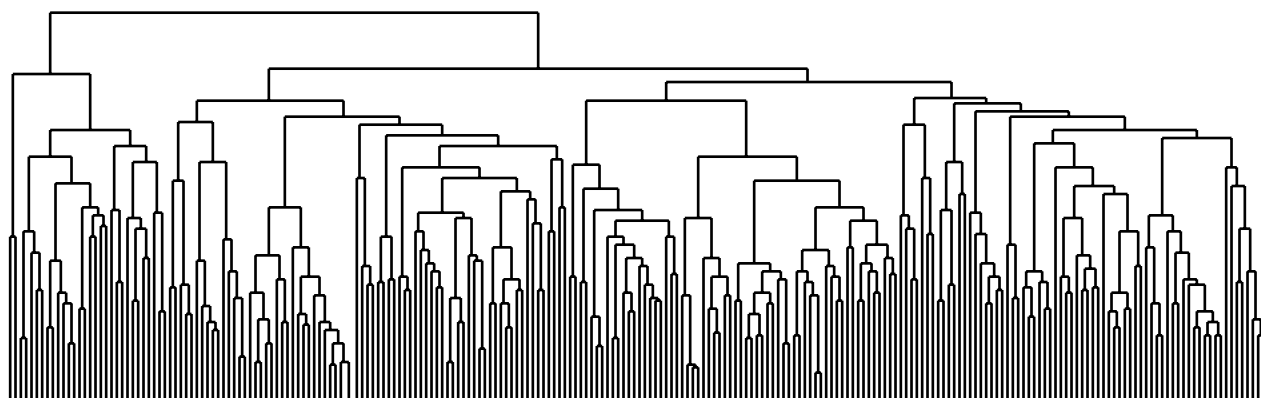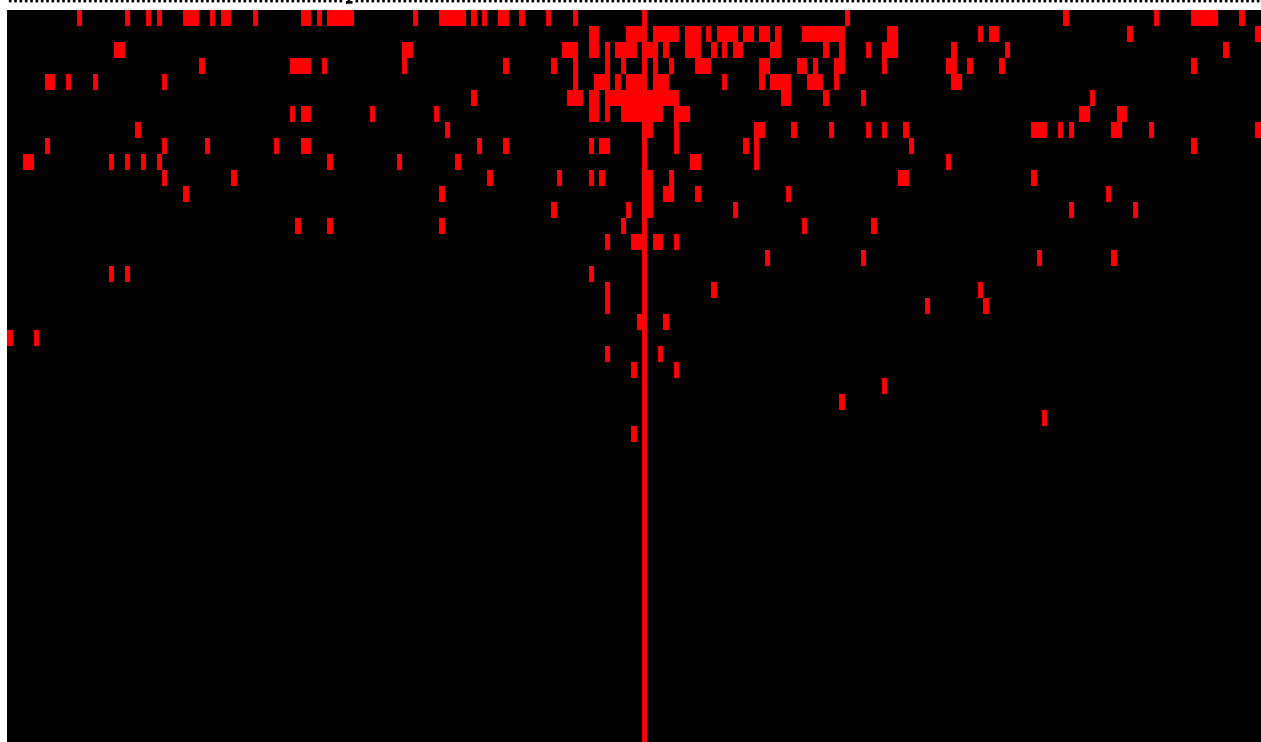

CCNA_00730
CCNA_01901
CCNA_01952
CCNA_00089
CCNA_02457
CCNA_01797
CCNA_03042
CCNA_03200
CCNA_00875
CCNA_00467
CCNA_01157
CCNA_01528
CCNA_01115
CCNA_02508
CCNA_03046
CCNA_03326
CCNA_00353
CCNA_00203
CCNA_00137
CCNA_02343
CCNA_02509
CCNA_01278
CCNA_01140
CCNA_01711
CCNA_00451
CCNA_03170
CCNA_02720
CCNA_01067
CCNA_02976
CCNA_00888
CCNA_00859
CCNA_02922
CCNA_03199
CCNA_03099
CCNA_02719
CCNA_01424
CCNA_03605
CCNA_02105
CCNA_02282
CCNA_03198
CCNA_02342
CCNA_00065
CCNA_01158
CCNA_00729
CCNA_00199
CCNA_03265

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

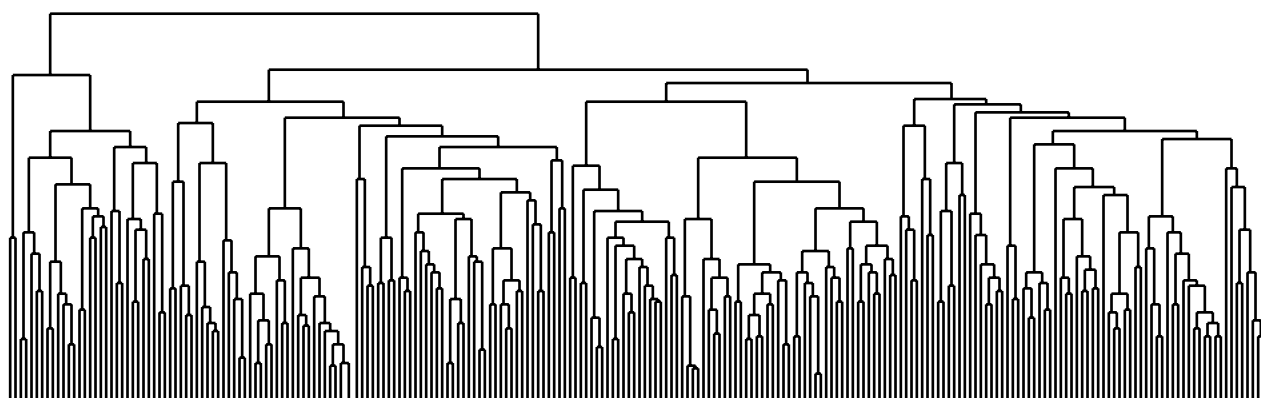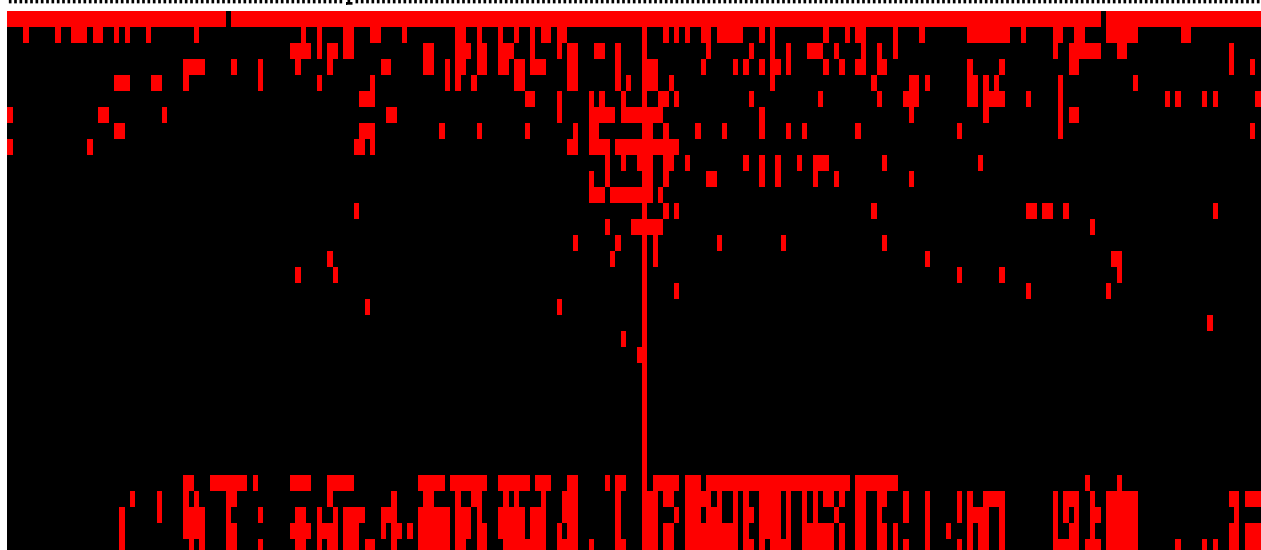

CCNA_02041
CCNA_02961
CCNA_02498
CCNA_00447
CCNA_00446
CCNA_00630
CCNA_00781
CCNA_00382
CCNA_00382
CCNA_03023
CCNA_03157
CCNA_00309
CCNA_01967
CCNA_03045
CCNA_00440
CCNA_01527
CCNA_03247
CCNA_00771
CCNA_00533
CCNA_00819
CCNA_02332
CCNA_02712
CCNA_01464
CCNA_02275
CCNA_00449
CCNA_00965
CCNA_00232
CCNA_02935
CCNA_02713
CCNA_02243
CCNA_00444
CCNA_00443
CCNA_00442
CCNA_00445

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

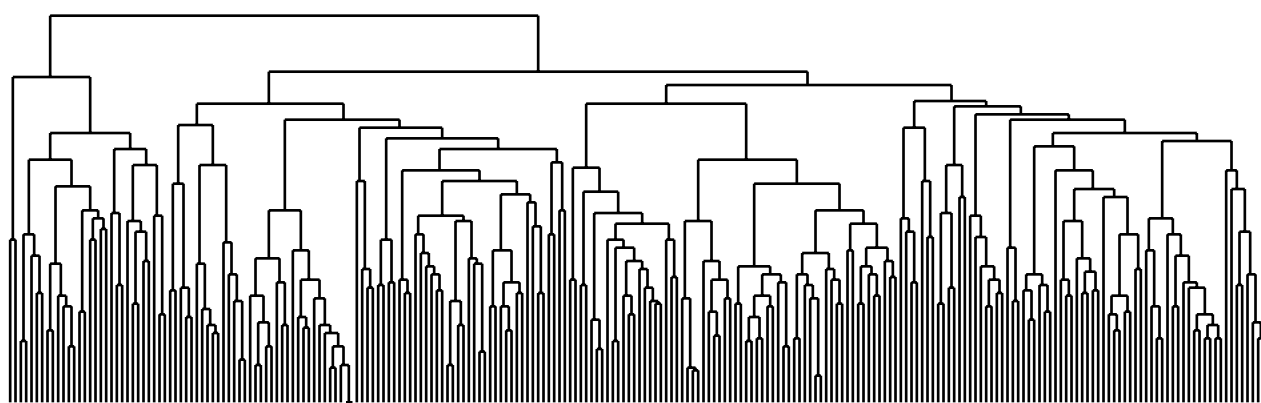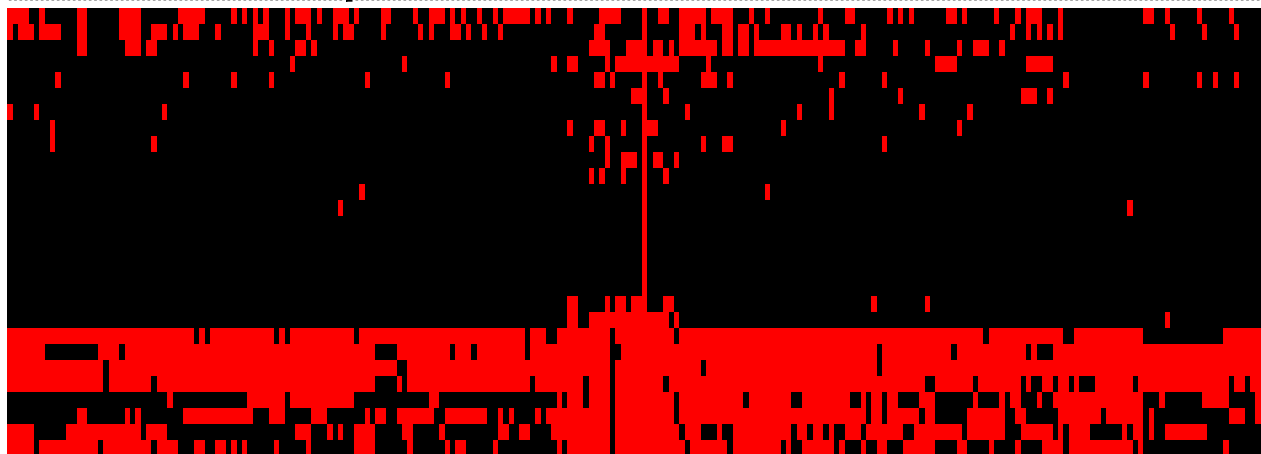

CCNA\_02462  
CCNA\_01562  
CCNA\_01714  
CCNA\_01619  
CCNA\_01195  
CCNA\_00126  
CCNA\_02040  
CCNA\_00287  
CCNA\_01778  
CCNA\_02567  
CCNA\_01380  
CCNA\_00869  
CCNA\_01978  
CCNA\_00732  
CCNA\_01125  
CCNA\_01480  
CCNA\_02271  
CCNA\_03324  
CCNA\_01916  
CCNA\_00527  
CCNA\_03872  
CCNA\_02003  
CCNA\_01651  
CCNA\_01596  
CCNA\_02329  
CCNA\_03664  
CCNA\_02017  
CCNA\_01450

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

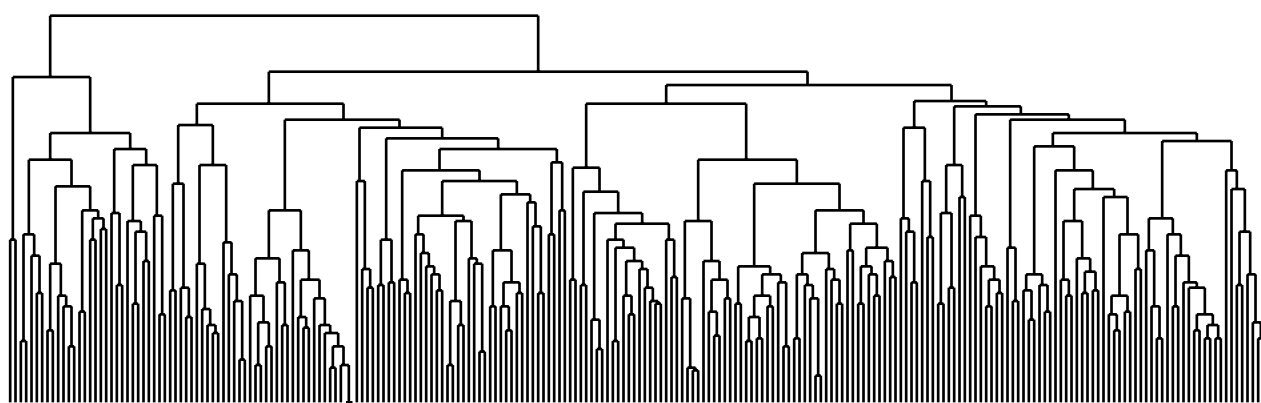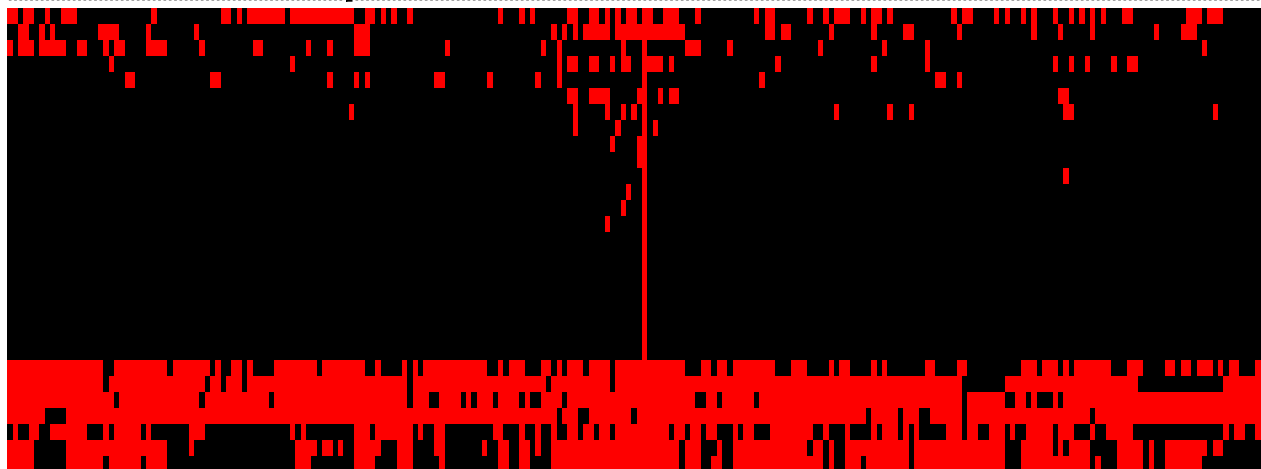

CCNA_02416
CCNA_02014
CCNA_01162
CCNA_02638
CCNA_03127
CCNA_00694
CCNA_00959
CCNA_02354
CCNA_02126
CCNA_02125
CCNA_02381
CCNA_02844
CCNA_03813
CCNA_02320
CCNA_02608
CCNA_02382
CCNA_00390
CCNA_01296
CCNA_00113
CCNA_03325
CCNA_03789
CCNA_00750
CCNA_02639
CCNA_00012
CCNA_02964
CCNA_01327
CCNA_02077
CCNA_02016
CCNA_02015

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

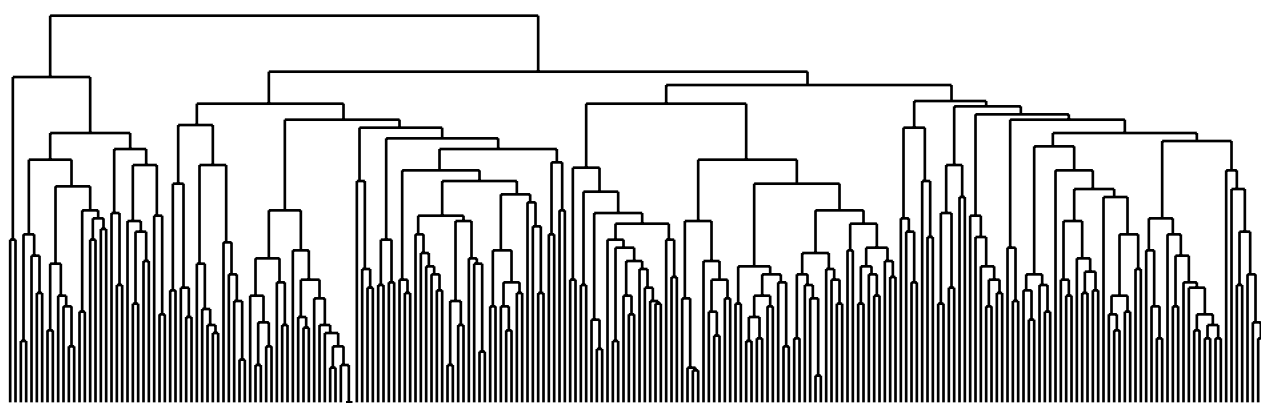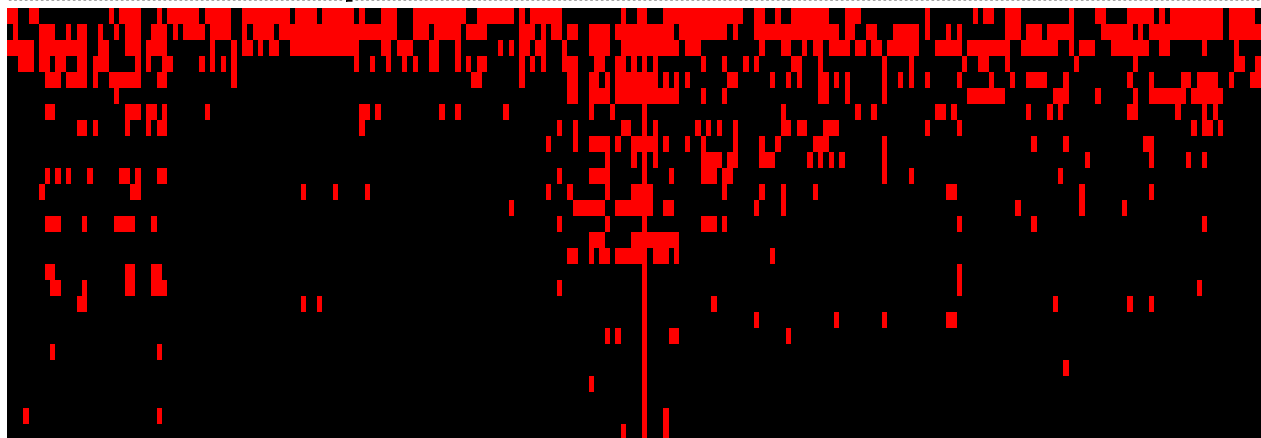

CCNA_00186
CCNA_01281
CCNA_01446
CCNA_02417
CCNA_00407
CCNA_02385
CCNA_00625
CCNA_00990
CCNA_02610
CCNA_02161
CCNA_01109
CCNA_02188
CCNA_02762
CCNA_03467
CCNA_02301
CCNA_03837
CCNA_01180
CCNA_00534
CCNA_03839
CCNA_01828
CCNA_02086
CCNA_03743
CCNA_03445
CCNA_02093
CCNA_02590
CCNA_00388
CCNA_03143

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

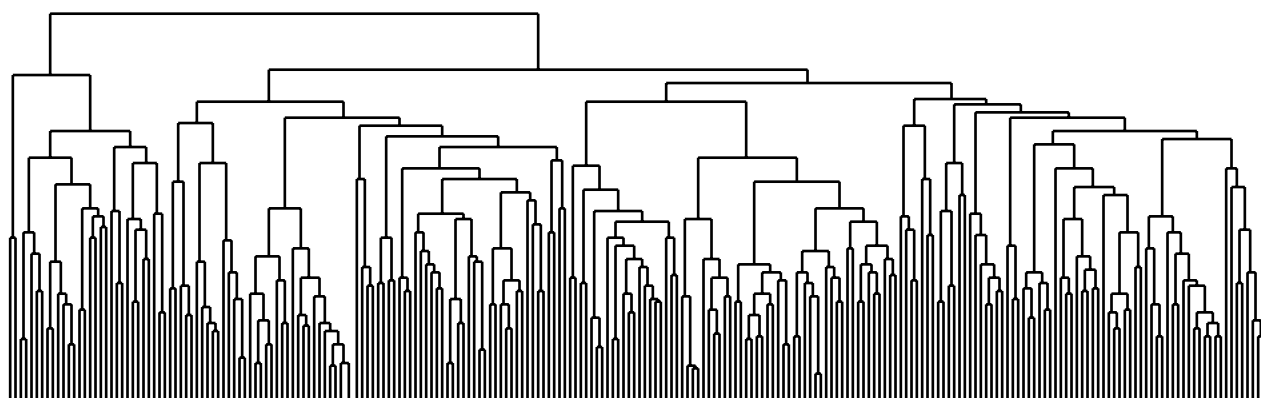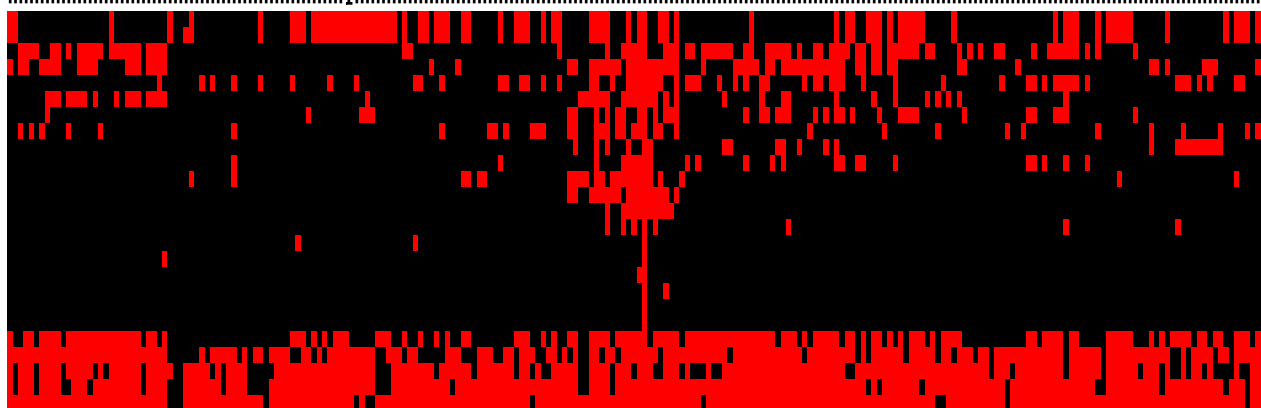

CCNA_03463
CCNA_03462
CCNA_02473
CCNA_02321
CCNA_01908
CCNA_02322
CCNA_01673
CCNA_01948
CCNA_00648
CCNA_01909
CCNA_02872
CCNA_02575
CCNA_02732
CCNA_01116
CCNA_01581
CCNA_02309
CCNA_03486
CCNA_01201
CCNA_00532
CCNA_02764
CCNA_03465
CCNA_03744
CCNA_01972
CCNA_03853
CCNA_01253

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

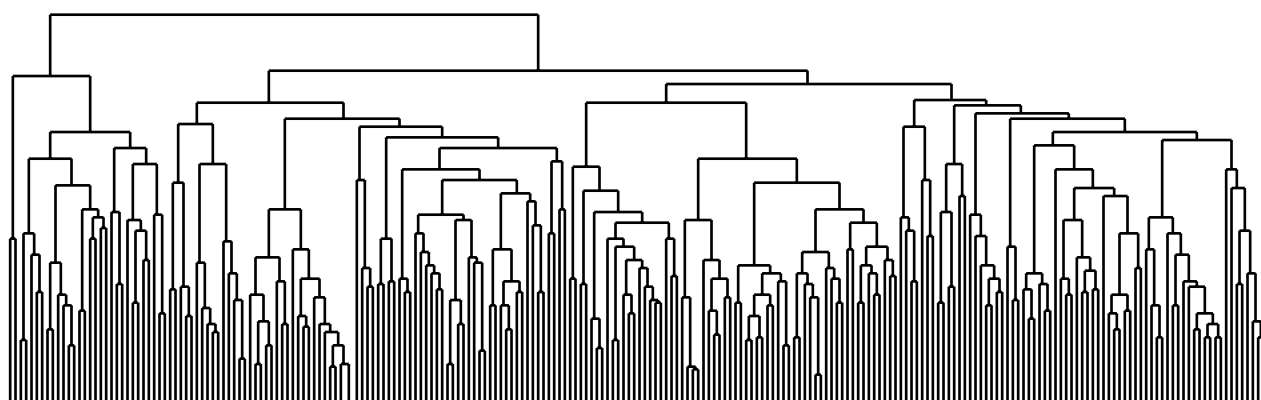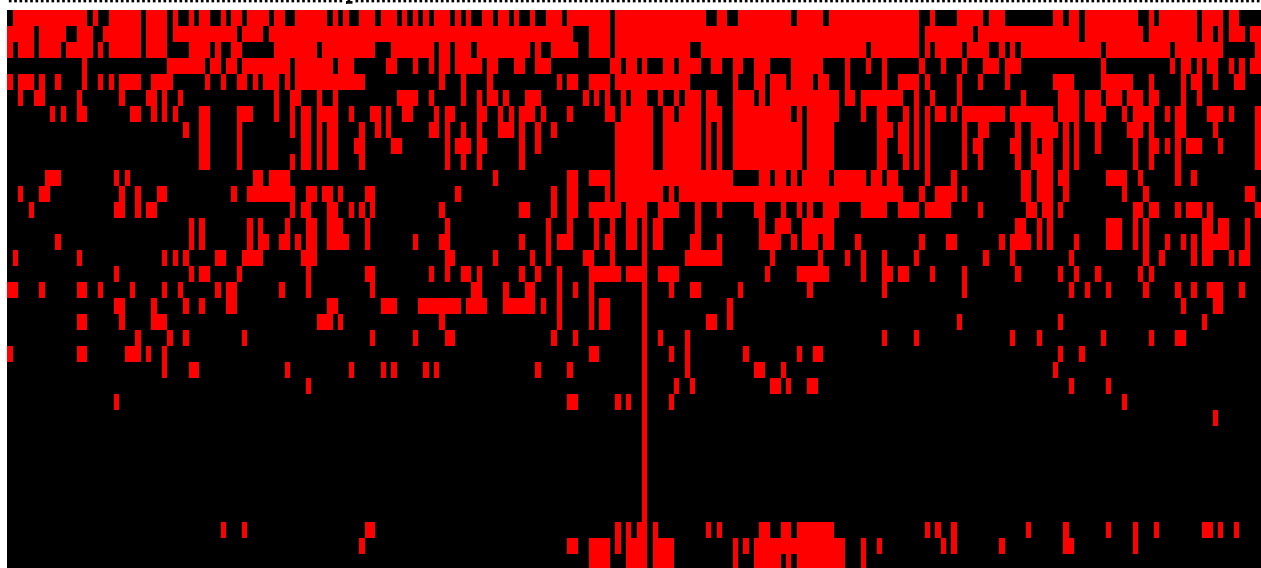

CCNA_01535
CCNA_03740
CCNA_01975
CCNA_02747
CCNA_01372
CCNA_01646
CCNA_01670
CCNA_01669
CCNA_01668
CCNA_00288
CCNA_02387
CCNA_02388
CCNA_01179
CCNA_00368
CCNA_00366
CCNA_01161
CCNA_01549
CCNA_03739
CCNA_02050
CCNA_02051
CCNA_02005
CCNA_00185
CCNA_02113
CCNA_00367
CCNA_03588
CCNA_00925
CCNA_02192
CCNA_02678
CCNA_01518
CCNA_03451
CCNA_00289
CCNA_00184
CCNA_02609
CCNA_01177
CCNA_01178

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

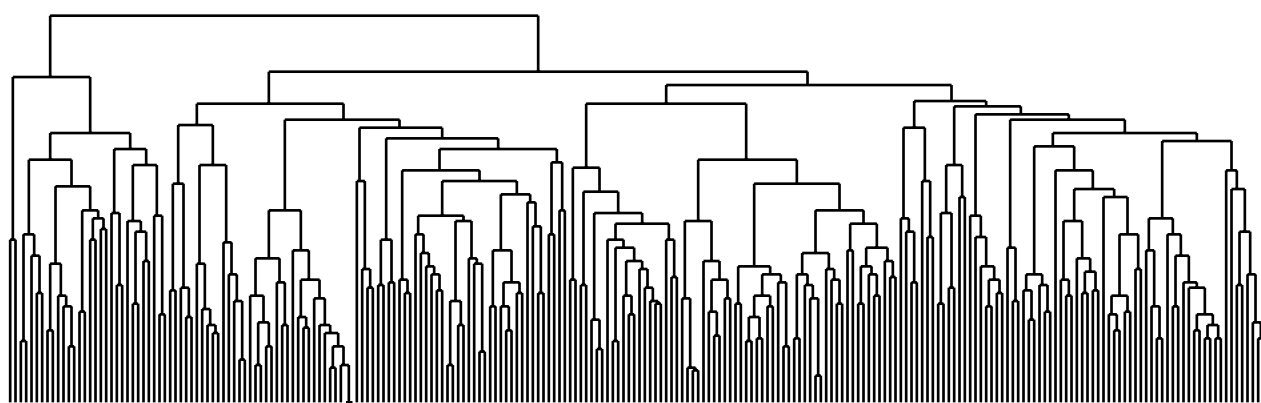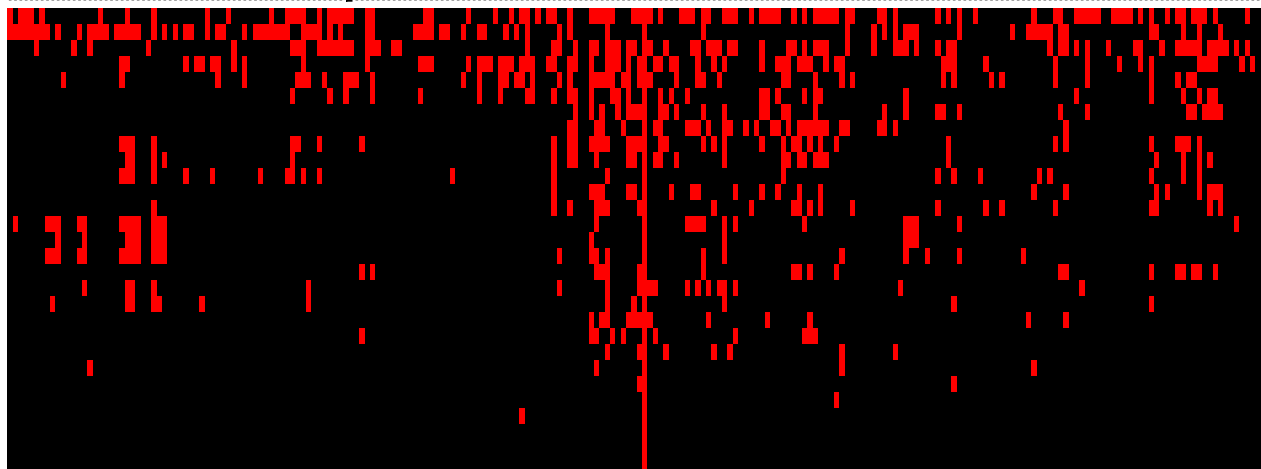

CCNA_01017
CCNA_01712
CCNA_03243
CCNA_02475
CCNA_01382
CCNA_03244
CCNA_03293
CCNA_00832
CCNA_00301
CCNA_02487
CCNA_01462
CCNA_03805
CCNA_03061
CCNA_01700
CCNA_01705
CCNA_01706
CCNA_02652
CCNA_02570
CCNA_01639
CCNA_02677
CCNA_03804
CCNA_01822
CCNA_03095
CCNA_02114
CCNA_02234
CCNA_02571
CCNA_02107
CCNA_01830
CCNA_00587

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

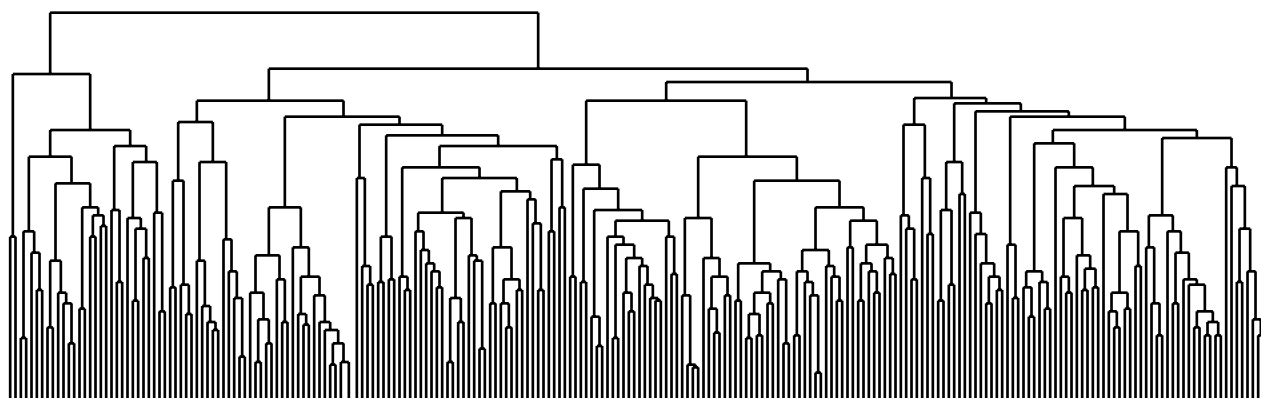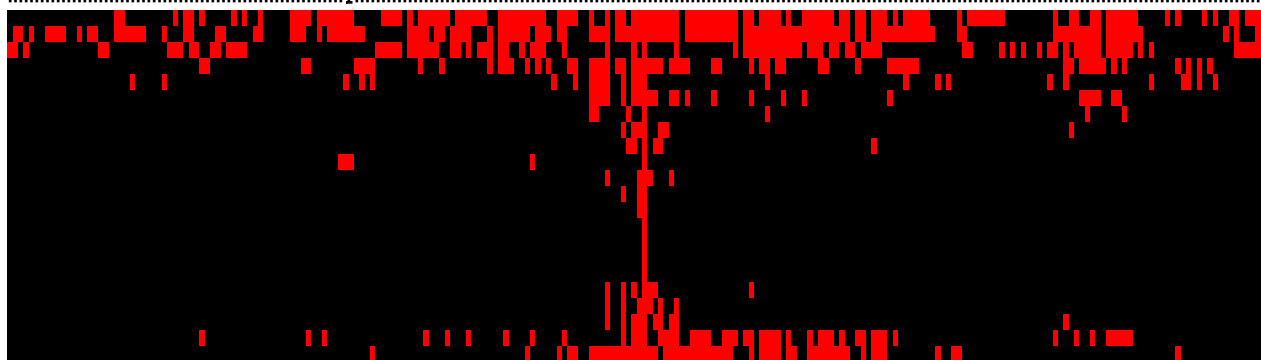

CCNA_03135
CCNA_03713
CCNA_02580
CCNA_03037
CCNA_02579
CCNA_03040
CCNA_02514
CCNA_02138
CCNA_01087
CCNA_02364
CCNA_03038
CCNA_02667
CCNA_01524
CCNA_01267
CCNA_00814
CCNA_02402
CCNA_02513
CCNA_03041
CCNA_03039
CCNA_03033
CCNA_02140
CCNA_02849

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

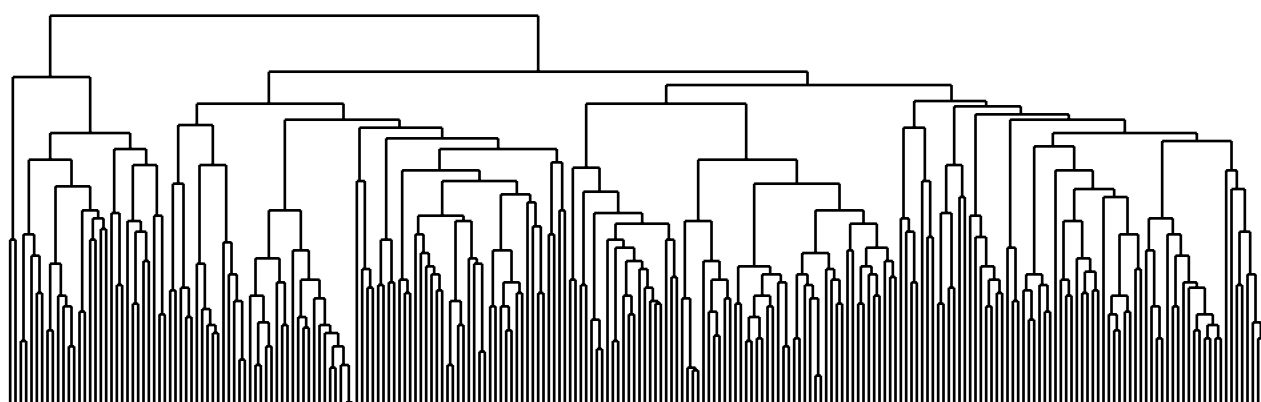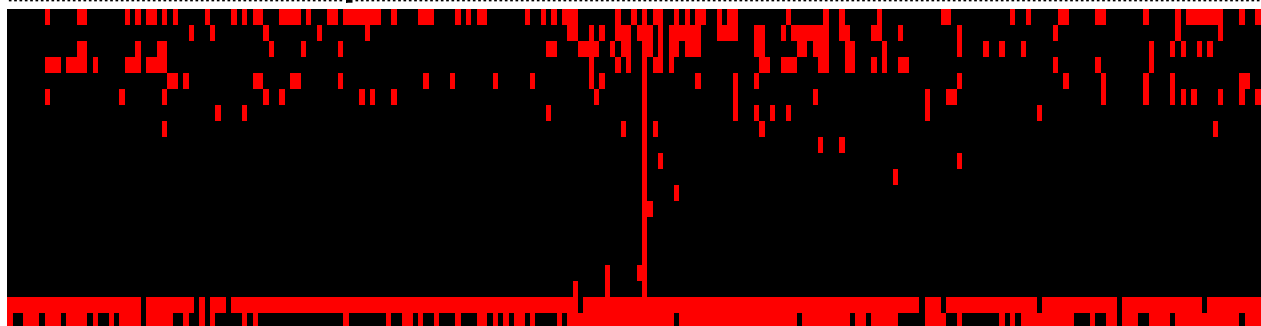

CCNA\_02220  
CCNA\_03746  
CCNA\_01071  
CCNA\_01274  
CCNA\_01258  
CCNA\_03161  
CCNA\_02587  
CCNA\_00428  
CCNA\_02448  
CCNA\_01081  
CCNA\_03790  
CCNA\_00072  
CCNA\_02395  
CCNA\_03576  
CCNA\_02338  
CCNA\_02449  
CCNA\_00811  
CCNA\_02253  
CCNA\_01652  
CCNA\_02090

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

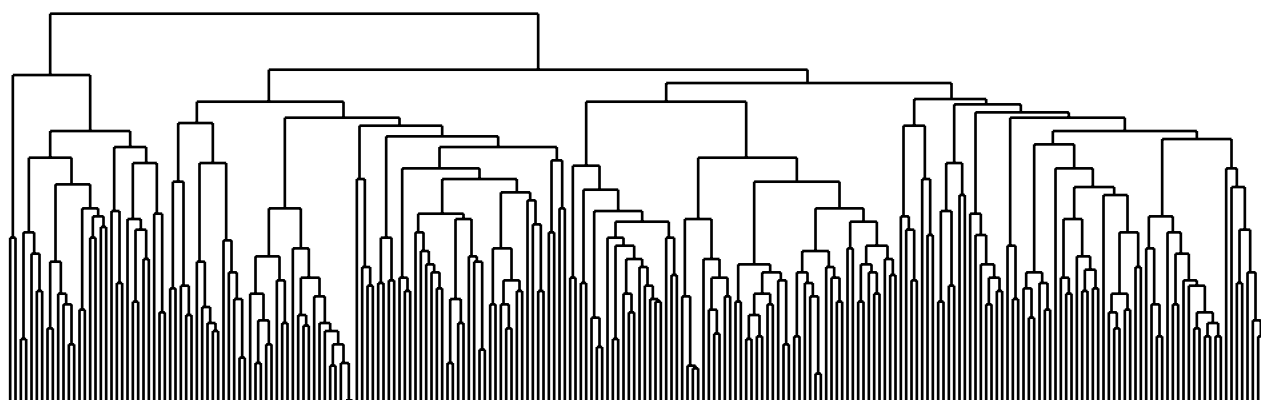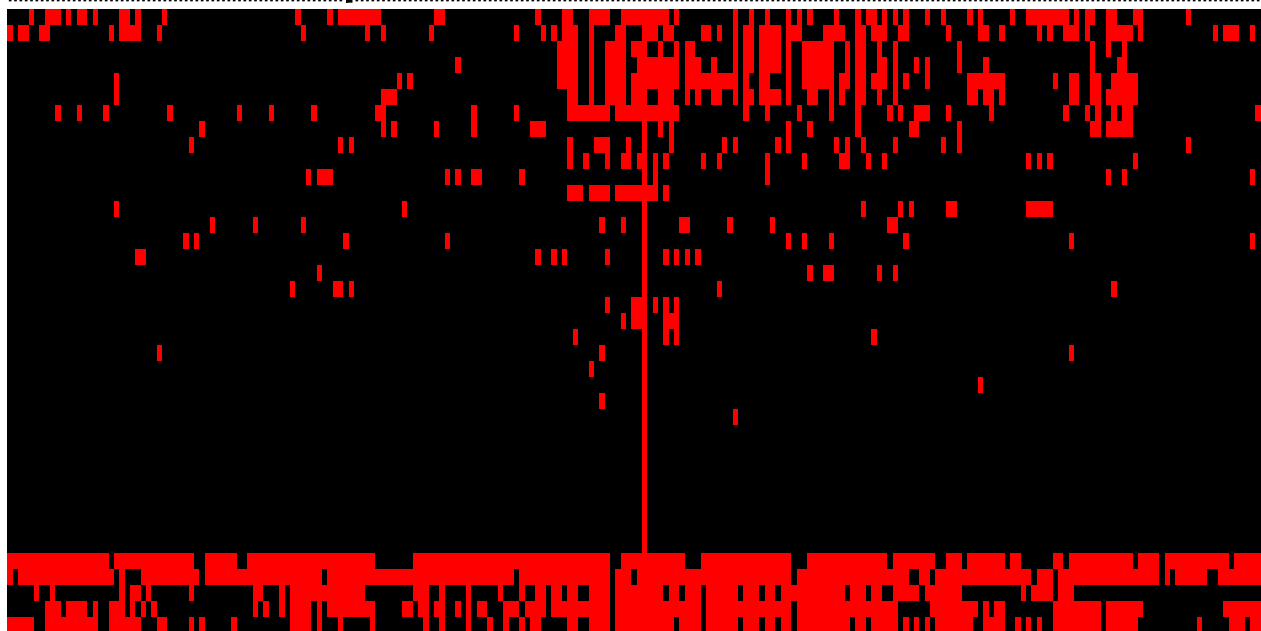

CCNA_02547
CCNA_00441
CCNA_01644
CCNA_00787
CCNA_02145
CCNA_00946
CCNA_00349
CCNA_00947
CCNA_00777
CCNA_03712
CCNA_00348
CCNA_02625
CCNA_03008
CCNA_03258
CCNA_03468
CCNA_02727
CCNA_00626
CCNA_00439
CCNA_02408
CCNA_03136
CCNA_00350
CCNA_00665
CCNA_03291
CCNA_02949
CCNA_03343
CCNA_02144
CCNA_01671
CCNA_02840
CCNA_01000
CCNA_02939
CCNA_01280
CCNA_00221
CCNA_00945
CCNA_02711
CCNA_03819
CCNA_02645
CCNA_03753
CCNA_02624
CCNA_03342

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

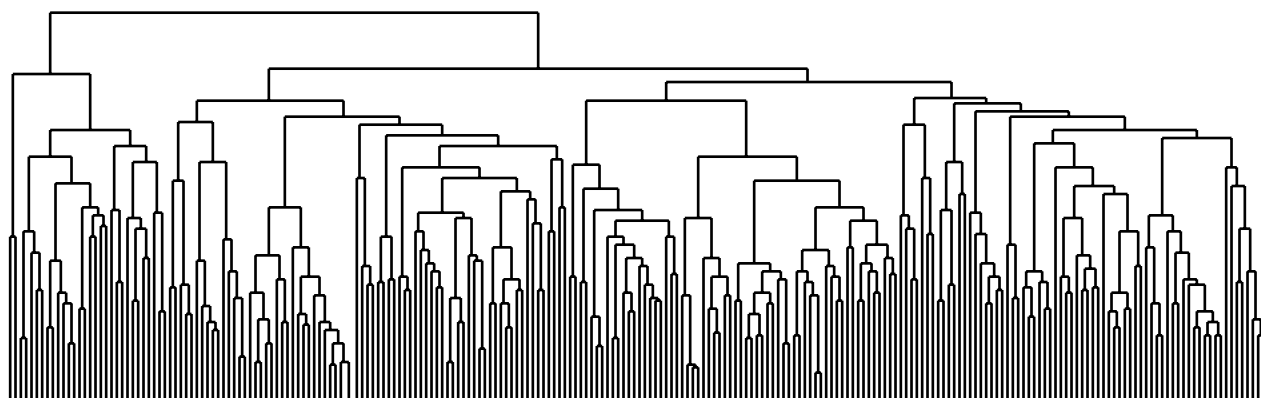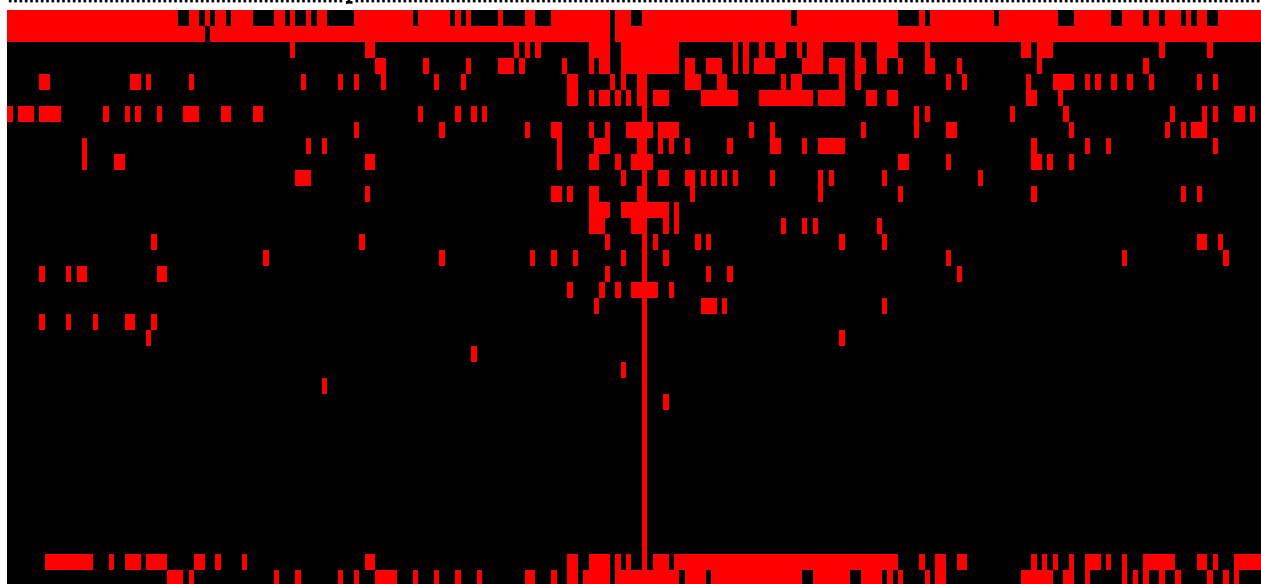

CCNA_00383
CCNA_02078
CCNA_03455
CCNA_00291
CCNA_02112
CCNA_02206
CCNA_01563
CCNA_01618
CCNA_00194
CCNA_03221
CCNA_02450
CCNA_03222
CCNA_03584
CCNA_03873
CCNA_01556
CCNA_01531
CCNA_02588
CCNA_03660
CCNA_02340
CCNA_00345
CCNA_02100
CCNA_03196
CCNA_03086
CCNA_00025
CCNA_03210
CCNA_02636
CCNA_00861
CCNA_02091
CCNA_00357
CCNA_01479
CCNA_01542
CCNA_02676
CCNA_02298
CCNA_01748
CCNA_00222
CCNA_00872

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

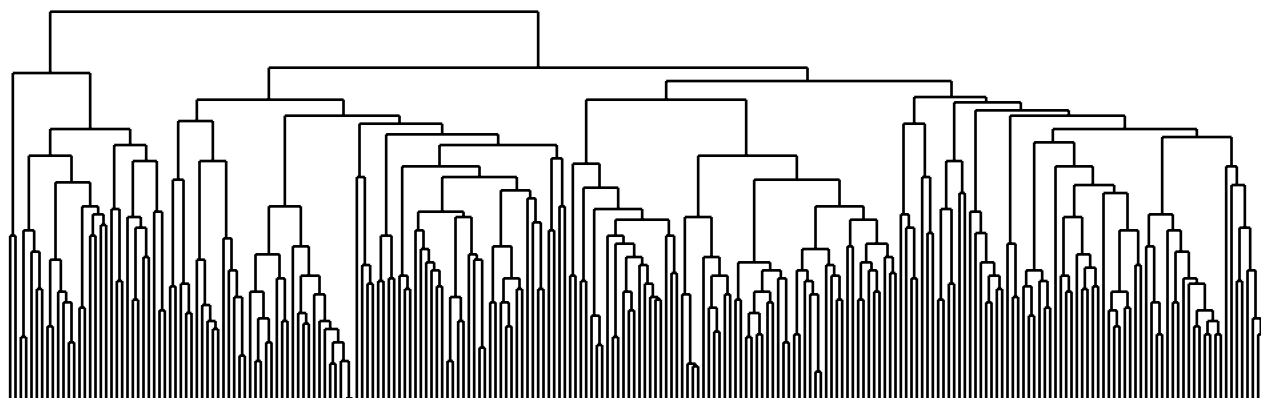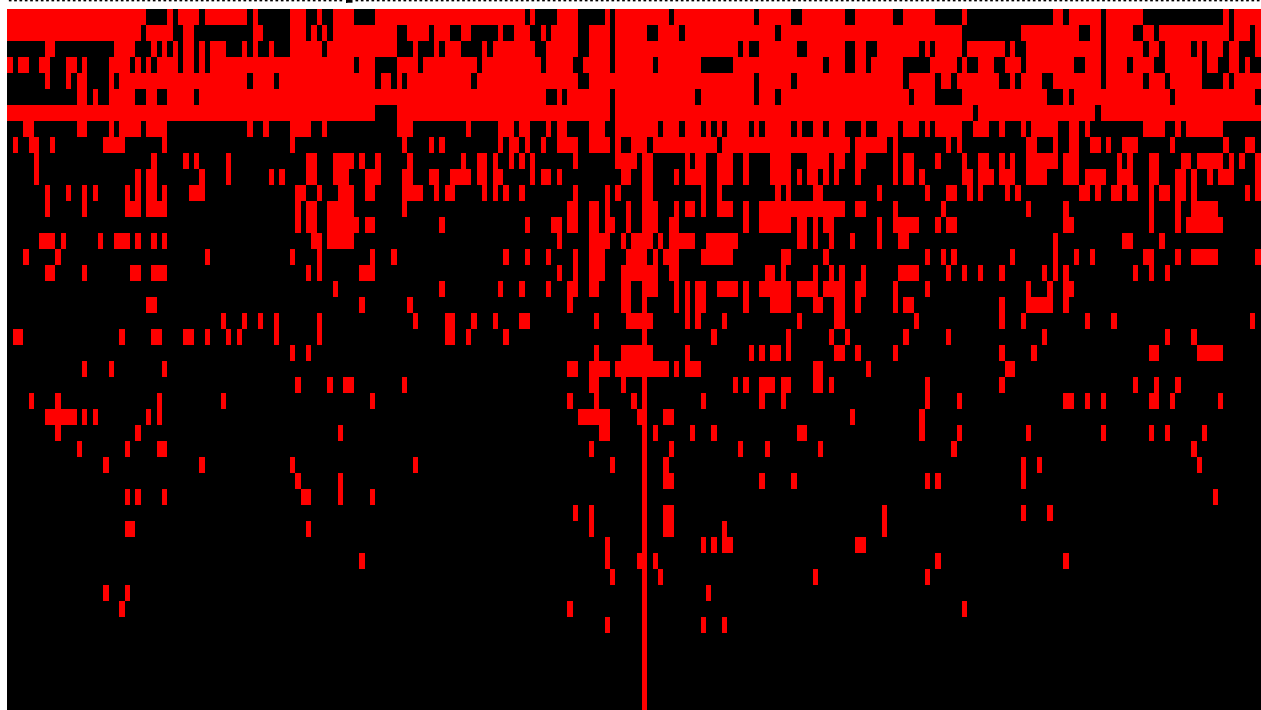

CCNA_01752
CCNA_03464
CCNA_00014
CCNA_03331
CCNA_00269
CCNA_01630
CCNA_00270
CCNA_01399
CCNA_01751
CCNA_00646
CCNA_00647
CCNA_00654
CCNA_00651
CCNA_00652
CCNA_02171
CCNA_01400
CCNA_01672
CCNA_00653
CCNA_00645
CCNA_01907
CCNA_00535
CCNA_01906
CCNA_02650
CCNA_00650
CCNA_00262
CCNA_00261
CCNA_01623
CCNA_01144
CCNA_03550
CCNA_02883
CCNA_01145
CCNA_02882
CCNA_01143
CCNA_00644
CCNA_03758
CCNA_03329
CCNA_01079
CCNA_01255
CCNA_03549
CCNA_01966
CCNA_00085
CCNA_03081
CCNA_00415
CCNA_00243

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

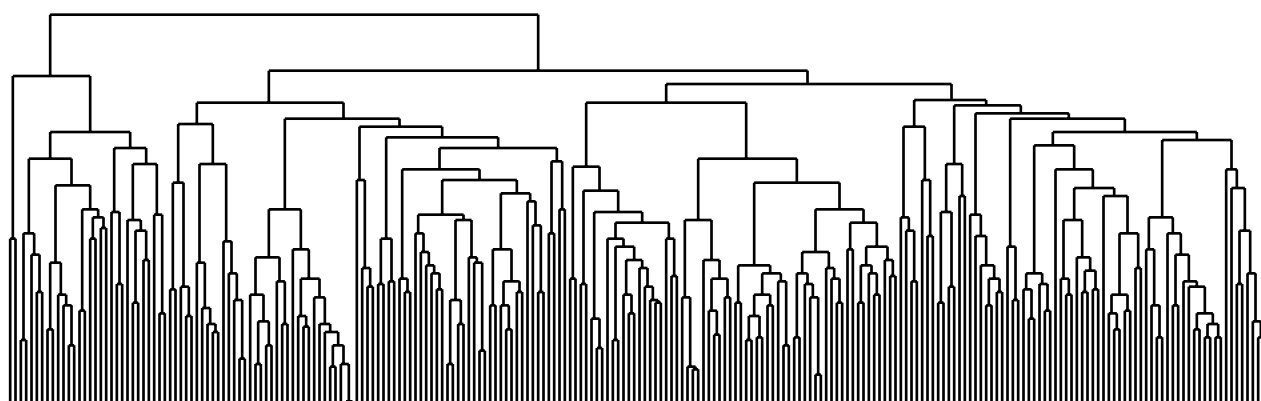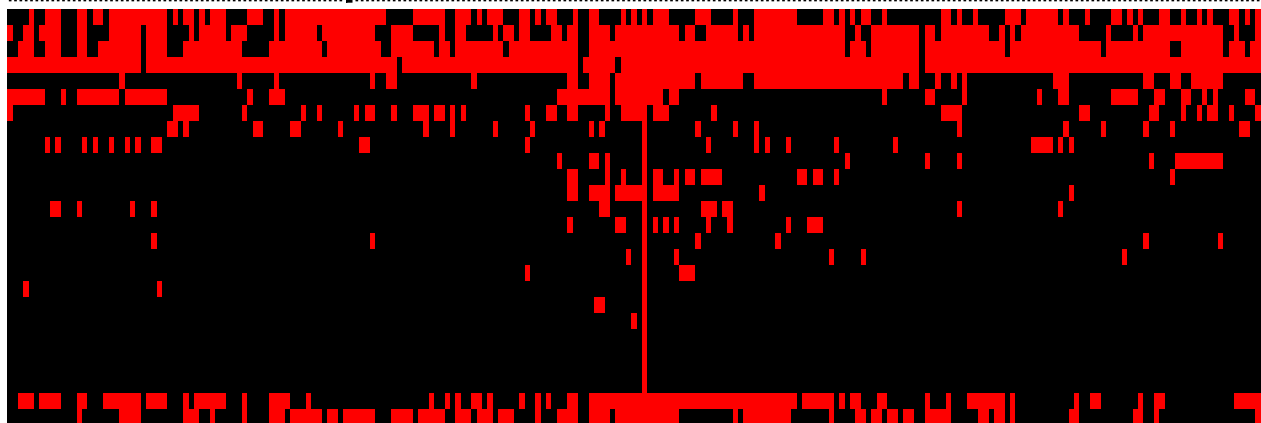

CCNA_02540
CCNA_03722
CCNA_00193
CCNA_00048
CCNA_02052
CCNA_02623
CCNA_02269
CCNA_01257
CCNA_02622
CCNA_03347
CCNA_01914
CCNA_02300
CCNA_00115
CCNA_01070
CCNA_03741
CCNA_01164
CCNA_02260
CCNA_00924
CCNA_01877
CCNA_03297
CCNA_02679
CCNA_00114
CCNA_01567
CCNA_03380
CCNA_03510
CCNA_02307

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

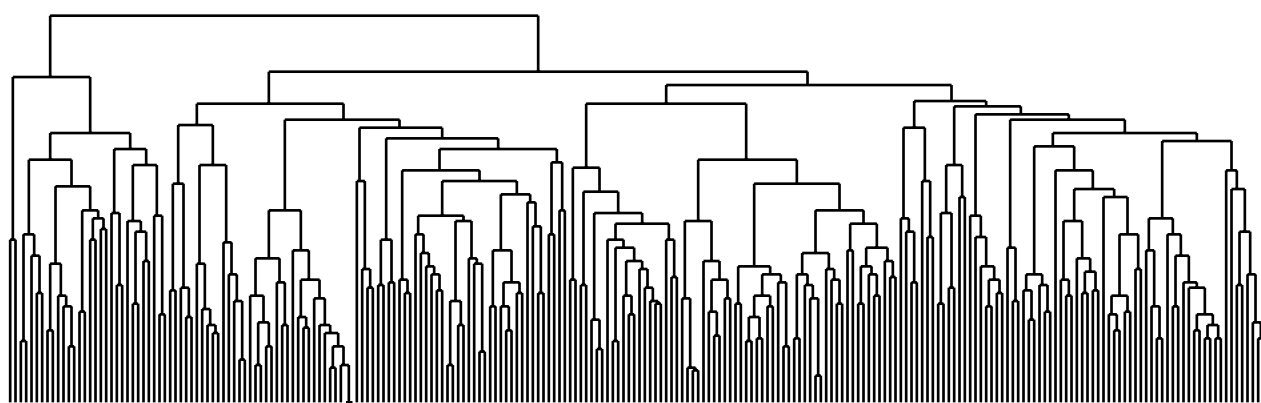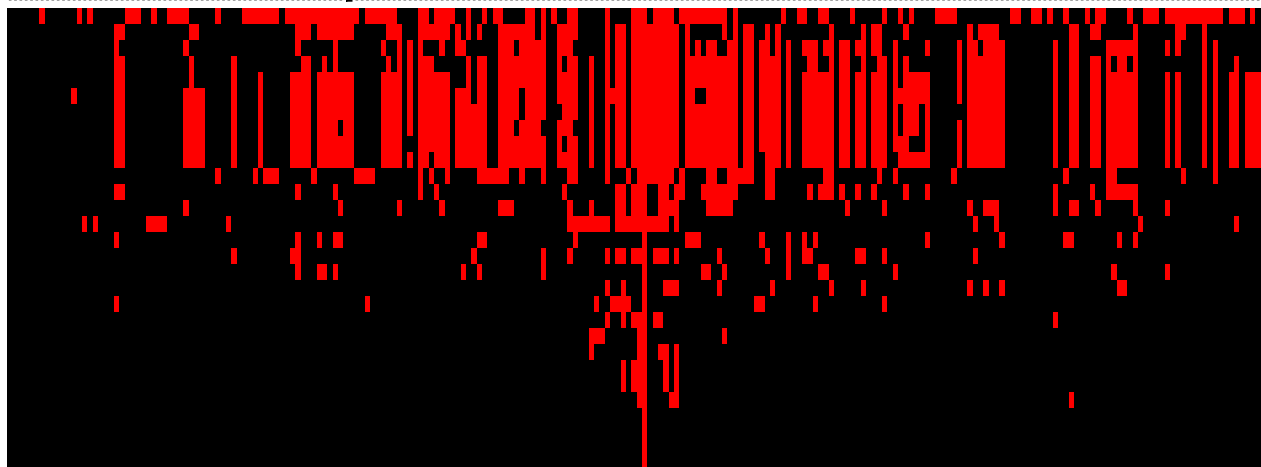

CCNA_01001
CCNA_01006
CCNA_00950
CCNA_01130
CCNA_01131
CCNA_01129
CCNA_01005
CCNA_00951
CCNA_01002
CCNA_00956
CCNA_02646
CCNA_00954
CCNA_00953
CCNA_03130
CCNA_01727
CCNA_01004
CCNA_01530
CCNA_02141
CCNA_02674
CCNA_03552
CCNA_00957
CCNA_02411
CCNA_00952
CCNA_02664
CCNA_01003
CCNA_00519
CCNA_03212
CCNA_03307
CCNA_00949

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

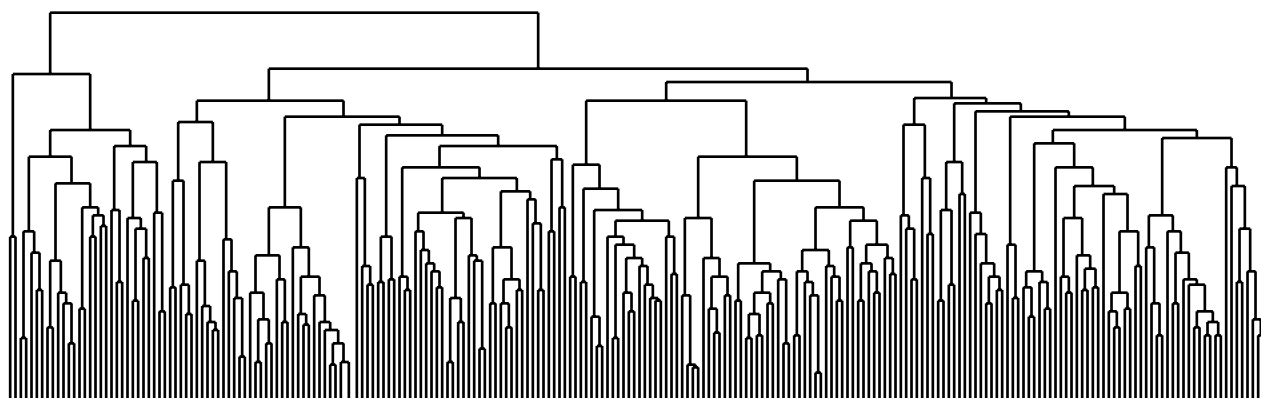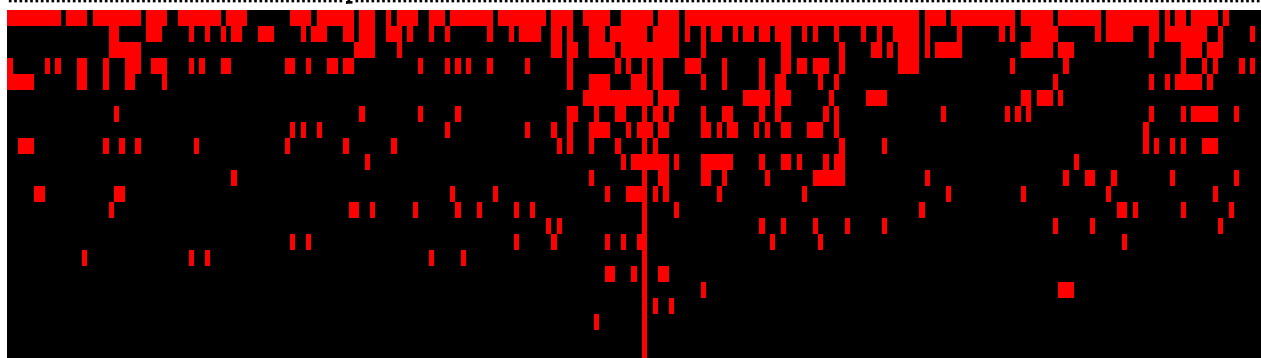

CCNA_03009
CCNA_02957
CCNA_02283
CCNA_01555
CCNA_00991
CCNA_02589
CCNA_02287
CCNA_00079
CCNA_01557
CCNA_00401
CCNA_03141
CCNA_00122
CCNA_02946
CCNA_00482
CCNA_03418
CCNA_01578
CCNA_00992
CCNA_02979
CCNA_03694
CCNA_03121
CCNA_00582
CCNA_03063

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

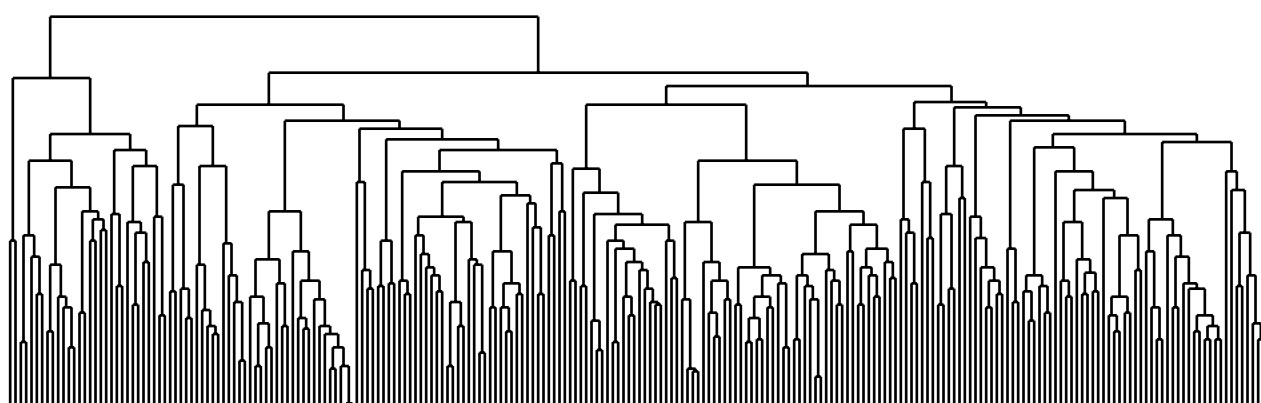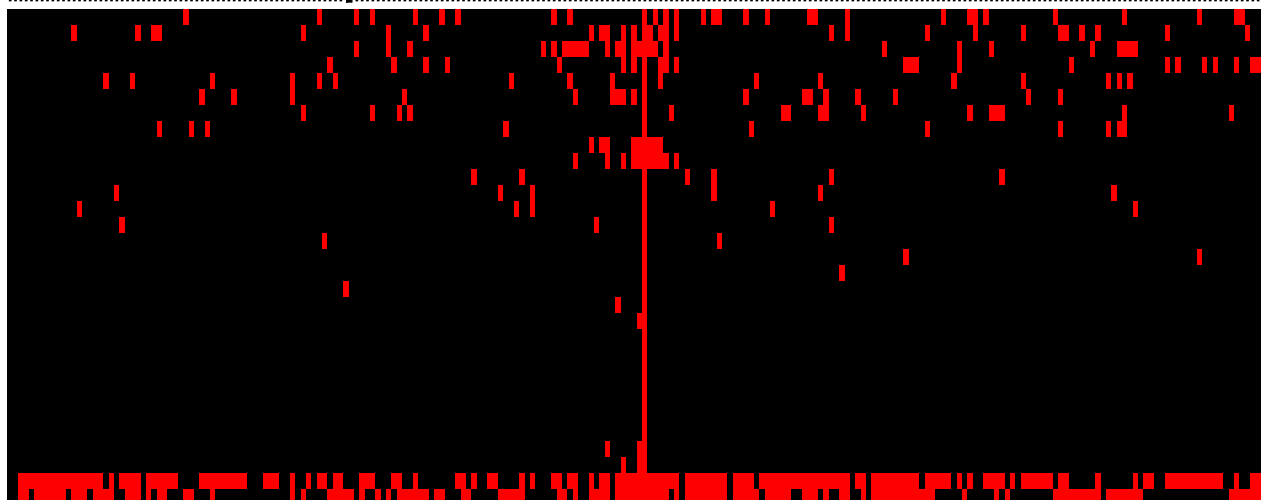

CCNA_00692
CCNA_03585
CCNA_02546
CCNA_00631
CCNA_03425
CCNA_03250
CCNA_00803
CCNA_02945
CCNA_02515
CCNA_01525
CCNA_00538
CCNA_01465
CCNA_03691
CCNA_02982
CCNA_03586
CCNA_03803
CCNA_01021
CCNA_03690
CCNA_00448
CCNA_02565
CCNA_03606
CCNA_03249
CCNA_00235
CCNA_03738
CCNA_00236
CCNA_01117
CCNA_03248
CCNA_00997
CCNA_03410
CCNA_01782
CCNA_03424

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

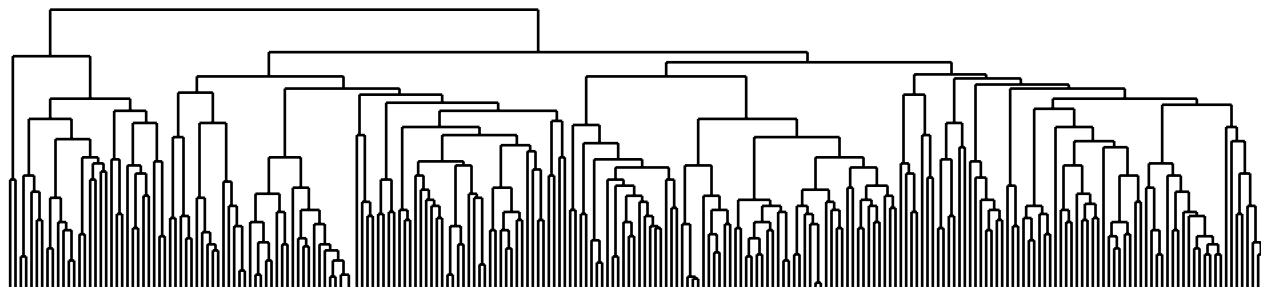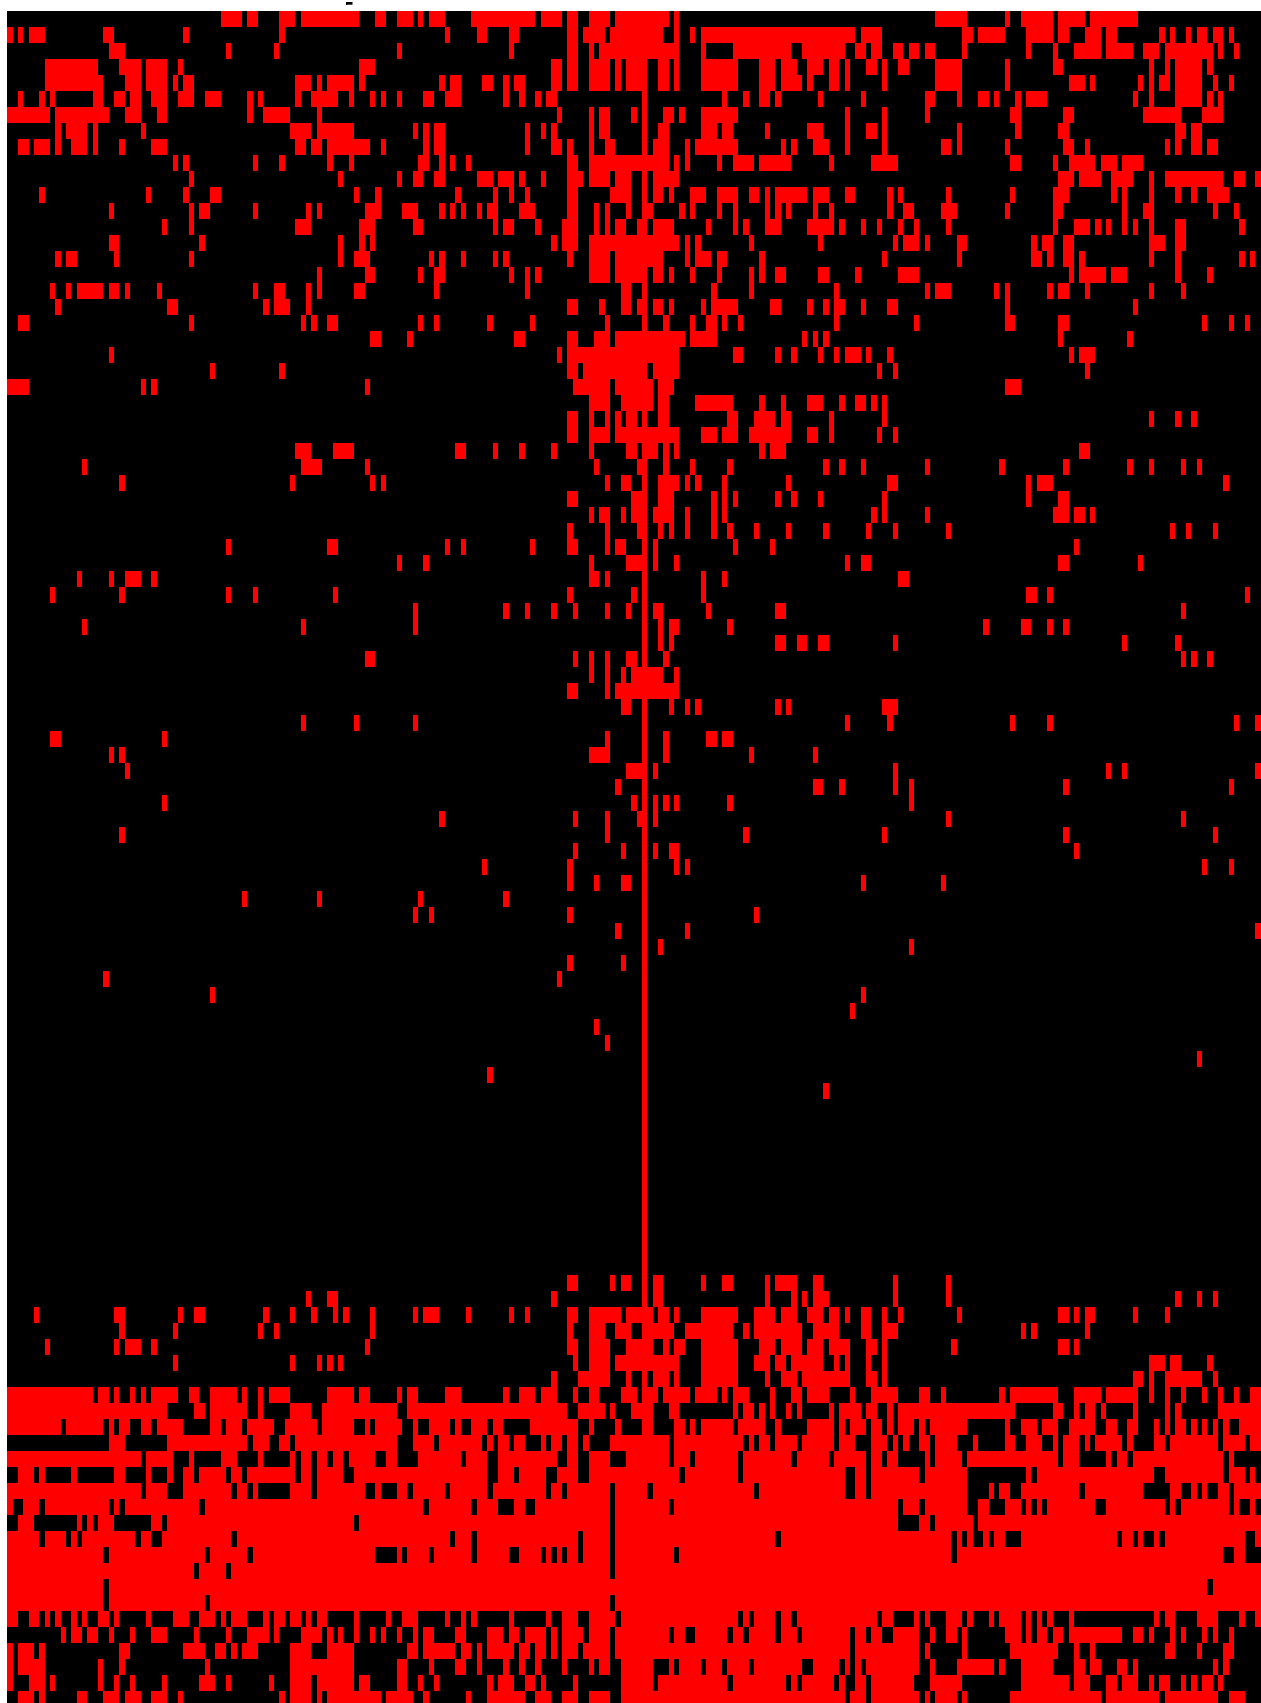

CCNA_02681
CCNA_03672
CCNA_00489
CCNA_02252
CCNA_01412
CCNA_01351
CCNA_03619
CCNA_02164
CCNA_01008
CCNA_00240
CCNA_00690
CCNA_02690
CCNA_01413
CCNA_01367
CCNA_02335
CCNA_02378
CCNA_03043
CCNA_03279
CCNA_02166
CCNA_00782
CCNA_01387
CCNA_01943
CCNA_01621
CCNA_00699
CCNA_02853
CCNA_03280
CCNA_01374
CCNA_01295
CCNA_01634
CCNA_02696
CCNA_01690
CCNA_00168
CCNA_02357
CCNA_02334
CCNA_03406
CCNA_02733
CCNA_03762
CCNA_00928
CCNA_01796
CCNA_02700
CCNA_01263
CCNA_03404
CCNA_00742
CCNA_02697
CCNA_01139
CCNA_01139
CCNA_01222
CCNA_03100
CCNA_00230
CCNA_02242
CCNA_02742
CCNA_02692
CCNA_03736
CCNA_02799
CCNA_01352
CCNA_01802
CCNA_00468
CCNA_00845
CCNA_02355
CCNA_00375
CCNA_02360
CCNA_03034
CCNA_02812
CCNA_02205
CCNA_02517
CCNA_02361
CCNA_02556
CCNA_02599
CCNA_03119
CCNA_01076
CCNA_01075
CCNA_00867
CCNA_03216
CCNA_01788
CCNA_03452
CCNA_02251
CCNA_01181
CCNA_00713
CCNA_02723
CCNA_02690
CCNA_02689
CCNA_02254
CCNA_01240
CCNA_00938
CCNA_01414
CCNA_00086
CCNA_01198
CCNA_03793
CCNA_00495
CCNA_03635
CCNA_01955
CCNA_00295
CCNA_02427
CCNA_01792
CCNA_03164
CCNA_00918
CCNA_00778
CCNA_00897
CCNA_01097
CCNA_00512
CCNA_02854
CCNA_01095
CCNA_03800
CCNA_03262
CCNA_00929
CCNA_00316

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

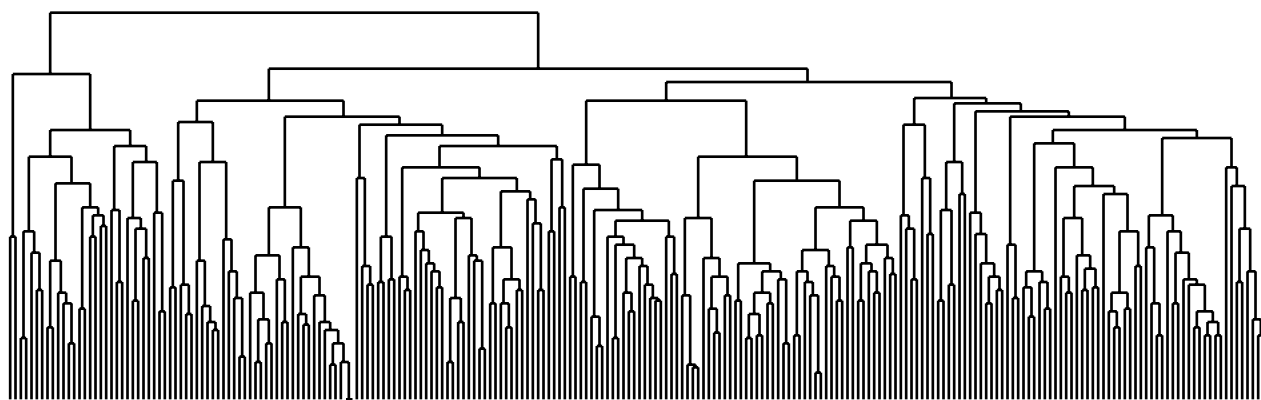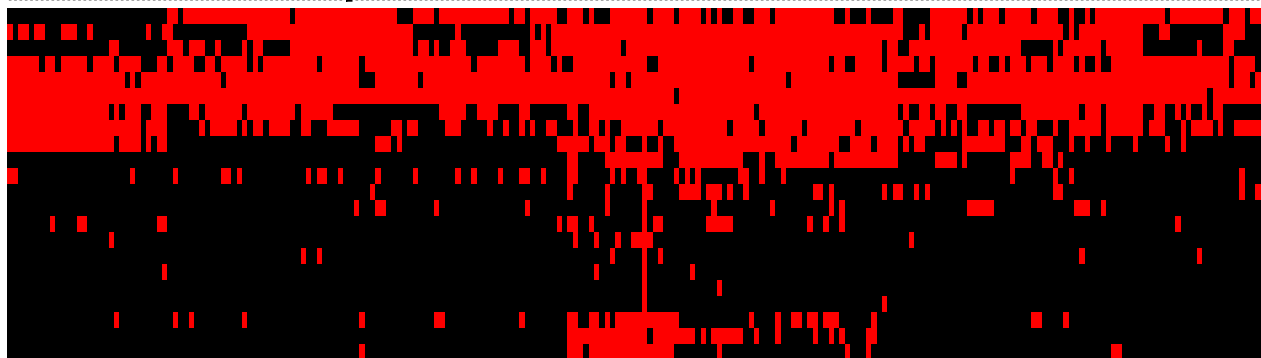

CCNA_01506
CCNA_01332
CCNA_03876
CCNA_03430
CCNA_01633
CCNA_01328
CCNA_01123
CCNA_01199
CCNA_01741
CCNA_01364
CCNA_03128
CCNA_01726
CCNA_00052
CCNA_03537
CCNA_03545
CCNA_01965
CCNA_01346
CCNA_03224
CCNA_02176
CCNA_00036
CCNA_01921
CCNA_01956

# Supplementary material for: Transcriptomic and phylogenetic analysis of a bacterial cell cycle reveals strong associations between gene co-expression and evolution
**Source:** BMC Genomics. 2013 Jul 5;14:450. doi: 10.1186/1471-2164-14-450
**Supplement:** Additional file 19: Figure S6 — Phylogenetic profiles and positions in MPD and MNTD coordinates for all modules.

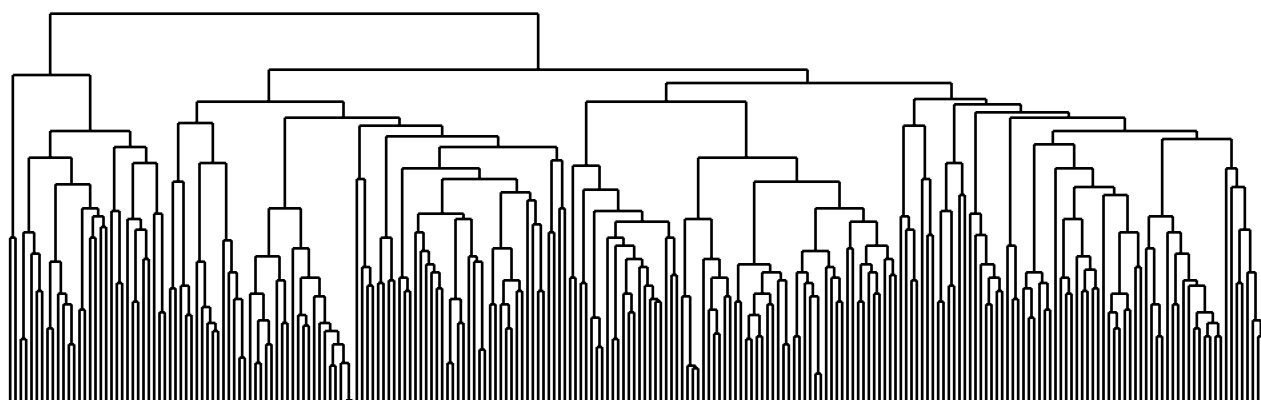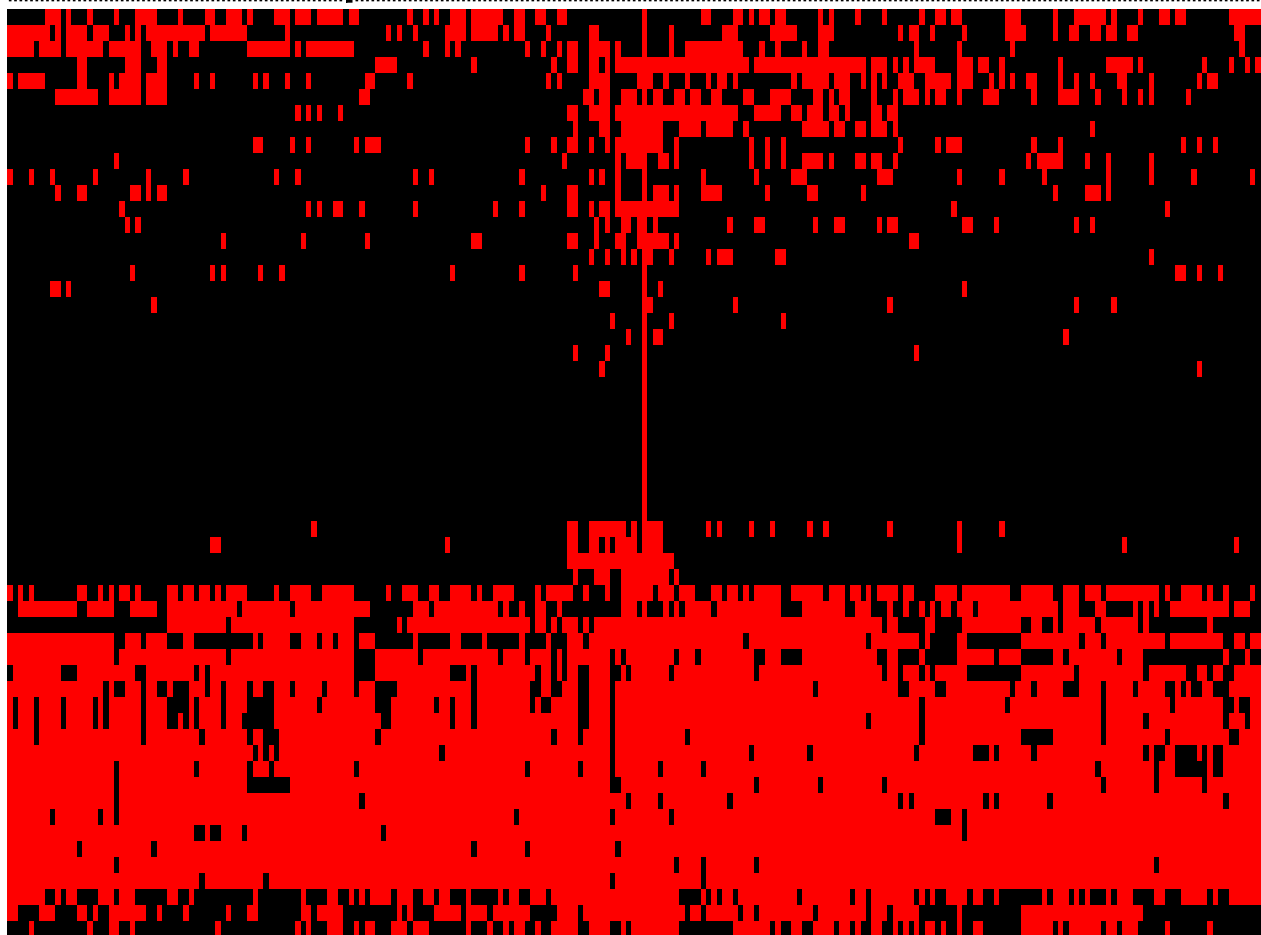

CCNA_00898
CCNA_01490
CCNA_02362
CCNA_01769
CCNA_00211
CCNA_00352
CCNA_02324
CCNA_03836
CCNA_00494
CCNA_00968
CCNA_03587
CCNA_01579
CCNA_01780
CCNA_01790
CCNA_00807
CCNA_02273
CCNA_01681
CCNA_00321
CCNA_00493
CCNA_00431
CCNA_03799
CCNA_02098
CCNA_01584
CCNA_02998
CCNA_00765
CCNA_03635
CCNA_03460
CCNA_00923
CCNA_00129
CCNA_03638
CCNA_03728
CCNA_00804
CCNA_00526
CCNA_02240
CCNA_03428
CCNA_01971
CCNA_01958
CCNA_01050
CCNA_02042
CCNA_02231
CCNA_00805
CCNA_00053
CCNA_03256
CCNA_03657
CCNA_03658
CCNA_01689
CCNA_00280
CCNA_01659
CCNA_00054
CCNA_01098
CCNA_00492
CCNA_01330
CCNA_00320
CCNA_00678
CCNA_03768
CCNA_00518
CCNA_03563
CCNA_03659

How the deposited data were processed for this re-analysis (not part of the article)

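Gene expression of *Caulobacter crescentus* NA1000 was measured in 15 RNA-Seq libraries, 3 replicates of each of 5 cell-cycle stages (SW, ST, EPD, PD and LPD). Synchronized swarmer cells were taken at 0 min and followed through the cycle. Each deposited sample is named by its stage and replicate number, and 0 columns were left without a sample.

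The deposited values are coverage, made by the authors as follows. Strand-specific libraries were prepared from RNA depleted of rRNA, barcoded, and sequenced as 50-base SOLiD reads, with the replicates of a time point on an individual flow cell. Reads were mapped to the NA1000 chromosome with mismatches weighted down, the genome was segmented, and segments whose CV between replicates exceeded 1 were removed. The weighted mean coverage of a gene was taken over the remaining segments, and genes up to 1000x and over 1000x were normalized separately by the sum of each replicate. The deposited coverage therefore already includes mapping, segment removal and normalization, and its values are whole numbers. Read counts were not used here, so no count model was fitted. Normalized coverage does not measure the depth of a library, which is not given here. Mean coverage per gene in single libraries ran from 264 to 529 with a median of 352. Most of that spread lay in genes over 1000x, whose sum per library ran from 907577 to 1935559. The sum over the other genes ran from 142265 to 164858.

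Log2(coverage + 1) was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per stage, a trend of the variance with expression, and empirical Bayes moderation. Genes with a mean coverage of at least 1 over the 15 samples were tested, 3676 of 3970. The tests were an F test over the successive comparisons, each successive comparison (ST against SW, EPD against ST, PD against EPD, LPD against PD), SW against the mean of the others, and tests of gene lists. All limma tests are two-sided, and p was adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Adjusted p-values beside gene names are limma's. SDs are between the 3 replicates of a stage.

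Gene lists were 20, with 479 members, read from the annotation of the authors' tables: flagellar structure and assembly, chemotaxis, pili, flagellins, holdfast, cell cycle regulators and polarity proteins, cell division and cell wall synthesis, DNA replication and segregation, two-component proteins, sulfate import and cysteine synthesis, methionine, serine, glycine and glutathione metabolism, NADH dehydrogenase, cytochromes and terminal oxidases, ATP synthase, the tricarboxylic acid cycle, ribosomal proteins, TonB-dependent receptors, heat shock chaperones and proteases, purine and pyrimidine synthesis, and cold shock proteins. Lists with at least 5 members entered a two-sided Fisher's exact test against all tested genes, and camera with a preset correlation of 0.01 and again with an estimated one. Fisher's exact test takes genes as independent, so its p-values can be too small where members of a list vary together. Of 72 camera tests 38 passed with the preset correlation and 0 with the estimated one, whose smallest adjusted p was 0.18. Members named only in the module tables, which were built on these samples, were described and entered no such test. The holdfast and cold shock lists had too few other members for a test.

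The named genes followed a rule: every gene the paper names and the genes of Table S4; for each successive comparison the 10 largest increases and decreases past the threshold with 5x or more in the higher stage and no overlap between replicates; the 4 members of each list with the smallest adjusted p; and the non-coding RNAs with the largest folds. Chance gives no overlap in 10% of comparisons of 3 against 3. The values of many genes had been seen in Tables S1, S3 and S4 when the rule was written. Samples, comparisons, the rule, the lists and most alternatives were fixed before the deposited values were examined. Genes listed at 0 in all replicates of a stage are reported as such without a fold. Coordinates are those of the assembly ASM2200v1, in which 3859 of the 3970 genes were found.

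Folds, peaks and module values are given for the 12 samples without SW replicate 1, ST replicate 1 and EPD replicate 2, and then for all 15. The folds of the paper that were held match these 12 samples. For peaks this is not settled. The paper's peak of about 1550x for CCNA_R0092 is nearer to that over 15 samples (1551) than over 12 (1429). According to the methods, a replicate of each of these stages was removed following the data filter of WGCNA. Single-gene tests use all 15, as the authors' baySeq analysis did. CVs were computed per stage over replicates and averaged. The power law was fitted by maximum likelihood with a lower limit chosen by the Kolmogorov-Smirnov distance and 100 bootstrap samples, and tested on simulated data with known exponents. Modules were taken from Table S6a, and the first eigenvector was computed from profiles scaled per gene. Permutation tests used 100000 resamples. Tables S1 and S3 were held in part, so no test or overlap uses their values. Listed folds of Table S3 served only to find the 12 samples. The held parts of Tables S3 and S10 did decide which list members entered the set tests. A member left out there may be named in the parts not held. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

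Limma was tested on simulated data in which 200 genes changed between stages, all drawn from genes above about 5x on average. Weaker genes were not covered. Of genes with 2-fold changes 54% to 60% were called in a comparison of 2 stages, and of those with 4-fold changes 93% to 96%, with 6 to 10 false calls. With 3 against 3 values, a single-value permutation test cannot give p below 0.1, so none was made.

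The alternatives, 25 settings of the gene fits, were other pseudocounts (0.5 and 5), no filter or a mean of at least 5, no variance trend, quantile normalization, median ratio scaling, a replicate block, the 12 samples, and leaving out each library. Others were groups by highest stage mean, genes without zeros, fixed lower limits of the power law, and other scalings of the profiles. Left out were the microarray comparison, sequence composition, phylogeny and the GO terms, for which inputs were not used here.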

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

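The tests of low transcript level, of further progress from ST to PD, of non-coding RNAs as a class, and of a scale factor by kind of gene were chosen only after the result was seen.

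EPD replicate 2, a library that the paper left out of its stage means, lay further from ST towards PD than the other EPD libraries. On a scale of 0 at the ST mean and 1 at the PD mean over 3676 genes, it stood at 0.728, EPD replicate 1 at 0.421 and EPD replicate 3 at 0.584. On genes that rise from ST to PD the positions were 0.717, 0.392 and 0.577, and on genes that fall 0.769, 0.526 and 0.612, in the same order of libraries. Of the squared departure of EPD replicate 2 from the mean of the others, 16.1% lay along this axis, too little to show that progress through the cycle may account for it and too much to exclude it. It stood 0.144 beyond the nearer EPD library before quantile normalization and 0.149 after it. The others lay 0.163 and 0.158 apart, so the limit was already met before, and the test decided nothing about scaling, although the distance did not shrink.

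Of the tested genes with a highest stage mean of at least 5x, 114 were listed at 0 in each replicate of at least 1 stage, among them fixK, ccoN, cspA and CCNA_01610. The authors' removal of variable segments may be a source. In their other stages these genes had a mean CV higher by 0.249 than 3052 genes of like peak coverage (mean 0.485; permutation p = 5e-04, the smallest that 2000 resamples can give), and of 7014 values of 20x or more no CV exceeded 1. A low transcript level may be another source, as 63 of the 114 had under 5x in a stage next to the one at 0. The remaining 51 had 5x or more on each side, 18 of them 20x or more. Among genes that peaked at 50x or more, 32 gene stages had all 3 replicates at 0, none had 2 and 8 had 1, which goes against a gradual fall for these genes. They are only the strongest of the 114, so both explanations stay open for the whole, and a 0 cannot be read as no transcript.

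Genes over 1000x varied more between replicates than genes from 5x to 1000x. Whether the separate normalization of this class left a scale factor per library stays undecided. After division by the class's median ratio, which ran from 0.712 to 1.32, the mean CV went from 0.292 to 0.270, within 1 SD (0.0296) of the 0.241 of the middle group, but a factor taken from the same genes, 53 of 73 of them non-coding RNAs, lowers their CV by design. Divided by the factor of the other kind, the protein-coding genes rose from 0.205 to 0.344 and the non-coding RNAs from 0.324 to 0.361, which goes against 1 factor for the whole class, although the second rise lies within the SD over stages (0.0665). Non-coding RNAs as a class may contribute, since the protein-coding genes over 1000x had a mean CV of 0.205, below the middle group. After division by the class's median ratio, however, the protein-coding genes had 0.261 and the non-coding RNAs 0.273, so the contrast depends on the scaling. According to the paper the replicates came from synchronies on different days, but no library is assigned to a day, so this was not tested, nor was any biological explanation.

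Other groupings of the libraries called fewer genes. Of 100 splits of the 15 samples into 5 groups, the real one, with 1686 genes, was the 1 with the most; the highest other gave 508. For SW against the other stages the real split, with 1665 genes, was again the 1 with the most of 100, and the highest other gave 595. For both, the real split was thus 1 of 100, a share under 0.05, so a random grouping of the libraries was unlikely to give these counts. Each stage had its own flow cell, so the splits cannot tell stage from flow cell. The successive comparisons allow 10 splits each, too few for a share under 0.05: ST against SW gave 1202 genes, EPD against ST 419, PD against EPD 212 and LPD against PD 16, each as the 1 split with the most, with 0 in the highest other.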

How the results depend on the processing

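Leaving out the genes listed at 0 in a stage, and the contributions by projection and by Table S6a, were chosen only after the result was seen. Across 35 results and 613 alternatives, 564 kept direction and side of the threshold, or the size, of the value reported; 5 were weaker, 1 stronger, 42 moved and 1 reversed. Of 8547 alternatives for 357 values of single genes, 295 lost and 168 gained a call and none reversed. Of 432 for 18 lists, 34 lost and 12 gained the call; of 1497 for 100 folds and peaks, 53 moved. Depth in reads was not used here, and genes of a few x carry whole-number coverage, so that 1 unit of rounding and many zeros limit changes at low expression. Flow cell was shared by the replicates of a stage and cannot be told apart from it.

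The cause was not tested for any change below, except where fewer genes or samples enter. For LPD against PD the 16 genes became 34 without filter, 8 with a mean of at least 5, 35 with quantile normalization, 60 over the 12 samples and 1 without the 114 genes of at least 5x at the peak and 0 in a stage; leaving out 1 library gave 8 (PD replicate 3) to 78 (EPD replicate 1), with 75 without EPD replicate 2 and 9 without LPD replicate 2. For PD against EPD there were 366 over the 12 samples, and 117 to 289 when leaving out 1 library, with 117 without EPD replicate 1, 130 without EPD replicate 3, and 124, 120 and 119 without PD replicate 1, 2 and 3. Leave-one-out counts were 1233 to 1739 for the F test, 871 to 1275 for ST against SW, 299 to 451 for EPD against ST, and 1159 to 1738 for SW against the others. Over-represented or under-represented lists numbered 11 and, without filter, 7; 1021 genes passed at an adjusted p under 0.01.

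With 1 added to stage means the mean fold was 9.32 and the largest 1533. Over the 12 samples the mean CV was 0.193 from 5x to 1000x and 0.377 under 5x; under 5x it was 0.495 by highest stage mean and 0.244 without genes with a 0. There Spearman's rho of CV and coverage reversed to 0.083 under 5x and lost its p at -0.024 from 5x to 1000x; by highest stage mean the latter was -0.0056. Leaving out 1 library, it ran from -0.083 to -0.032, and was lost without SW replicate 2 (-0.032) and EPD replicate 1. The CV excess over 1000x ran from 0.0241 (without EPD replicate 3, no longer passing) to 0.0779. Mean coverage without genes over 1000x was 38.1. Power law exponents without these genes were 1.88 in SW, 1.93 in ST, 1.95 in EPD, 1.95 in PD and 1.94 in LPD, and from 1x they were 1.36, 1.37, 1.36, 1.36 and 1.36; leave-one-out values were 1.76 to 1.78 in PD and 1.77 to 1.79 in LPD. The eigenvectors explained 79.5% over 15 samples, 84.2% on the log2 scale, and 82.6% to 86.7% leaving out 1 library. Persistent genes contributed more by Table S6a, by 0.143 (permutation p = 0.0016).

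Replicates of different stages share only a number. With replicate number as a block, a replicate block fit called 1774 genes over the stages, 1270 for ST against SW, 471, 249 and 14 for the next comparisons, and 1737 for SW against the others. In this fit the sulfate and cysteine list (Fisher's exact test, adjusted p = 0.059), the methionine list (0.11) and the ATP synthase list (0.17) no longer passed. The pilus list passed (0.016). Calls were lost for mcpA and CCNA_02940 from PD to LPD (limma, adjusted p = 0.079 and 0.0501), cysH from EPD to PD (0.054) and grpE from SW to ST (0.052). Changes of calls given elsewhere leave this fit out. Departures from the stage mean of 30 pairs of libraries with the same number correlated from -0.195 to 0.484, 12 of them over 0.1; the mean was 0.0985 against -0.049 for other numbers, and 11 of 15 samples correlated best with their own number.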

Differences from the paper's values

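The paper counts 21 non-coding RNAs among its cell-cycle-regulated genes; 11 were called here, at an adjusted p under 0.05 in limma, where the paper used baySeq. Of the alternatives set before the data were examined, values within the limits of the paper's came without a variance trend (16), with quantile normalization (15), with a replicate block (21), over the 12 samples (17), without EPD replicate 3 (14) and without PD replicate 3 (15). All the others gave 8 to 13.

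The paper gives a mean peak of 195 for cell-cycle-regulated genes outside its group of genes that may respond to synchronization; here it was 113 for the 1198 module genes outside that group, over the 12 samples. None of the alternatives set before the data were examined brought it within the limits, with 110 to 127 over all of them. The modules hold nearly all but not exactly the same genes as the paper's set.

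The paper states that the peaks of the genes of its SW model are lower than those of other genes. The means here follow that order, 91.3 and 113, but the medians, 34.5 and 28.3, do not, and on the log2 scale the SW model genes were higher by 0.33 (permutation p = 4.2e-04). The smaller folds that the paper states were found, with means of 4.28 and 9.18.

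The paper states that persistent genes are more often major contributors to modules, from a KS test of the distributions. Its supplement finds this also without the genes of its SW model, by a KS test and by a t test of mean contributions. Means of module genes were compared here by permutation. By the squared correlation with the eigenvector the means were 0.862 and 0.850 (permutation p = 0.32). The paper's methods define contribution by projection onto the eigenvector. By that measure, chosen here after the values had been seen, the means were 3.07 and 3.05 (permutation p = 0.29). With the contributions of Table S6a, chosen after the values had been seen, the means were 3.11 and 2.97 (permutation p = 0.0016), and this drops none of the paper's module genes.

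For the known genes of Table S4, 37 have a peak stage. Over the 12 samples 20 were highest in it and over 15 samples 17, 2 of them at the same mean in EPD. Of 30 genes placed in PD by the table, 10 were highest in EPD over the 12 samples, and over 15 samples 13 were highest in EPD, 14 in PD and 2 equally in both. All but 1 were highest in the stated or a neighbouring stage (36).

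The paper states that the relation of CV and expression ends above 5x. Here rho from 5x to 1000x was -0.06 (permutation p = 0.0024), and it was lost without genes with a 0 (p = 0.20) and by highest stage mean (p = 0.75). Genes associated with division are given as enriched; the list used here, wider in cell wall genes, was called for 10 of 16 (adjusted p = 0.29), and it passed without SW replicate 3 (0.044) or EPD replicate 1 (0.036).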

Other observations

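The genes of low-oxygen respiration were grouped after their values had been seen, and no test of the group was made.

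Several genes of low-oxygen respiration had higher listed coverage in PD than in EPD. The regulator gene fixK was listed at 0 in each of the 3 libraries of ST and of EPD, and stood at 6.67 ± 2.08 in SW, 196 ± 139 in PD and 167 ± 82.2 in LPD (n = 3). The cbb3 oxidase gene ccoN was listed at 0 in the same stages and had 23 ± 16.5 in SW, 249 ± 217 in PD and 108 ± 51.3 in LPD. The bd oxidase gene cydA, at 0 in each of the 3 ST libraries, rose from 3 ± 2 in EPD to 362 ± 277 in PD (limma, adjusted p = 2.6e-05), and hemN, which makes heme without oxygen, from 1.67 ± 1.53 to 151 ± 140 (7.5e-05). The neighbouring genes ccoO and ccoQ were listed at 0 in each of the 3 PD libraries, which leaves their level there unknown, and stood at 31.7 ± 8.5 and 29 ± 13.7 in LPD. The highest listed stage mean of ccoP, fixG, fixH, fixI and ccoS lay in SW. However, fixG, fixI and ccoS were listed at 0 in each of the 3 PD libraries, and ccoP, fixH, fixI and ccoS in each of the 3 ST libraries. Their levels there, and so their peak stage, are unknown. From PD to LPD 3 of the 17 cytochrome genes were called as higher, ccoO, ccoQ and cydB (5 adjusted over the list alone; camera 0.0027, adjusted p = 0.36 with an estimated correlation). The calls of ccoO and ccoQ here, and those of ccoO and ccoN at the steps below, have a stage at 0 on 1 side. Whether these genes changed at those steps is therefore unknown. The call of cydB was lost without PD replicate 2 or 3 or any LPD replicate (0.072 to 0.13). From ST to EPD ccoO rose (camera 0.02; 0.51), and from EPD to PD ccoN and cydA rose and ccoO fell; the calls of ccoO were lost with a pseudocount of 5 (0.27 and 0.29) and without ST replicate 2 or 3 or EPD replicate 1 or 3 (0.054 to 0.12), the rise also without ST replicate 1 (0.055), and the fall without the filter (0.065) or any PD or LPD replicate (0.053 to 0.11).

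Most holdfast genes rose from ST to EPD, though no set test was made. Of 12 genes, all called over the stages, 8 fell and 2, hfsB and hfsC, rose from SW to ST (median log2 change -1.27), 7 rose from ST to EPD (9 adjusted over the list alone; median 2.29) and hfsF, hfsG and hfsH from EPD to PD (5). The call of hfsF was lost without EPD replicate 1, PD replicate 1 or PD replicate 2 (0.055 to 0.061). The attachment gene hfaA (2870419 to 2870862, assembly ASM2200v1) rose from 2 ± 0 to 55.7 ± 29.3 at the second step (log2 change 4.12, SE 0.32, adjusted p = 9.8e-07). From PD to LPD none passed in limma, 6 had an unadjusted p under 0.05, and 6 fell adjusted over the list alone.

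Genes of nutrient uptake went both ways. The ammonium transporter gene CCNA_01399 fell from 516 ± 442 in ST to 31 ± 15 in EPD (log2 change -3.64, SE 0.64, adjusted p = 0.0013). Of 41 TonB-dependent receptor genes, which import nutrients through the outer membrane, 23 were called (24 adjusted over the list alone; 16 of 32 in the test against all genes, adjusted p = 0.87). From SW to ST 9 rose and 8 fell (10 and 8), from ST to EPD 5 and 2 (6 and 3; malA and CCNA_01034 fell), from EPD to PD CCNA_03248 and CCNA_03249 rose, and from PD to LPD CCNA_01585. The receptor gene CCNA_03248 went from 55.7 ± 10.7 in SW to 7.33 ± 2.31 in ST and up to 245 ± 14.5 in PD.

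Chaperone and nucleotide genes changed no more often than other genes. Of 15 heat shock chaperone and protease genes 7 were called (46.7%, adjusted p = 1), with CCNA_00693 up and grpE and hsp33 down from SW to ST, groEL up from ST to EPD, clpP up from EPD to PD, and none in limma from PD to LPD (1 with an unadjusted p under 0.05; camera 0.031, 0.51 with an estimated correlation). As CCNA_00693 was listed at 0 in each of the 3 SW libraries, whether it rose is unknown. The calls of grpE and hsp33 were lost without SW replicate 3, ST replicate 1 or ST replicate 2 (0.062 to 0.18), of hsp33 also without SW replicate 2 (0.075), of grpE with quantile normalization (0.051), over the 12 samples (0.089) and without SW replicate 1, ST replicate 3, EPD replicate 3, PD replicate 2 or LPD replicate 2 (0.051 to 0.080), of groEL without any ST replicate or EPD replicate 1 or 3 (0.054 to 0.11), and of clpP without EPD replicate 3, PD replicate 2 or PD replicate 3 (0.055 to 0.069). Of 26 purine and pyrimidine genes 12 were called (14 over the list alone; 46.2%, adjusted p = 1); from SW to ST CCNA_01624, CCNA_02050 and CCNA_02051 rose and CCNA_02351 fell, and from ST to EPD CCNA_02051 fell (camera 0.027; 0.65). The call of that fall was lost over the 12 samples (0.15), with median ratio scaling (0.057) and without any ST or LPD replicate, SW replicate 2, PD replicate 1, or EPD replicate 1 or 2 (0.050 to 0.16), and the rise of CCNA_01624 without SW replicate 2 (0.051). None changed in limma from EPD to PD, where 7 had an unadjusted p under 0.05 (camera 0.022; 0.64), or from PD to LPD, where 2 did. From SW to ST ribosomal protein genes moved down as a set (camera 0.003; 0.65), as did ATP synthase genes (0.02; 0.54).

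The name gcrA stands for different genes in the sources. Table S4 uses CCNA_01269, listed at 0 in each of the 3 SW libraries and at 2.67 ± 1.15 in ST, while the reference annotation names CCNA_02328, at 119 ± 23.9 in SW, 357 ± 40.6 in ST and 76.3 ± 24.2 in PD (adjusted p across the stages = 2.9e-04).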
